# Biomimetic cardiac tissue culture model (CTCM) to emulate cardiac physiology and pathophysiology ex vivo

**DOI:** 10.1038/s42003-022-03919-3

**Published:** 2022-09-09

**Authors:** Jessica M. Miller, Moustafa H. Meki, Ahmed Elnakib, Qinghui Ou, Riham R. E. Abouleisa, Xian-Liang Tang, Abou Bakr M. Salama, Ahmad Gebreil, Cindy Lin, Hisham Abdeltawab, Fahmi Khalifa, Bradford G. Hill, Najah Abi-Gerges, Roberto Bolli, Ayman S. El-Baz, Guruprasad A. Giridharan, Tamer M. A. Mohamed

**Keywords:** Cardiovascular models, Cardiac hypertrophy, Lab-on-a-chip

## Abstract

There is need for a reliable in vitro system that can accurately replicate the cardiac physiological environment for drug testing. The limited availability of human heart tissue culture systems has led to inaccurate interpretations of cardiac-related drug effects. Here, we developed a cardiac tissue culture model (CTCM) that can electro-mechanically stimulate heart slices with physiological stretches in systole and diastole during the cardiac cycle. After 12 days in culture, this approach partially improved the viability of heart slices but did not completely maintain their structural integrity. Therefore, following small molecule screening, we found that the incorporation of 100 nM tri-iodothyronine (T3) and 1 μM dexamethasone (Dex) into our culture media preserved the microscopic structure of the slices for 12 days. When combined with T3/Dex treatment, the CTCM system maintained the transcriptional profile, viability, metabolic activity, and structural integrity for 12 days at the same levels as the fresh heart tissue. Furthermore, overstretching the cardiac tissue induced cardiac hypertrophic signaling in culture, which provides a proof of concept for the ability of the CTCM to emulate cardiac stretch-induced hypertrophic conditions. In conclusion, CTCM can emulate cardiac physiology and pathophysiology in culture for an extended time, thereby enabling reliable drug screening.

## Abstract (web summary)

A physiological culture system to electro-mechanically stimulate pig heart slices to assess the drug effects on the functionality, metabolic activity, and structural integrity of the heart tissue under physiological and hypertrophic condition.

## Introduction

Prior to clinical studies, there is a need for reliable in vitro systems that could accurately replicate the human heart’s physiological environment. Such systems should model altered mechanical stretches, heart rate, and electrophysiological properties. Animal models, the prevalently used cardiac physiology screening platform, have limited reliability in mirroring the effects of drugs seen in human hearts^1,2^. Ultimately, the ideal experimental cardiac tissue culture model (CTCM) is the one that demonstrates high sensitivity and specificity for various therapeutic and pharmacological interventions while accurately replicating the physiology and pathophysiology of the human heart^3^. The lack of such a system has limited drug discovery for new heart failure therapeutics^4,5^ and resulted in drug-induced cardiotoxicity being a major cause of market withdrawal^6^.

In the last decade, eight non-cardiovascular drugs have been withdrawn from clinical use because they induce QT interval prolongation, resulting in ventricular arrhythmia and sudden death^7^. Therefore, there is a growing need for reliable preclinical screening strategies to assess cardiovascular efficacy and toxicity. The recent shift toward the use of human-induced pluripotent stem cell-derived cardiomyocytes (hiPS-CMs) in drug screening and toxicity testing has provided a partial solution to this issue; however, the immature nature of the hiPS-CMs and the lack of the multicellular complexity of the heart tissue are major limitations of this technology^8^. Recent efforts have shown that this limitation can be partially overcome if early-stage hiPS-CMs, soon after the initiation of spontaneous contractions, are used to form cardiac tissue hydrogels and are subjected to a gradual increase in electrical stimulation over time^9^. However, these hiPS-CMs microtissues lack the mature electrophysiological and contractile properties of the adult human myocardium. Moreover, the human heart tissue is structurally more complicated, composed of a heterogeneous mixture of various cell types, including endothelial cells, neurons, and stromal fibroblasts linked together with a particular array of extracellular matrix proteins^10^. This heterogeneity of the non-cardiomyocyte cell population^11–13^ in the adult mammalian heart is a major obstacle in modeling heart tissue using individual cell types. These major limitations highlight the importance of developing methods to culture intact myocardial tissue under physiological and pathological conditions^9^.

Cultured thin (300 μm) human heart slices prove to be a promising model of the intact human myocardium. This technology provides access to a complete three-dimensional multicellular system similar to the human heart tissue. However, before 2019, culturing heart slices usage was limited by the short period of viability in culture (24 h)^14–16^. This is due to multiple factors, including the lack of physiologic mechanical stretching, the air-liquid interface, and the use of a simple culture medium that does not support the demands of the cardiac tissue. In 2019, several groups demonstrated that the incorporation of mechanical factors into cardiac tissue culture systems could extend the culture life, improve cardiac expression, and model cardiac pathology. Two elegant studies^17^, and^18^, have shown the positive influence of uniaxial mechanical loading on the cardiac phenotype during culture. However, these studies did not use the dynamic three-dimensional physiological mechanical loading of the cardiac cycle since heart slices were either loaded with isometric stretch forces^17^ or linear auxotonic loading^18^. These methods of stretching the tissue resulted in the downregulation of multiple cardiac genes or the overexpression of genes related to pathological stretch response. Notably, Pitoulis et al.^19^ developed a dynamic heart slice culture bath to recreate the cardiac cycle using force transducer feedback and a stretcher actuator. While this system allowed for the cardiac cycle to be more accurately simulated in vitro, the method’s complexity and low throughput limits the application of the system. Our lab has recently developed a simplified culture system using electrical stimulation and an optimized culture medium to keep pig and human cardiac tissue slices viable for up to 6 days^20,21^.

In the current manuscript, using porcine heart slices, we describe a cardiac tissue culture model (CTCM) that recapitulates the three-dimensional cardiac physiological and pathophysiological stretches during the cardiac cycle combined with humoral cues. This CTCM has the potential to advance the accuracy of pre-clinical drug prediction to previously unattainable levels by providing a medium-throughput, cost-effective heart system that mimics mammalian cardiac physiological/pathophysiological stretches for preclinical drug testing.

## Results

### CTCM maintains heart tissue physiological stretch for 12 days in culture

Hemodynamic mechanical cues play a critical role in preserving the functionality of cardiomyocytes in vitro^22–24^. In the current manuscript, we developed a CTCM (Fig. 1a) that can emulate the adult cardiac milieu by inducing simultaneous electrical and mechanical stimulation at the physiological frequency (1.2 Hz, 72 beats per minute). To avoid over-stretching the tissue during the diastolic phase, the tissues were oversized by 25% using a three dimensionally printed apparatus (Fig. 1b). Electrical stimulation induced by a C-PACE system was synchronized to initiate at 100 ms before the systolic phase using a data acquisition system to fully reproduce the cardiac cycle. The tissue culture system uses a programmable pneumatic driver (LB engineering, Germany) to cyclically distend a flexible silicone membrane inducing the stretch of the heart slices in the chambers above. The system is connected to an external air line with a pressure probe allowing fine pressure tuning (±1 mmHg) and timing ( ± 1 ms) (Fig. 1c).

**Fig. 1:**
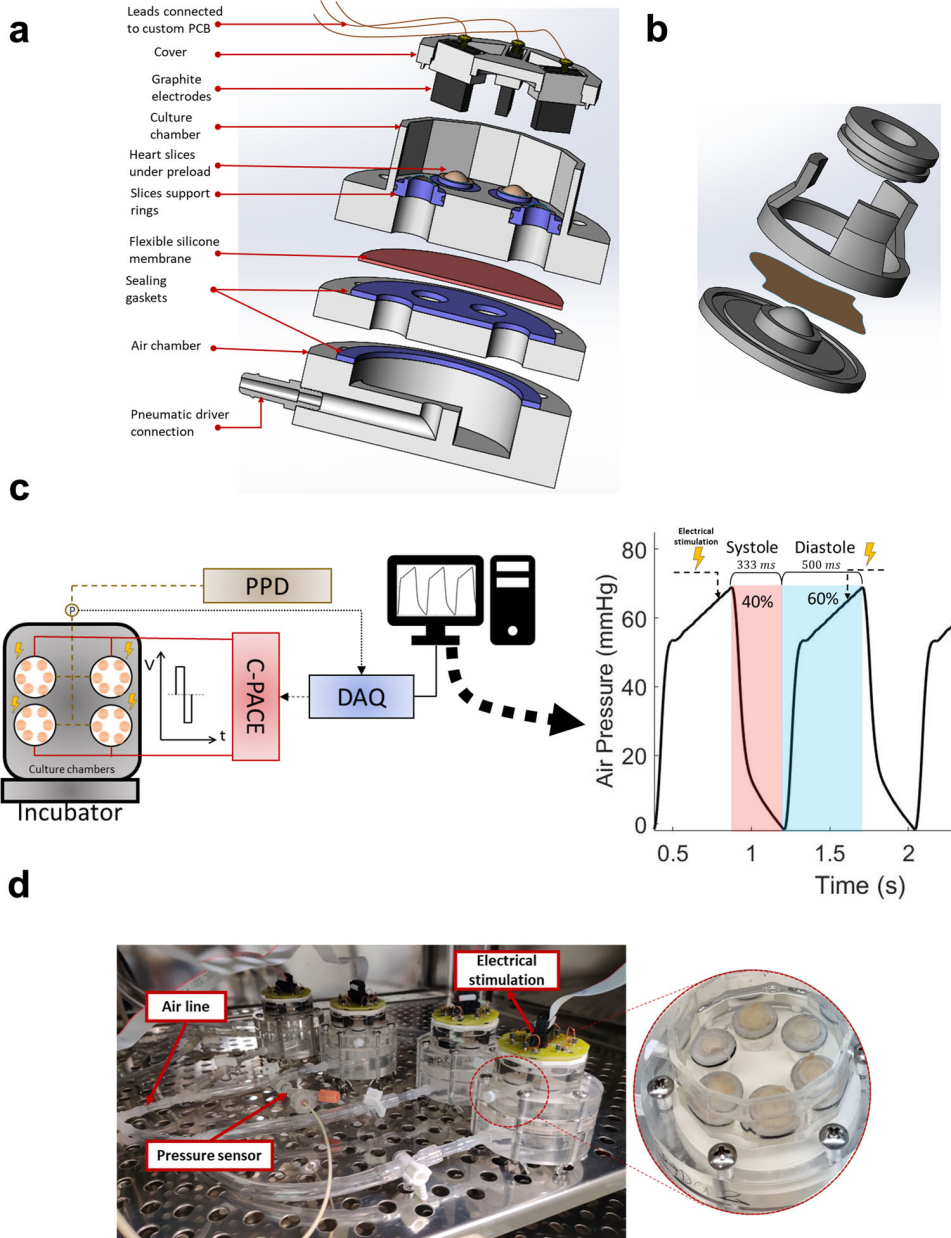
Illustration of the cardiac tissue culture model (CTCM). **a** The tissue slices are attached to 7-mm diameter support rings shown in blue within the culture chamber of the device. The culture chamber was separated from the air chamber by a thin, flexible silicone membrane. Between each chamber, a sealing gasket was placed to prevent leaks. The cover for the device contains graphite electrodes that provide electrical stimulation. **b** Schematic illustration of tissue oversizing apparatus, ring guide, and support ring. Tissue slices (brown) are positioned on the oversizing device, and the ring guide is placed in the grove on the outer edge of the apparatus. Using the guide, the support ring coated with histoacryl glue is carefully placed on the heart tissue slice. **c** A diagram depicting the timing of the electrical stimulation in relation to the pressure within the air chamber controlled by the programmable pneumatic driver (PPD). A data acquisition device was used to synchronize electrical stimulation using a pressure probe sensor. When the pressure within the culture chamber reaches a specified threshold, an impulse signal is sent to the C-PACE-EM device to induce electrical stimulation. **d** Image of four CTCM devices set up on a shelf of an incubator. These four devices are connected to a single PPD by airlines, and a pressure sensor is inserted into a hemostatic valve to monitor the pressure within the airline. Each device can accommodate six tissue slices.

Using one pneumatic driver, we can operate 4 CTCM devices, each accommodating 6 tissue slices (Fig. 1d). Within the CTCM, the air pressures in the air chambers are translated into synchronized pressures in the fluid chamber and produce physiological stretch of the heart slices (Fig. 2a and Supplementary movie 1). Assessment of the tissue stretch at 80 mmHg resulted in a 25% stretch of the tissue slice (Fig. 2b). This percent stretch has been shown to correspond with a physiological sarcomere length, 2.2–2.3 μm, for normal contractility of heart slices^17,19,25^. Tissue movements are assessed using a custom camera setup (Supplementary Fig. 1). The tissue movement amplitude and the speed rate (Fig. 2c, d) are consistent with the stretching during the cardiac cycle and the timing during systole and diastole (Fig. 2b). The heart tissue stretch and speed during contraction and relaxation remained consistent over the 12 days in culture (Fig. 2e). To assess the effect of electrical stimulation on contractility during culture, we developed a method to determine the live strain using the Shape from Shading algorithm (Supplementary Fig. 2a, b) and were able to differentiate between the strain with and without electrical stimulation from the same heart slices (Fig. 2f). The strain with electrical stimulation is 20% higher than without electrical stimulation within the moving regions of the slices (R6-9), which indicates the contribution of the electrical stimulation to the contractile function.

**Fig. 2:**
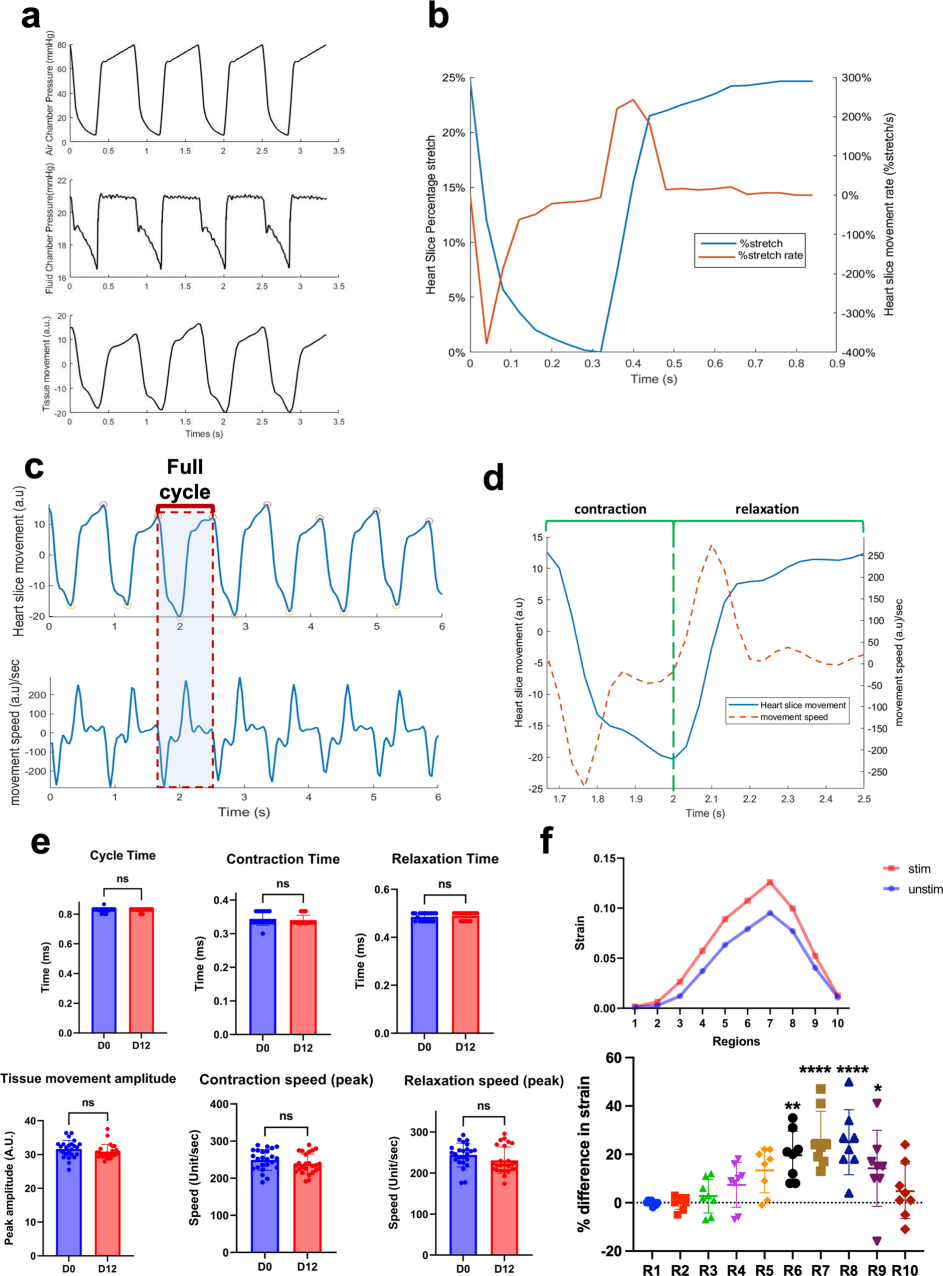
Characterization of the CTCM and evaluation of the heart slice stretches over time in culture. **a** Representative traces of the air chamber pressure, fluid chamber pressure, and tissue movement measurements verified that the air chamber pressure changes the fluid chamber pressure, which induces a corresponding tissue slice movement. **b** Representative traces of the percent stretch (blue) of the tissue slices correspond with the percent stretch rate (orange). **c** The heart slice movement measured was consistent with the measured movement speed. (**d**) Representative trace of the heart slice cycle movements (blue line) and speed (dotted orange line). **e** Quantification of the cycle time (*n* = 19 slices/group from different pigs), contraction time (*n* = 19 slices/group), relaxation time (*n* = 19 slices/group from different pigs), tissue movement (*n* = 25 slices/group from different pigs), peak contraction speed (*n* = 24 (D0), 25 (D12) slices/group from different pigs); and peak relaxation speeds (*n* = 24(D0), 25 (D12) slices/group from different pigs). Two-tailed Student *t*-tests revealed no significant difference in any of the parameters. **f** Representative trace for strain analysis of a tissue slice with (red) and without (blue) electrical stimulation over ten regional areas of the tissue slice from the same slice. The bottom panel shows the quantification of the percentage difference in the strain of tissue slices with and without electrical stimulation over ten regional areas from different slices. (*n* = 8 slices/group from different pigs, Two-tailed Student *t*-test is performed; ****p < 0.0001, **p < 0.01, *p < 0.05). Error bars are representative of the Mean ± SD.

### Heart slices cultured in CTCM maintain entire viability but not structural integrity over 12 days

In our previous static biomimetic heart slice culture system^20,21^, we maintained the viability, functionality, and structural integrity of heart slices for 6 days with the application of electrical stimulation and optimized composition of the culture medium. However, after 10 days there was a sharp decline in these parameters. We will refer to slices cultured in our previous static biomimetic culture system^20,21^ as a control condition (Ctrl), and we will refer to the slices cultured under synchronized mechanical and electrical stimulation (CTCM) using our previously optimized culture media as MC condition. First, we determined that the mechanical stimulation without electrical stimulation is insufficient to maintain tissue viability for 6 days (Supplementary Fig. 3a, b). Interestingly, by introducing both physiological mechanical, and electrical stimulations using the CTCM, the viability of 12-day heart slices was maintained similar to fresh heart slices in the MC condition but not in the Ctrl condition, as shown by the MTT assay (Fig. 3a). This indicates that the mechanical stimulation and simulation of the cardiac cycle can maintain the viability of tissue slices for twice the time reported in our previous static culture system. However, assessment of the structural integrity of the tissue slices by immunolabeling for cardiac Troponin-T and Connexin 43 demonstrated that connexin 43 expression of day 12 MC tissue was significantly higher than the same day control. Still, the uniform expression of connexin43 and Z-disc formation was not fully maintained (Fig. 3b). We used an artificial intelligence (AI) based framework to quantify tissue structural integrity^26^, based on an image-based deep learning pipeline for the automated quantification of the structural integrity of the heart slices based on troponin-T and Connexin 43 staining in terms of localization and fluorescent intensity. This technique uses a convolutional neural network (CNN) and the deep learning framework to reliably quantify the cardiac tissue structural integrity in an automated and unbiased manner, as described in ref. ^26^. MC tissue showed an improved structural similarity to day 0 compared to the static control slices. Furthermore, Masson’s trichrome stain showed a significantly lower percent area of fibrosis with the MC condition compared to the control condition on day 12 of culture (Fig. 3c). While the CTCM did improve the viability of day 12 heart tissue slices to levels similar to fresh heart tissue, it did not significantly improve the structural integrity of the heart slices.

**Fig. 3:**
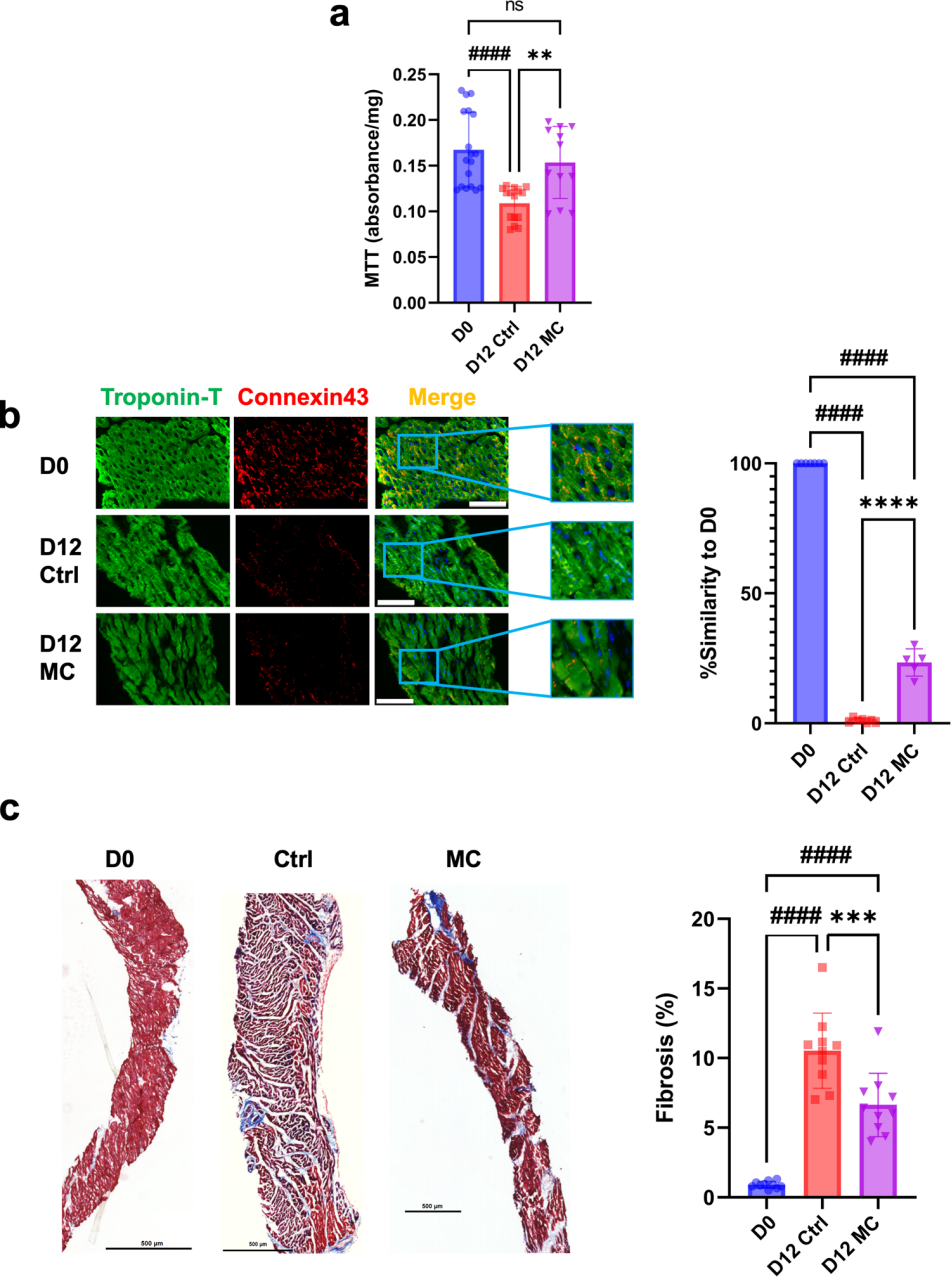
Mechanical stimulation partially improves tissue slice viability and structural integrity after 12 days in culture. **a** Bar graph shows quantification of the MTT viability of fresh heart slices (D0) or heart slices culture for 12 days either in static culture (D12 Ctrl) or in CTCM (D12 MC) (*n* = 18 (D0), 15 (D12 Ctrl), 12 (D12 MC) slices/group from different pigs, one way ANOVA test is performed; ####*p* < 0.0001 compared to D0 and **p < 0.01 compared to D12 Ctrl). **b** Representative immunofluorescence images for troponin-T (green), connexin 43 (red), and DAPI (blue) for freshly isolated heart slices (D0) or heart slices cultured for 12 days under static conditions (Ctrl) or CTCM conditions (MC) (Scale bare = 100 µm). Artificial intelligence quantification of the heart tissue structural integrity (*n* = 7 (D0), 7 (D12 Ctrl), 5 (D12 MC) slices/group each from different pig, one-way ANOVA test is performed; ####*p* < 0.0001 compared to D0 and ****p < 0.0001 compared to D12 Ctrl). **c** Representative images (left) and quantification (right) for heart slices stained with Masson’s trichrome stain (Scale bare = 500 µm) (*n* = 10 slices/group each from different pig, one-way ANOVA test is performed; ####*p* < 0.0001 compared to D0 and ***p < 0.001 compared to D12 Ctrl). Error bars are representative of the Mean ± SD.

### Small molecule screening to improve the heart tissue viability and structural integrity in CTCM

We hypothesized that by incorporating small molecules into the culture media, cardiomyocyte integrity could be improved, and the development of fibrosis during the CTCM culture could be reduced. Therefore, we performed a small molecule screening using our static control culture^20,21^ because of the lower number of confounding factors associated with it. Dexamethasone (Dex), tri-iodothyronine (T3), and SB431542 (SB) were selected for this screening. These small molecules have been previously used in hiPSC-CM cultures to induce cardiomyocyte maturation by improving sarcomere length, t-tubules, and conduction velocity^27,28^. In addition, both Dex, a glucocorticoid, and SB are known to suppress inflammation^29,30^. Therefore, we tested whether incorporating one or a combination of these small molecules would improve the structural integrity of the heart slices. For the initial screening, the dosage of each compound was selected based on the concentration typically used in cell culture models (1 μM Dex^27^, 100 nM T3^27^, and 2.5 μM SB^31^). Following 12 days in culture, the combination of T3 and Dex resulted in the best cardiomyocyte structural integrity and the lowest fibrotic remodeling (Supplementary Figs. 4 and 5). In addition, using either half or double of these concentrations of T3 and Dex had detrimental effects compared to the normal concentrations (Supplementary Fig. 6a, b).

### Combining T3 and Dex with the CTCM fully maintained pig heart slices similar to fresh heart slices for 12 days

Following the initial screening, we performed head-to-head comparisons of 4 culture conditions (Fig. 4a); Ctrl: heart slices cultured in our previously described static culture with our optimized culture media;^20,21^ TD: Ctrl with T3 and Dex added to the culture media; MC: heart slices cultured in CTCM using our previously optimized culture media; and MT: CTCM with T3 and Dex added to the culture media. After 12 days in culture, the viability of MC and MT tissues was maintained similar to fresh tissue as assessed by the MTT assay (Fig. 4b). Interestingly, the addition of T3 and Dex to the transwell culture (TD) did not significantly improve viability compared to the Ctrl condition, implying the vital role of mechanical stimulation in maintaining heart slice viability.

**Fig. 4:**
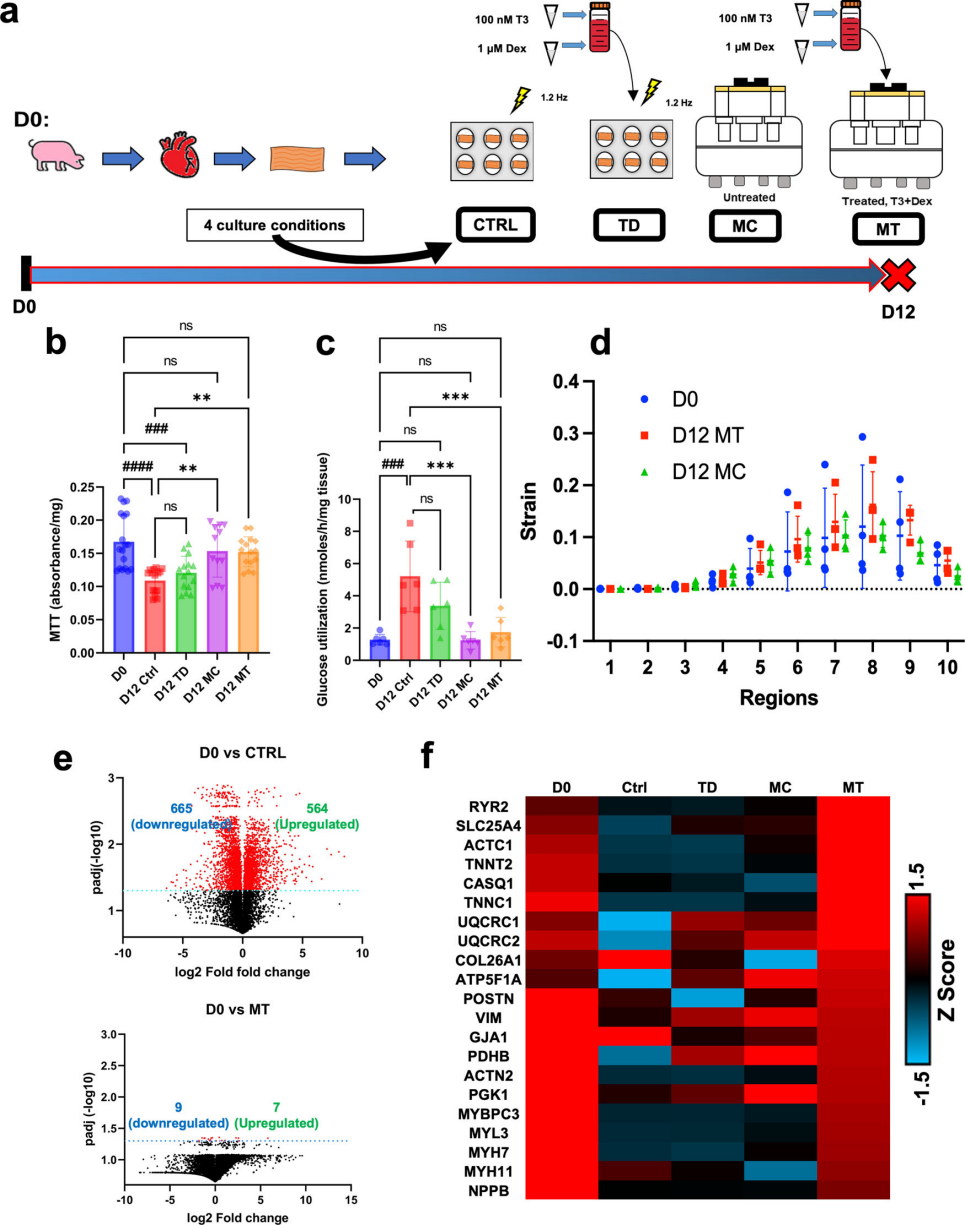
Combining mechanical and humoral stimulation (MT condition) preserve the heart slices for 12 days. **a** Schematic representation of the experimental design depicting the four culture conditions that were used to assess the effect of combining mechanical stimulation and T3/Dex addition to the culture media over the course of 12 days. **b** Bar graph shows quantification of viability 12 days post culture in all 4 culture conditions (Ctrl, TD, MC, and MT) compared to fresh heart slices (D0) (*n* = 18 (D0), 15 (D12 Ctrl, D12 TD and D12 MT), 12 (D12 MC) slices/group from different pigs, one-way ANOVA test is performed; ####*p* < 0.0001, ###*p* < 0.001 compared to D0 and **p < 0.01 compared to D12 Ctrl). **c** Bar graph shows the quantification of glucose flux 12 days post culture in all 4 culture conditions (Ctrl, TD, MC, and MT) compared to fresh heart slices (D0) (*n* = 6 slices/group from different pigs, one-way ANOVA test is performed; ###*p* < 0.001, compared to D0 and ***p < 0.001 compared to D12 Ctrl). **d** Strain analysis plot for fresh (blue), day 12 MC (green), and day 12 MT (red) tissue across the ten regional points of the tissue slice (*n* = 4 slices/group, one-way ANOVA test is performed; no significant difference between the groups). **e** Volcano plots showing the differentially expressed genes in fresh heart slices (D0) compared to heart slices cultured under static conditions (Ctrl) or MT conditions (MT) for 10–12 days. **f** Heatmap for the sarcomeric genes for heart slices cultured under each culture condition. Error bars are representative of the Mean ± SD.

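The heatmap of Fig. 4f names 21 genes, 18 of which passed the filter on low values in the RNAseq. Cardiac genes among them fell in the static and MC slices, and most did not pass in MT. B-type natriuretic peptide, NPPB (ENSSSCG00000003431, chromosome 6 from 71930374 to 71931843 of Sscrofa11.1), a hormone of the stretched heart, fell in Ctrl, TD and MC, with log2 fold changes of -3.30 (adjusted p = 0.000748), -3.39 (adjusted p = 0.000311) and -3.48 (adjusted p = 0.000946) from limma. In MT it was also called lower than in D0, with -2.63 (adjusted p = 0.00411 from limma) and adjusted p = 0.143 in a fit of the 2 groups alone. The range was 0.00377 to 0.143 over the settings that keep all libraries. NPPB had 15.6 and 10.4 FPKM in the D0 libraries, 0 in MT-1 and 3.94 in MT-2, and is also listed at 0 in TD-3 and MC-2. A 0 in an MT library does not by itself show a fall. TNNC1 fell in TD and MC, with log2 fold changes of -4.15 (adjusted p = 3.73e-05) and -2.46 (adjusted p = 0.00565), and so did TNNT2, with -3.71 (adjusted p = 1.15e-06) and -1.98 (adjusted p = 0.000839). In MC the adjusted p of TNNC1 was 0.0688 without the D0 replicate 1. Against D0, 1 higher and 8 lower of the 18 genes changed in Ctrl, 1 higher and 9 lower in TD, 1 higher and 8 lower in MC and 1 higher and 1 lower in MT. In MT, GJA1 was the gene called higher and NPPB, listed at 0 in MT-1, the gene called lower. Without the second MT library 2 were higher and 5 lower in MT, with MYL3, the myosin-binding protein MYBPC3 (adjusted p = 7.71e-05) and the Z disc actinin ACTN2 (0.000377) among the lower ones. Compared directly, MT had 8 of these genes higher than Ctrl and 0 lower, 6 higher than TD and 0 lower, and 4 higher than MC and 0 lower. Without the second MT library 4 were above Ctrl, and with limma arrayWeights 3. Above MC there were 0 in a fit of the 2 groups alone (4 at an unadjusted p under 0.05 from limma) and 0 with limma arrayWeights (4). The study chose these genes on the same samples, so the counts are not independent evidence. The entry for MYH7 (ENSSSCG00000002029), the slow myosin heavy chain, is named MYH6 in the reference. Its level was 1.31 ± 0.00633 (SD, n = 2) FPKM in D0 and 0.698 ± 0.692 (SD, n = 2) FPKM in MT (adjusted p = 0.126, and 0.00271 without the second MT library). Vimentin, VIM, of mesenchymal cells, phosphoglycerate kinase, PGK1, and the pyruvate dehydrogenase subunit PDHB had higher means in MT than in D0 that did not pass, with log2 fold changes of 0.77 (adjusted p = 0.106), 0.34 (adjusted p = 0.36) and 0.41 (adjusted p = 0.241). Of the 20 genes of Supplementary Fig. 9, 11 passed the filter, and 0 higher and 0 lower changed in Ctrl, 1 higher and 2 lower in TD, 0 higher and 2 lower in MC and 0 higher and 0 lower in MT, all by limma. The MC calls, the junction protein CGNL1 and SLC8A1, were both lost without the first (CGNL1 0.142) or the second D0 library (CGNL1 0.0862), and the call of CGNL1 in TD was lost there too (0.236 and 0.135), after rescaling to TPM (0.116) or without mitochondrially encoded genes and ribosomal proteins (0.0771), in a fit of the 2 groups alone (0.0721) and without TD-1 (0.0653) or TD-4 (0.0713). In Ctrl 9 of the 11 had a negative log2 fold change, and SLC8A1 passed as lower with limma arrayWeights (0.00322). With one weight per condition, a setting added after seeing the data, SLC8A1 (0.015) and CGNL1 (0.0425) did. MT had 1 of the 11 higher than Ctrl, 2 higher than TD and 1 higher than MC, and none was lower at an adjusted p under 0.05. The calcium pump of the sarcoplasmic reticulum, ATP2A2, did not pass in Ctrl, TD, MC or MT (adjusted p = 0.87, 0.383, 0.432 and 0.911).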

A shift in metabolic reliance from fatty acid oxidation to glycolysis is a hallmark of cardiomyocyte dedifferentiation. Immature cardiomyocytes primarily utilize glucose for ATP production and have underdeveloped mitochondria with few cristae ^5,32^. The glucose utilization assay demonstrated that under MC and MT conditions, glucose utilization was similar to day 0 tissue (Fig. 4c). However, Ctrl samples showed a significant increase in glucose utilization compared to fresh tissue. This indicates that combining CTCM and T3/Dex improves tissue viability and preserves the metabolic phenotype of heart slices cultured for 12 days. Furthermore, strain analysis showed maintenance of strain levels in the MT and MC conditions similar to fresh heart tissue for 12 days (Fig. 4d).

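The RNAseq of pig heart slices comprised 14 libraries, 2 of fresh slices (D0), 4 of Ctrl, 4 of TD, 2 of MC and 2 of MT slices. Ctrl slices were kept in static culture with electrical stimulation. TD slices were kept in the same static culture with T3, a thyroid hormone, at 100 nM and Dex, the synthetic glucocorticoid dexamethasone, at 1 µM. MC slices were kept in the CTCM, a chamber that paces the slice electrically and stretches it with air pressure of up to 80 mmHg, and MT slices in the CTCM with T3/Dex. The paper gives 10 to 12 days of culture for the cultured slices and the sample labels give 12 days. The label of the second MT library names T4 where the paper names T3, and the treatment entry of the labels names T3/Dex for every sample. The extraction entry names stem cell-derived cardiomyocytes and another library kit than the methods, so the samples were grouped by their titles and the culture conditions of the paper. The paper's text does not state how many pigs the libraries came from, and p-values therefore measure only the spread between these samples, which may be technical. The authors selected mRNA with poly-T beads, made libraries with a NEBNext kit and sequenced them on a NovaSeq instrument. The authors called bases with CASAVA, aligned the reads to Sscrofa11.1 with HISAT2 and deposited FPKM, reads scaled by transcript length and by mapped reads. The tool that counted reads per gene and the annotation release are not given in the sources used here, and the authors state that DESeq2 with a Benjamini-Hochberg adjustment gave the differentially expressed genes. The table holds 13644 genes, of which 11135 carry a symbol, 594 were named from the reference by their identifier and 1915 have none. Summed FPKM were 350763 and 322973 in D0, 300658 to 349686 in Ctrl (median 311882) and 287151 to 444246 in TD (median 359429.5). They were 343622 and 458928 in MC and 412404 and 457496 in MT. FPKM keep no read totals, but for 9561 genes the value of 1 read could be solved, and of values under 60 reads 99.4% to 100% are whole reads within 0.02, which gives the depth relative to the first D0 library. The solving itself seeks whole reads, so this share is not a separate check of the depth. This relative depth was 0.907 in the second D0 library, 0.76 to 1.107 in Ctrl, 0.804 to 1.201 in TD, 0.738 and 0.47 in MC and 0.753 and 0.499 in MT. Of genes expected at 20 or more reads, 4.77% and 8.73% are listed at 0 in the MT libraries, and at most 0.118% in any other library. The share of FPKM from mitochondrially encoded genes was 10.9% to 13.1% in D0, 4.61% to 5.44% in Ctrl, 4.76% to 5.56% in TD, 9.30% to 9.86% in MC and 11.9% to 16.8% in MT. Replicates of a condition differed by more than counting noise (chi-square per degree of freedom 4.08 to 62.4, the highest for the MT pair), so each library was counted as 1 replicate. The typical SD between replicates, on the log2 scale, was 0.165 in D0, 0.252 in Ctrl, 0.369 in TD, 0.402 in MC and 0.632 in MT. Genes with at least 1 FPKM in at least 2 libraries (11527 genes) were tested as log2(FPKM + 1) with limma, in 1 fit of all 14 libraries, and adjusted with Benjamini-Hochberg. The comparisons, the rule for naming genes and 24 gene lists were fixed before the data were examined. Values of the paper's genes in the first part of Supplementary Data 1 and in Supplementary Fig. 7a had been seen before. Each list was tested against the other genes with camera at a preset correlation of 0.01.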

To analyze the overall impact of the CTCM and T3/Dex on the global transcriptional landscape of the heart slice tissue, we performed RNAseq on heart slices from all four different culture conditions (Supplementary data 1). Interestingly, MT slices showed high transcriptional similarity to the fresh heart tissue, with only 16 out of 13,642 genes differentially expressed. However, as we demonstrated before^21^, the Ctrl slices showed 1229 differentially expressed genes after 10–12 days in culture (Fig. 4e). These data were validated by qRT-PCR of cardiac and fibroblast genes (Supplementary Fig. 7a–c). 

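In MT slices, FMO1, a monooxygenase that oxidizes drugs, rose from 0.584 ± 0.0643 (SD, n = 2) FPKM in D0 to 77.2 ± 9.81 (SD, n = 2) FPKM, a log2 fold change of 5.62 (standard error 0.30, adjusted p = 5.12e-07 from limma) on the log2(FPKM + 1) scale. The interleukin 1 decoy receptor IL1R2 rose by 5.44 (standard error 0.40, adjusted p = 3.34e-06), and the secreted glutathione peroxidase GPX3 rose from 22.7 ± 1.33 (SD, n = 2) to 428 ± 12.0 (SD, n = 2) FPKM, by 4.18 (standard error 0.23, adjusted p = 5.12e-07). Desmin, the intermediate filament of muscle encoded by DES, fell from 168 ± 14.4 (SD, n = 2) FPKM to 3.72 ± 0.884 (SD, n = 2) FPKM, a log2 fold change of -5.18 (standard error 0.31, adjusted p = 7.58e-07). ANKRD1, the cardiac ankyrin repeat protein of stretched muscle, changed by -3.94 (standard error 0.39, adjusted p = 2.39e-05). On Sscrofa11.1, FMO1 (ENSSSCG00000015268, chromosome 9 from 63860957 to 63895086), GPX3 (ENSSSCG00000036438, chromosome 16 from 71980467 to 71989011), DES (ENSSSCG00000020785, chromosome 15 from 121428539 to 121435426) and ANKRD1 (ENSSSCG00000010461, chromosome 14 from 102603777 to 102612857) are the entries these values belong to. Other genes among the 8 largest rises were AREG, a ligand of the EGF receptor, at 4.81 (adjusted p = 3.26e-07), the transglutaminase TGM3 at 4.77 (adjusted p = 7.46e-07), AMCF-II, a porcine chemokine of neutrophils, at 3.96 (adjusted p = 1.35e-05), and angiotensinogen, AGT, at 3.53 (adjusted p = 3.22e-06). The macrophage elastase MMP12 also rose, with 0.126 and 0 FPKM in the D0 libraries and 13.0 and 17.8 FPKM in the MT libraries (adjusted p = 7.65e-05). The small nucleolar RNA genes SNORD39, SNORD79 and SNORD96 and the chemokine CCL21 were among the 8 largest falls and are listed at 0 in both MT libraries, with 13.0 and 18.2 FPKM for CCL21 in the D0 libraries (adjusted p = 3.58e-06). A value of 0 in an MT library does not by itself show a fall, since 4.77% and 8.73% of genes expected at 20 or more reads are listed at 0 there and at most 0.118% in the other libraries. For each of these genes both MT libraries lay on the same side of both D0 libraries, which the rule for naming the 8 largest changes requires. Over the 11527 genes tested, 3166 changed between MT and D0 at an adjusted p under 0.05, with 1081 higher and 2085 lower in MT, and 1934 of them changed by at least 1 on the log2 scale. The MT libraries list 2335 and 2854 of the genes at 0, the other libraries 595 to 1457. This count was 1368 without the first and 1480 without the second D0 library, 1994 over the 7333 genes that reach 5 FPKM in at least 2 libraries, 1308 in a fit of the 2 groups alone and 902 with limma arrayWeights. It was 0 by an unequal-variance test on untransformed FPKM (1657 at an unadjusted p under 0.05). It was 17 with p of that test times 2064, the number of genes implied by Supplementary Fig. 7a, over its rank. That rule leaves out the Benjamini-Hochberg step that keeps adjusted p in the order of p, so 17 does not come from the number of genes alone. With settings added after seeing the data the count was 849 with one weight per condition, 534 over the 2193 genes with a mean of at least 20 FPKM and 93 by an equal-variance test on untransformed FPKM. On data simulated with the measured spread, 75 of 206 calls in MT against D0 were false with equal weights and 3 of 88 with one weight per condition. The genes higher in MT made up 34.1% of those that changed, 16.3% after rescaling to TPM (457 higher and 2350 lower), 24.7% after rescaling without mitochondrially encoded genes and ribosomal proteins (714 and 2171) and 51.7% after quantile normalization (1556 and 1455). In the same order the median of all genes was -0.11, -0.48, -0.35 and 0.05.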

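Genes of the contractile apparatus fell in Ctrl slices. The regulatory light chain of ventricular myosin, MYL2, fell from 308 ± 33.6 (SD, n = 2) FPKM in D0 to 6.31 ± 1.56 (SD, n = 4) FPKM in Ctrl, a log2 fold change of -5.43 (standard error 0.44, adjusted p = 7.06e-06 from limma). The essential light chain MYL3 fell too, with -4.76 (standard error 0.42, adjusted p = 1.57e-05). Muscle creatine kinase, CKM, fell from 29.5 ± 3.81 (SD, n = 2) to 0.363 ± 0.187 (SD, n = 4) FPKM, a log2 fold change of -4.49 (standard error 0.22, adjusted p = 1.02e-07). Cardiac troponin C, TNNC1, changed by -4.06 (standard error 0.44, adjusted p = 9.05e-05). DES, ANKRD1, the muscle elongation factor EEF1A2 and the cardiac small heat shock protein HSPB7 complete the 8 largest falls, with log2 fold changes of -5.53 (adjusted p = 1.02e-07), -4.35 (adjusted p = 4.69e-06), -3.89 (adjusted p = 0.000304) and -3.43 (adjusted p = 2.53e-07). The largest rise was that of AREG, which reached 48.8 ± 10.8 (SD, n = 4) FPKM from 0.368 ± 0.125 (SD, n = 2) FPKM in D0, a log2 fold change of 5.16 (standard error 0.20, adjusted p = 2.19e-08). TGM3 rose by 4.07 (adjusted p = 4.01e-07), PADI1, which converts arginine to citrulline in proteins, by 3.83 (adjusted p = 1.59e-06), AMCF-II by 3.82 (adjusted p = 6.58e-06), and lipocalin 2, LCN2, which binds bacterial siderophores, by 3.70 (adjusted p = 3.64e-06). The matricellular protein CCN5 (3.67, adjusted p = 8.39e-06), aminopeptidase N, ANPEP (3.63, adjusted p = 0.00108), and MMP12 (adjusted p = 0.000127) were the other genes among the 8 largest rises, MMP12 with 7.60, 11.0, 9.56 and 14.2 FPKM in the Ctrl libraries. All 4 Ctrl libraries lay on the same side of both D0 libraries for each of these genes, which the rule for naming the 8 largest changes requires. The entries on Sscrofa11.1 are MYL2 (ENSSSCG00000039710, chromosome 14 from 32205953 to 32213848), MYL3 (ENSSSCG00000011325, chromosome 13 from 29730271 to 29735616), CKM (ENSSSCG00000036132, chromosome 6 from 51704021 to 51716935), TNNC1 (ENSSSCG00000011441, chromosome 13 from 34591571 to 34594320) and AREG (ENSSSCG00000008963, chromosome 8 from 70417935 to 70428106). In total 974 of the 11527 genes changed between Ctrl and D0, 403 higher and 571 lower in Ctrl, and 567 changed by at least 1 on the log2 scale. The count was 347 without the first and 374 without the second D0 library, 2177 in a fit of the 2 groups alone, 4773 with limma arrayWeights and a median of 1693.5 over the 6 choices of 2 Ctrl libraries (890 to 3974). It was 5565 by an unequal-variance test on untransformed FPKM with the number of genes implied by Supplementary Fig. 7a, again without the step that keeps adjusted p in order. With settings added after seeing the data it was 3553 with one weight per condition, 289 over genes with a mean of at least 20 FPKM, and 1499 without the MC and MT libraries. The genes higher in Ctrl made up 41.4% of those that changed, and 53.1% after rescaling to TPM (379 higher and 335 lower).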

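Connexin 43, the gap junction protein encoded by GJA1 (ENSSSCG00000004241, chromosome 1 from 40988818 to 41002129 of Sscrofa11.1), rose in the RNAseq of every culture condition. Its level was 139.5 ± 0.183 (SD, n = 2) FPKM in D0 and 592 ± 102 (SD, n = 4), 321 ± 61.3 (SD, n = 4), 373 ± 27.1 (SD, n = 2) and 483 ± 106 (SD, n = 2) FPKM in Ctrl, TD, MC and MT. Its log2 fold changes were 2.06 (adjusted p = 8.98e-05), 1.18 (adjusted p = 0.00306), 1.41 (adjusted p = 0.00268) and 1.77 (adjusted p = 0.000449) from limma. The cardiac transcription factor GATA4 (ENSSSCG00000022383, chromosome 14 from 14858470 to 14938156) fell in TD, MC and MT, with log2 fold changes of -1.24 (standard error 0.23, adjusted p = 0.00282), -1.46 (standard error 0.27, adjusted p = 0.00286) and -1.79 (standard error 0.27, adjusted p = 0.000546). In Ctrl its log2 fold change was -0.69 (standard error 0.23, adjusted p = 0.0989), which passed in a fit of the 2 groups alone (0.0124), with limma arrayWeights (0.000101) and with one weight per condition, added after seeing the data (0.000615), over a range of 0.000101 to 0.532. The mean level of GATA4 was 20.2 ± 0.473 (SD, n = 2) FPKM in D0 and 5.23 ± 1.53 (SD, n = 2) FPKM in MT. Collagen III, COL3A1, a product of fibroblasts, had log2 fold changes of -0.32 (adjusted p = 0.778) in Ctrl, -1.03 (adjusted p = 0.0555) in TD, -1.29 (adjusted p = 0.0337) in MC and -1.08 (adjusted p = 0.0514) in MT. The COL3A1 call in MC was lost without the first (adjusted p = 0.188) or second D0 library (0.117), without the first (0.0757) or second MC library (0.159) and after rescaling to TPM (0.0552, with 0.012 to 0.188 over all settings). In TD it passed without the second Ctrl library (0.0185) or the third TD library (0.0321), with limma arrayWeights (0.00555), and with 2 settings added after seeing the data, one weight per condition (0.0137) and genes with a mean of at least 20 FPKM (0.0439), over a range of 0.00555 to 0.343. In MT it passed without the second Ctrl library (0.0203), the third (0.0433) or the fourth TD library (0.0431), after rescaling to TPM (0.0449), after quantile normalization (0.0286) and in a fit of the 2 groups alone (0.0443), over a range of 0.0203 to 0.355. The cytoskeletal actinin ACTN1 did not pass in Ctrl, TD, MC or MT, with log2 fold changes of 0.11, -0.22, -0.46 and -0.47 (adjusted p = 0.946, 0.662, 0.288 and 0.238). Collagen I, COL1A2, and smooth muscle actin, ACTA2, did not pass in any of the 4 conditions either, with adjusted p = 0.303 or more for COL1A2 and 0.723 or more for ACTA2. For GJA1 and GATA4, each library of a condition called here lay on the same side of both D0 libraries. GAPDH, the reference gene of the qRT-PCR, had 0.560 and 0.666 FPKM in the D0 libraries and 0.273 and 2.43 FPKM in the MC libraries. At rank 11449 of 13644 genes in D0 and listed at 0 in the second MT library, this entry is too low to serve as a measure of the reference gene. Its values did not pass in any condition (adjusted p = 0.903 in Ctrl, 0.737 in TD, 0.509 in MC, 0.0353 without the first MC library, and 0.43 in MT).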

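Sarcomere genes fell together in the Ctrl libraries. Of the 22 measured genes of the sarcomere list, 0 rose, 16 fell and 6 did not pass the test (1 higher and 17 lower when adjusted over the list alone). Together they had a median log2 fold change of -1.87, with adjusted p = 6.49e-18 from camera (1.41e-21 to 0.00221 over the other settings). Cardiac troponin T, TNNT2 (ENSSSCG00000023031, chromosome 10 from 23749528 to 23759696 of Sscrofa11.1), was at 19.9 ± 4.83 (SD, n = 2) FPKM in D0 and 1.08 ± 0.493 (SD, n = 4) FPKM in Ctrl, a log2 fold change of -3.33 (standard error 0.26, adjusted p = 6.21e-06 from limma). MYOZ2, which anchors calcineurin at the Z disc, changed by -2.83 (standard error 0.22, adjusted p = 4.69e-06). Of 6 genes of cardiac stress and the fetal heart, 0 rose, 4 fell and 2 did not pass the test (0 higher and 4 lower when adjusted over the list alone). The list had a median log2 fold change of -2.45, with adjusted p = 8.39e-07 from camera (4.31e-08 to 0.0447 over the other settings). Skeletal alpha actin, ACTA1, which the fetal heart uses, fell with a log2 fold change of -3.40 (standard error 0.36, adjusted p = 6.77e-05). Among 43 cell cycle genes, 1 rose, 30 fell and 12 did not pass the test (1 higher and 38 lower when adjusted over the list alone). Their median log2 fold change was -1.27, with adjusted p = 1.31e-25 from camera (9.98e-29 to 0.629 over the other settings). The call was lost over genes with a mean of at least 20 FPKM, a setting added after seeing the data (adjusted p = 0.629). The mitotic kinesin KIF20A (ENSSSCG00000014326, chromosome 2 from 140202316 to 140213144) fell from 17.5 ± 0.936 (SD, n = 2) FPKM to 4.23 ± 0.605 (SD, n = 4) FPKM, a log2 fold change of -1.83 (standard error 0.19, adjusted p = 6.76e-05). Thymidylate synthase, TYMS, which makes a DNA precursor, was the member that rose, with a log2 fold change of 1.63 (standard error 0.20, adjusted p = 0.000253). Among 33 genes of inflammation, 8 rose, 1 fell and 24 did not pass the test (10 higher and 3 lower when adjusted over the list alone). Across the list the median log2 fold change was 0.41, with adjusted p = 8.39e-07 from camera (8.51e-12 to 0.105 over the other settings) and adjusted p = 0.105 with an estimated correlation. The mean level of this list was 4.40 and 4.34 log2(FPKM + 1) in Ctrl-1 and Ctrl-2, 3.95 in both Ctrl-3 and Ctrl-4, and 3.41 and 3.33 in the D0 libraries, so the Ctrl libraries stand in 2 sets. PTGS2 (ENSSSCG00000015579, chromosome 9 from 127850164 to 127858866), the inducible cyclooxygenase of prostaglandin synthesis, rose from 6.34 ± 0.0899 (SD, n = 2) to 49.1 ± 18.2 (SD, n = 4) FPKM, by 2.69 (standard error 0.36, adjusted p = 0.000485). The cytokine IL33 rose by 2.64 (standard error 0.21, adjusted p = 6.58e-06). CCL5, a chemokine of T cells, fell with a log2 fold change of -1.88 (adjusted p = 0.015), and had adjusted p = 0.324 without the first D0 library (0.000194 to 0.324 over the other settings). For TNNT2, MYOZ2, ACTA1, KIF20A, TYMS, PTGS2 and IL33, all 4 Ctrl libraries lay beyond both D0 libraries. Markers of other cell types moved in the same libraries. Of 15 endothelial markers, 0 rose, 8 fell and 7 did not pass the test (0 higher and 13 lower when adjusted over the list alone). As a group they had a median log2 fold change of -0.91, with adjusted p = 4.56e-08 from camera (2.38e-09 to 0.0802 over the other settings) and adjusted p = 0.0802 with an estimated correlation. RAMP2, a receptor partner for adrenomedullin in endothelial cells, changed by -1.19 (adjusted p = 0.000642). Among 10 fibroblast markers, 1 rose, 5 fell and 4 did not pass the test (1 higher and 5 lower when adjusted over the list alone). Together they had a median log2 fold change of -0.81, with adjusted p = 0.0016 from camera (0.000521 to 0.0636 over the other settings) and adjusted p = 0.0636 with an estimated correlation. Over genes with a mean of at least 20 FPKM, a setting added after seeing the data, they had adjusted p = 0.0566. The 14 macrophage markers as a list did not pass (4 rose and 1 fell, 5 higher and 2 lower when adjusted over the list alone, median log2 fold change 0.06, adjusted p = 0.168).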

Interestingly, the Ctrl slices showed downregulation of the cardiac and cell cycle genes and an upregulation of inflammatory gene programs. These data indicate that the dedifferentiation that normally occurs following long-term culture was completely attenuated under the MT condition (Supplementary Fig. 8a, b). 

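In MT slices, too, cell cycle genes fell and genes of inflammation rose against fresh slices. ESPL1, the protease that separates sister chromatids, had a log2 fold change of -1.91 (standard error 0.28, adjusted p = 0.000443 from limma) in MT, and TYMS was the cell cycle gene that rose, by 2.22 (standard error 0.24, adjusted p = 3.98e-05). IL33 was at 366 ± 10.0 (SD, n = 2) FPKM in MT and 50.2 ± 0.486 (SD, n = 2) FPKM in D0, a log2 fold change of 2.84 (standard error 0.25, adjusted p = 1.02e-05). The leukocyte adhesion molecule VCAM1 (ENSSSCG00000006862, chromosome 4 from 117496914 to 117511211 of Sscrofa11.1) rose from 9.67 ± 0.703 (SD, n = 2) to 66.6 ± 8.46 (SD, n = 2) FPKM, by 2.66 (standard error 0.28, adjusted p = 3.73e-05). Of the cell cycle list, 1 rose, 22 fell and 20 did not pass the test (1 higher and 27 lower when adjusted over the list alone). The list had a median log2 fold change of -0.84, with adjusted p = 1.54e-05 from camera (1.78e-06 to 0.549 over the other settings) and adjusted p = 0.24 with an estimated correlation. The adjusted p was 0.549 over genes with a mean of at least 20 FPKM, a setting added after seeing the data. Of the inflammation list, 13 rose, 2 fell and 18 did not pass the test (14 higher and 2 lower when adjusted over the list alone). Their median log2 fold change was 0.63, with adjusted p = 0.000432 from camera (9.35e-06 to 0.24 over the other settings) and adjusted p = 0.24 with an estimated correlation. Its mean level was 4.43 log2(FPKM + 1) in the first MT library and 3.75 in the second. Among the genes of cardiac stress and the fetal heart, 0 rose, 3 fell and 3 did not pass the test (0 higher and 3 lower when adjusted over the list alone). Across the list the median log2 fold change was -1.22, with adjusted p = 0.0243 from camera (0.00392 to 0.239 over the other settings) and adjusted p = 0.239 with an estimated correlation. This call was also lost with a pseudocount of 0.1 (adjusted p = 0.0819), over genes that reach 5 FPKM (0.0551), in a fit of the 2 groups alone (0.0521) and without the first MT library (0.208). ACTA1 is a member of it that did not pass, at 20.8 ± 8.44 (SD, n = 2) FPKM in MT and 20.9 ± 5.38 (SD, n = 2) FPKM in D0, and MT was above Ctrl by 3.36 (standard error 0.36, adjusted p = 0.000123) for ACTA1. Among extracellular matrix genes, more fell than rose. Of the 33 listed, 2 rose and 9 fell (2 higher and 13 lower when adjusted over the list alone), with a median log2 fold change of -0.62 and adjusted p = 0.0757 from camera, 0.00068 to 0.674 over the other settings and 0.032 without the second Ctrl library. The list also passed over genes that reach 5 FPKM (0.0212), after quantile normalization (0.00068), in a fit of the 2 groups alone (0.00173) and over genes with a mean of at least 20 FPKM, added after seeing the data (0.00523). COL8A1 (ENSSSCG00000011973, chromosome 13 from 159216138 to 159374718), a short-chain collagen of vessel walls, fell with a log2 fold change of -2.91 (standard error 0.29, adjusted p = 2.6e-05), and S100A4, a calcium-binding protein of motile fibroblasts, rose by 2.57 (standard error 0.38, adjusted p = 0.000514). The MT libraries also held fewer transcripts of endothelial cells. Of the endothelial markers, 0 rose, 14 fell and 1 did not pass the test (0 higher and 14 lower when adjusted over the list alone). As a group they had a median log2 fold change of -1.73, with adjusted p = 1.15e-07 from camera (2.1e-10 to 0.239 over the other settings) and adjusted p = 0.239 with an estimated correlation. SOX18, a transcription factor of the endothelium, and CDH5, its junctional cadherin, changed by -2.88 (adjusted p = 1.03e-05) and -2.44 (adjusted p = 0.000244). Of the macrophage markers, 5 rose, 2 fell and 7 did not pass the test (5 higher and 2 lower when adjusted over the list alone). Together they had a median log2 fold change of 0.61, with adjusted p = 0.0167 from camera (0.00638 to 0.441 over the other settings) and adjusted p = 0.24 with an estimated correlation. This call was lost after quantile normalization (adjusted p = 0.139), over genes with a mean of at least 20 FPKM, added after seeing the data (0.441), and without the second MT library (0.115). MARCO, a scavenger receptor of macrophages, rose from 2.10 ± 0.523 (SD, n = 2) to 20.0 ± 7.40 (SD, n = 2) FPKM, by 2.72 (standard error 0.25, adjusted p = 1.63e-05), and the endotoxin receptor CD14 by 1.88 (standard error 0.17, adjusted p = 1.56e-05). Of the fibroblast markers, 2 rose, 5 fell and 3 did not pass the test (2 higher and 8 lower when adjusted over the list alone). The list had a median log2 fold change of -1.27, with adjusted p = 0.0411 from camera (0.00392 to 0.239 over the other settings) and adjusted p = 0.239 with an estimated correlation. It was lost with a pseudocount of 0.1 (adjusted p = 0.0819) or 0.5 (0.0548) and after rescaling to TPM (0.105) or without mitochondrially encoded genes and ribosomal proteins (0.0913). The same holds in a fit of the 2 groups alone (adjusted p = 0.0521) and without the first (0.0762) or the second MT library (0.104). For each gene called here, both MT libraries lay beyond both D0 libraries. The direct comparison of MT with Ctrl gave a median log2 fold change of 0.35 for the cell cycle list (adjusted p = 0.000812, and adjusted p = 0.506 with an estimated correlation). It gave -0.04 for inflammation (adjusted p = 0.348) and 0.18 for stress and fetal genes (adjusted p = 0.316).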

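Several sarcomere genes were higher in MT slices than in Ctrl slices, and others were not. TNNC1 was at 97.5 ± 42.3 (SD, n = 2) FPKM in MT, 82.5 ± 21.7 (SD, n = 2) in D0 and 4.00 ± 0.930 (SD, n = 4) in Ctrl, so that MT was above Ctrl by a log2 fold change of 4.25 (standard error 0.44, adjusted p = 0.000115 from limma). TNNT2, at 30.5 ± 8.47 (SD, n = 2) FPKM in MT, was above Ctrl by 3.92 (standard error 0.26, adjusted p = 8.15e-06), and MYL3 by 3.67 (standard error 0.42, adjusted p = 0.000217). Against D0, MT had log2 fold changes of 0.19 (adjusted p = 0.802) for TNNC1 and 0.59 (adjusted p = 0.169) for TNNT2, neither of which passed. MYL3, at -1.09 (adjusted p = 0.115), and MYL2, at -1.32 (adjusted p = 0.0723), did not pass against D0 either, but both did without the second MT library (0.0122 and 0.0155). MYL2 also passed without the third TD library (0.0286), after rescaling to TPM (0.0191), after rescaling without mitochondrially encoded genes and ribosomal proteins (0.0363) and after quantile normalization (0.0236), over a range of 0.0155 to 0.41. LMOD2, which extends actin filaments, and the titin cap protein TCAP fell in MT against D0, with -2.73 (adjusted p = 0.00136) and -2.81 (adjusted p = 0.00334). The LMOD2 call was lost with limma arrayWeights (adjusted p = 0.072) and the TCAP call in a fit of the 2 groups alone (0.107), over ranges of 0.000846 to 0.072 and 0.000208 to 0.107. The entries on Sscrofa11.1 include LMOD2 (ENSSSCG00000016605, chromosome 18 from 23803927 to 23815772) and TCAP (ENSSSCG00000017500, chromosome 12 from 22651666 to 22652904). Of the 22 sarcomere genes measured, 0 rose, 16 fell and 6 did not pass the test in TD against D0 (1 higher and 16 lower when adjusted over the list alone). Their median log2 fold change was -1.92, with adjusted p = 1.04e-13 from camera (3.53e-16 to 0.00618 over the other settings). In MC against D0, 0 rose, 16 fell and 6 did not pass the test (0 higher and 16 lower when adjusted over the list alone). Across the list the median log2 fold change was -1.71, with adjusted p = 1.47e-07 from camera (1.21e-08 to 0.0477 over the other settings). In MT against D0, 0 rose, 9 fell and 13 did not pass the test (0 higher and 9 lower when adjusted over the list alone). As a group they had a median log2 fold change of -0.89, with adjusted p = 0.0225 from camera (0.00207 to 0.239 over the other settings) and adjusted p = 0.239 with an estimated correlation. The MT call was also lost with a pseudocount of 0.1 (adjusted p = 0.0819), in a fit of the 2 groups alone (0.0521) and without the first MT library (0.208). The direct comparison of MT with Ctrl showed 10 sarcomere genes higher and 1 lower (10 higher and 2 lower when adjusted over the list alone, median log2 fold change 0.40). With limma arrayWeights 3 were higher and 0 lower (10 at an unadjusted p under 0.05 from limma), with one weight per condition, added after seeing the data, 4 were higher, and in a fit of the 2 groups alone 7. As a list they had adjusted p = 8.75e-06 from camera (2.75e-10 to 0.127 over the other settings), adjusted p = 0.127 with an estimated correlation and 0.0648 over genes with a mean of at least 20 FPKM, a setting added after seeing the data. Against TD, 8 were higher and 0 lower in MT (10 higher and 2 lower when adjusted over the list alone, median log2 fold change 0.56, adjusted p = 5.03e-08), and 2 were higher with limma arrayWeights. Against MC, 6 were higher and 0 lower in MT (7 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.32), with adjusted p = 0.000248 (7.27e-06 to 0.221 over the other settings) and adjusted p = 0.221 with an estimated correlation. Of these 6 calls 0 remain in a fit of the 2 groups alone (5 at an unadjusted p under 0.05 from limma) and 0 with limma arrayWeights (6). Of the 17 measured genes of ion channels and calcium handling, 1 rose, 3 fell and 13 did not pass the test in Ctrl (1 higher and 4 lower when adjusted over the list alone). Together they had a median log2 fold change of -0.28, with adjusted p = 0.0167 from camera (8.47e-05 to 0.911 over the other settings) and adjusted p = 0.366 with an estimated correlation. That call was lost over genes that reach 5 FPKM (0.911) and without the first D0 library (0.0886) or the second Ctrl library (0.092), and the direction turned over genes with a mean of at least 20 FPKM, a setting added after seeing the data (0.643). In TD, 1 rose, 5 fell and 11 did not pass the test (1 higher and 6 lower when adjusted over the list alone). The list had a median log2 fold change of -0.48, with adjusted p = 0.00142 from camera (1.85e-05 to 0.783 over the other settings) and adjusted p = 0.187 with an estimated correlation. In MC, 1 rose, 4 fell and 12 did not pass the test (1 higher and 5 lower when adjusted over the list alone). Their median log2 fold change was -0.43, with adjusted p = 0.0166 from camera (0.001 to 0.95 over the other settings) and adjusted p = 0.377 with an estimated correlation. Both calls were lost over genes that reach 5 FPKM (0.187 and 0.459) and over genes with a mean of at least 20 FPKM (0.783 and 0.95). In MT, 1 rose, 4 fell and 12 did not pass the test (1 higher and 4 lower when adjusted over the list alone). Across the list the median log2 fold change was -0.10, with adjusted p = 0.481 from camera (0.309 to 0.926 over the other settings). Directly compared, the ion list had adjusted p = 0.462 in MT against Ctrl, 0.0358 against TD (adjusted p = 0.826 with an estimated correlation) and 0.0784 against MC. The sodium-calcium exchanger SLC8A1 fell in TD, with a log2 fold change of -1.03 (adjusted p = 0.00108), and had -0.26 (adjusted p = 0.342) in MT. In MC it had -0.87 (adjusted p = 0.00932), with 0.075 without the first and 0.0625 without the second D0 library and 0.0555 without the first MC library. The potassium channel subunit KCNE1 is listed at 0 in both MT libraries and had 5.44 and 4.37 FPKM in the D0 libraries (adjusted p = 0.00102 in MT), and a 0 in these libraries does not by itself show a fall. In MC against Ctrl, 398 of the 401 genes that changed between TD and Ctrl had the sign they have in TD. Both comparisons share the Ctrl libraries. Whether the MC medium held T3/Dex is not settled by the data, so the MC values here do not surely show CTCM culture without T3/Dex.

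**Figure D1:**
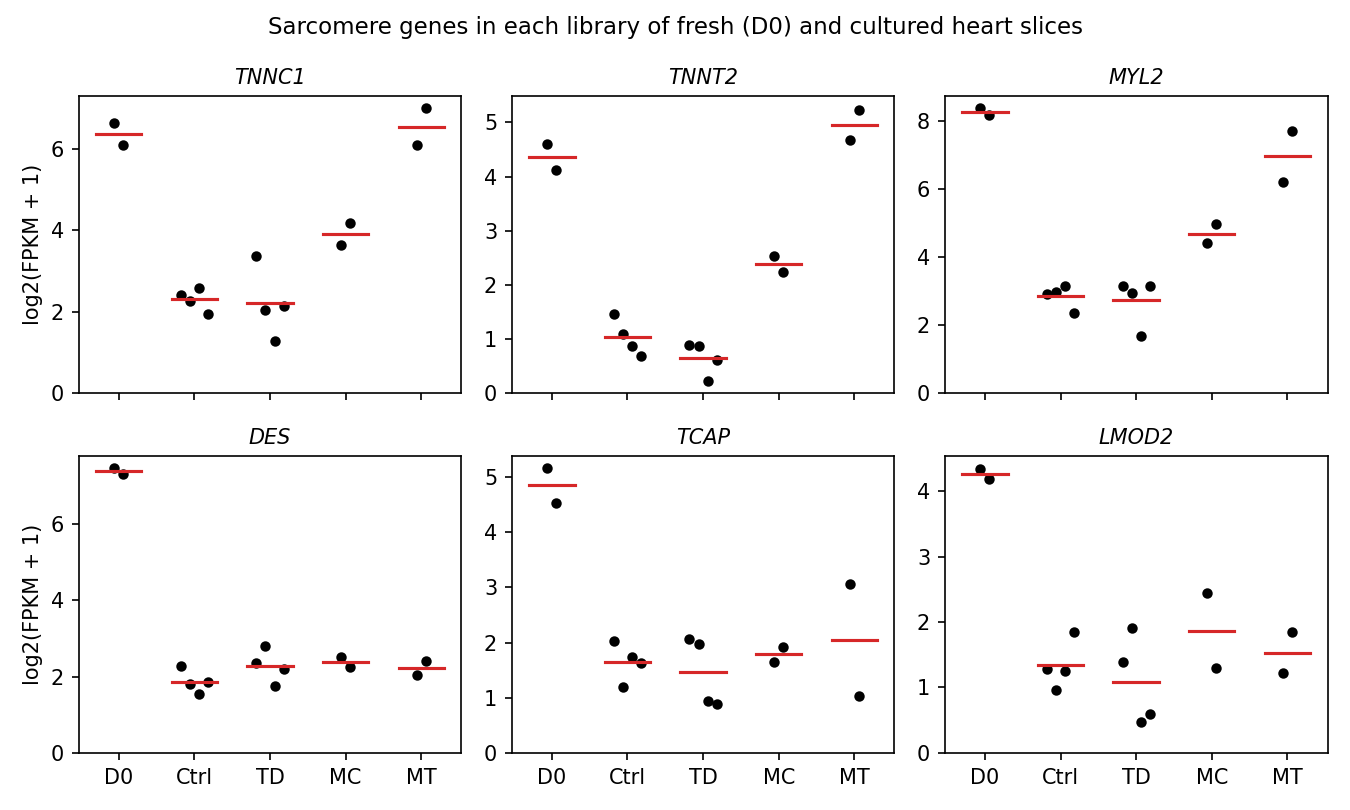
Levels of 6 sarcomere genes, as log2(FPKM + 1) on the y axis, in D0, Ctrl, TD, MC and MT. Each point is a library and each red line the mean of a condition, and DES lies low in all 4 culture conditions while TNNC1 and TNNT2 in MT lie near D0.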

A closer examination of the sarcomeric genes revealed that only the MT conditions preserved the sarcomeric (Fig. 4f) and ion channels (Supplementary Fig. 9) encoding genes from downregulation seen in Ctrl, TD, and MC conditions. These data indicate that with the combination of mechanical and humoral stimulation (T3/Dex), the transcriptome of heart slices could be maintained similar to fresh heart slices for 12 days in culture.

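Slices of every culture condition lay away from the fresh slices in expression, Ctrl least and MT most. The distance of a library from D0, the root mean square difference in log2(FPKM + 1) over 11527 genes, was 0.575 (0.548 to 0.595, n = 4) in Ctrl, 0.726 ± 0.0945 (SD, n = 4) in TD, 0.810 ± 0.0949 (SD, n = 2) in MC and 0.972 ± 0.117 (SD, n = 2) in MT, against 0.233 between the D0 libraries. MT exceeded Ctrl by 0.396 (exact permutation test, two-sided p = 0.0667, the smallest that 2 against 4 libraries allow) and TD by 0.246 (exact p = 0.0667), with adjusted p = 0.100 for both over 6 comparisons. MT exceeded MC by 0.162 (exact p = 0.333, the smallest that 2 against 2 allow), and TD exceeded Ctrl by 0.150 (exact p = 0.0286, adjusted p = 0.100). Both MT libraries lay beyond every Ctrl and TD library. With the spread between replicates removed, the distances of TD, MC and MT were 0.619, 0.697 and 0.734, and over genes with a mean of at least 20 FPKM 0.877, 0.904 and 0.926, so that in these 2 settings, added after seeing the data, MT lay closer to MC. The order from Ctrl to MT held in each other setting but one added after seeing the data, with the spread between replicates removed over genes with a mean of at least 20 FPKM, where MT (0.811) lay below MC (0.827). In that setting MT exceeded Ctrl by 0.172 and TD by 0.0500. Genes that changed in Ctrl and in MT overlapped, among them DES, ANKRD1, AREG and TGM3. Of 403 genes higher in Ctrl and 1081 higher in MT, 264 were higher in both, where independent lists give 37.8. Of 571 and 2085 lower genes 445 were lower in both, where independent lists give 103.3, and 7 went opposite ways. The log2 fold changes of the 2 comparisons had r = 0.590 across genes and a covariance of 0.266. Simulated unchanged groups that share simulated D0 libraries gave r = 0.574 and a covariance of 0.0549. The simulation gave every condition the same spread, while the measured SD was 0.165 in D0 and 0.363 over all conditions. These simulated values and those for MC and MT therefore overstate what the shared D0 libraries give. Between MC and MT, 556 genes were higher in both (68.6 from independent lists) and 1014 lower in both (235.3), with r = 0.794 (simulated 0.475) and a covariance of 0.508 (simulated 0.0532), and 3 went opposite ways. Both measured covariances lie above the simulated ones, which argues against the shared D0 libraries as the whole cause. No comparison was made with a different D0 library for each condition, so their part in the overlap was not measured. In each MT library the library with the highest correlation was an MC library. From these RNAseq comparisons, the paper concludes that mechanical stimulation combined with T3/Dex keeps the transcriptome of heart slices similar to that of fresh slices.

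**Figure D2:**
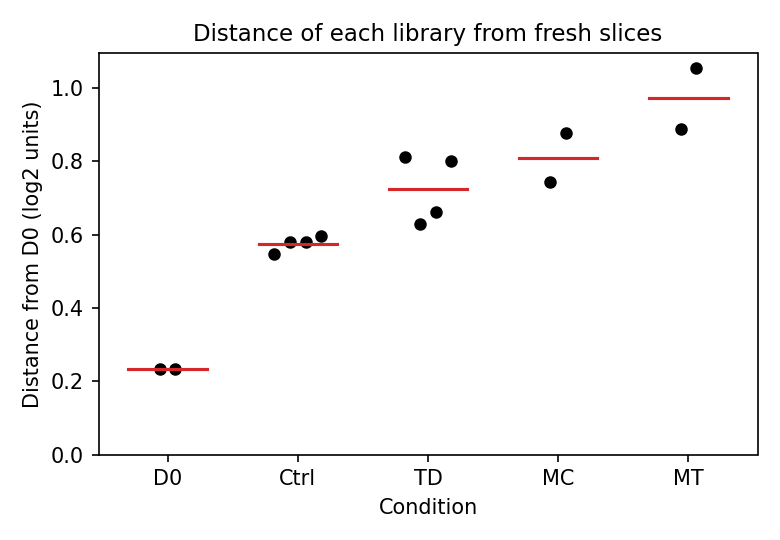
Distance of each library from D0 in log2 units on the y axis, by condition. Each point is a library and each red line the mean of a condition, with Ctrl libraries between 0.548 and 0.595 and MT libraries at 0.889 and 1.05.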

These transcriptional findings were confirmed by the fact that the structural integrity of the cardiomyocytes in heart slices was best preserved for 12 days in the MT condition, as shown by the intact and localized gap junction protein, connexin 43 (Fig. 5a). Furthermore, fibrosis in heart slices in MT condition was significantly reduced compared to Ctrl and was similar to the fresh heart slices (Fig. 5b). These data indicate that the combination of mechanical stimulation and T3/Dex treatment effectively preserved heart slice cardiac structure for an extended time in culture.

**Fig. 5:**
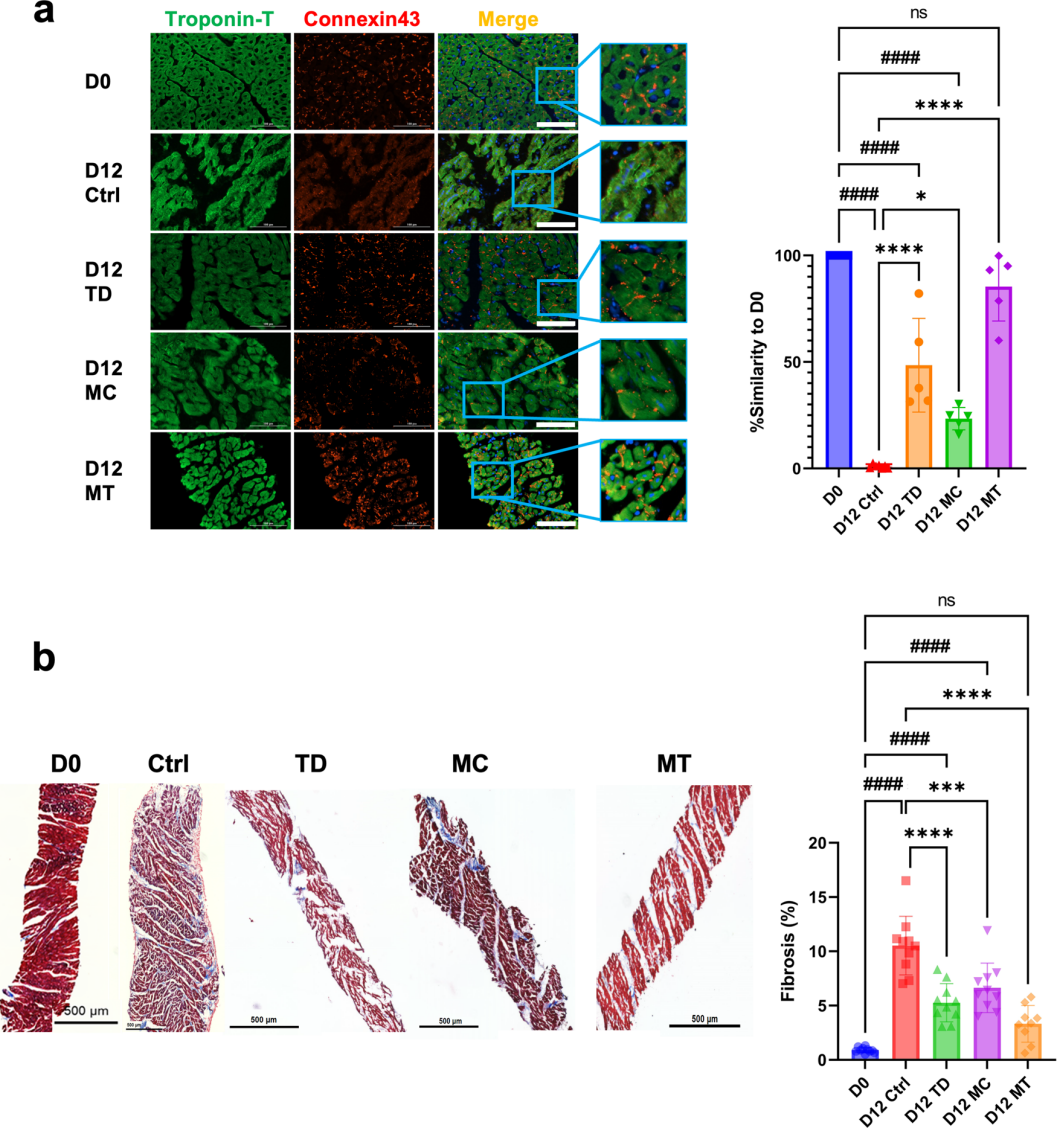
Cardiac tissue structure in slices cultured for 12 days under MT conditions is similar to fresh heart slices. **a** Representative immunofluorescence images for troponin-T (green), connexin 43 (red), and DAPI (blue) for freshly isolated heart slices (D0) or heart slices cultured for 12 days under all four culture conditions (Scale bar = 100 µm). Artificial intelligence quantification of the heart tissue structural integrity (*n* = 7 (D0 and D12 Ctrl), 5 (D12 TD, D12 MC and D12 MT) slices/group from different pigs, one-way ANOVA test is performed; ####*p* < 0.0001 compared to D0 and *p < 0.05, or ****p < 0.0001 compared to D12 Ctrl). **b** Representative images and quantification for heart slices stained with Masson’s trichrome stain (Scale bar = 500 µm) (*n* = 10 (D0, D12 Ctrl, D12 TD, and D12 MC), 9 (D12 MT) slices/group from different pigs, one-way ANOVA test is performed; ####*p* < 0.0001 compared to D0 and ***p < 0.001, or ****p < 0.0001 compared to D12 Ctrl). Error bars are representative of the Mean ± SD.

### Inducing cardiac hypertrophy through overstretching the tissue in the CTCM

Lastly, the ability of the CTCM to model cardiac hypertrophy was assessed by increasing the cardiac tissue stretch amplitude. In the CTCM, the peak pressure in the air chamber was increased from 80 mmHg (normal stretch) to 140 mmHg (Fig. 6a). This corresponds to an increase in the stretch by 32% (Fig. 6b), which has been previously shown to be the appropriate percent stretch necessary for a heart slice to achieve a sarcomere length similar to that seen in hypertrophy^17,19,25^. The heart tissue stretch and speed during contraction and relaxation remained consistent over the six days of culture (Fig. 6c). Heart slices tissue from the MT conditions were either subjected to normal stretch (MT (Norm)) or overstretching conditions (MT (OS)) for six days. As early as four days in culture, the hypertrophic biomarker, NT-ProBNP, was significantly increased in the culture media in MT (OS) conditions compared to the MT (Norm) conditions (Fig. 7a). Furthermore, following six days in culture, the cell size in MT (OS) (Fig. 7b) was significantly increased compared to MT (Norm) heart slices. Furthermore, NFATC4 nuclear translocation was significantly increased in over-stretched tissues (Fig. 7c). These results show the progressive development of pathological remodeling following overstretching and provide a proof of concept that the CTCM device can be used as a platform to study stretch-induced cardiac hypertrophy signaling.

**Fig. 6:**
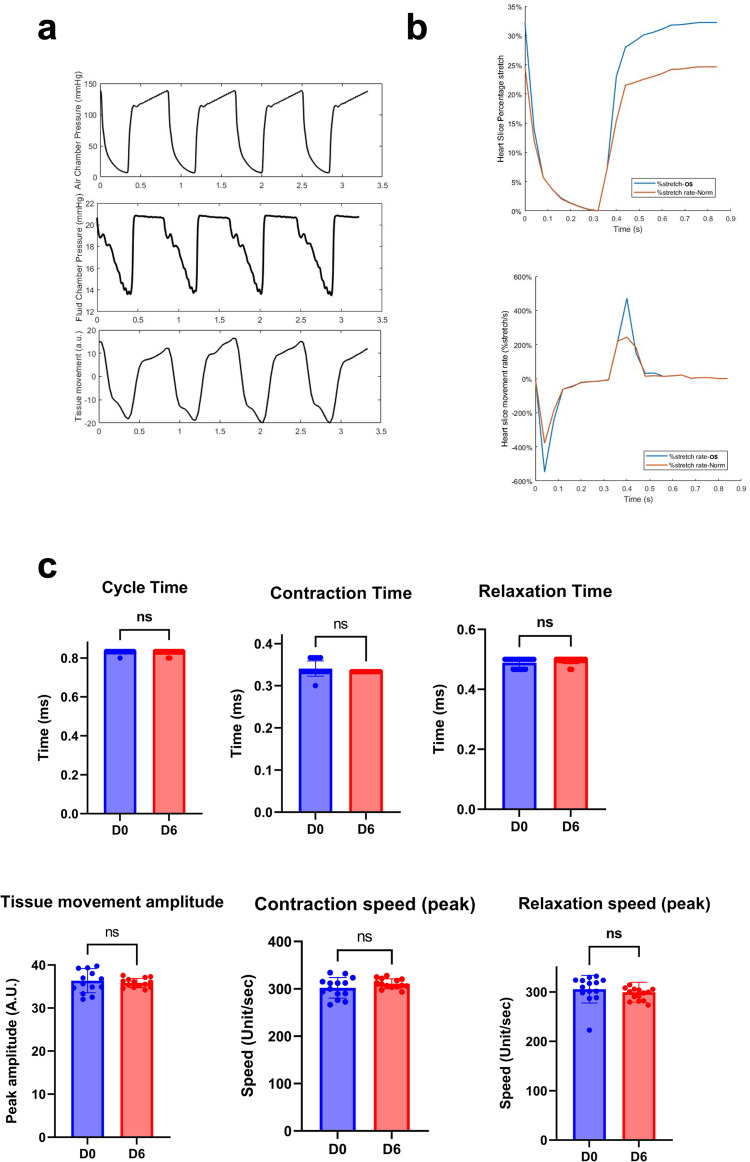
Induction of pathological overstretching in heart slices cultured in CTCM device. **a** Representative traces of the air chamber pressure, fluid chamber pressure, and tissue movement measurements verified that the air chamber pressure changes the fluid chamber pressure, which induces a corresponding tissue slice movement. **b** Representative traces of the percent stretch and stretch rate of normal stretch (orange) and overstretched (blue) tissue slices. **c** Bar graphs showing quantification of the cycle time (*n* = 19 slices/group from different pigs), contraction time (*n* = 18–19 slices/group from different pigs), relaxation time (*n* = 19 slices/group from different pigs), tissue movement amplitude (*n* = 14 slices/group from different pigs), peak contraction speed (*n* = 14 slices/group from different pigs), and peak relaxation speeds (*n* = 14 (D0), 15 (D6) slices/group from different pigs), Two-tailed Student *t*-tests revealed no significant difference in any of the parameters, demonstrating that these parameters remained consistent over 6 days of overstretching culture. Error bars are representative of the Mean ± SD.

**Fig. 7:**
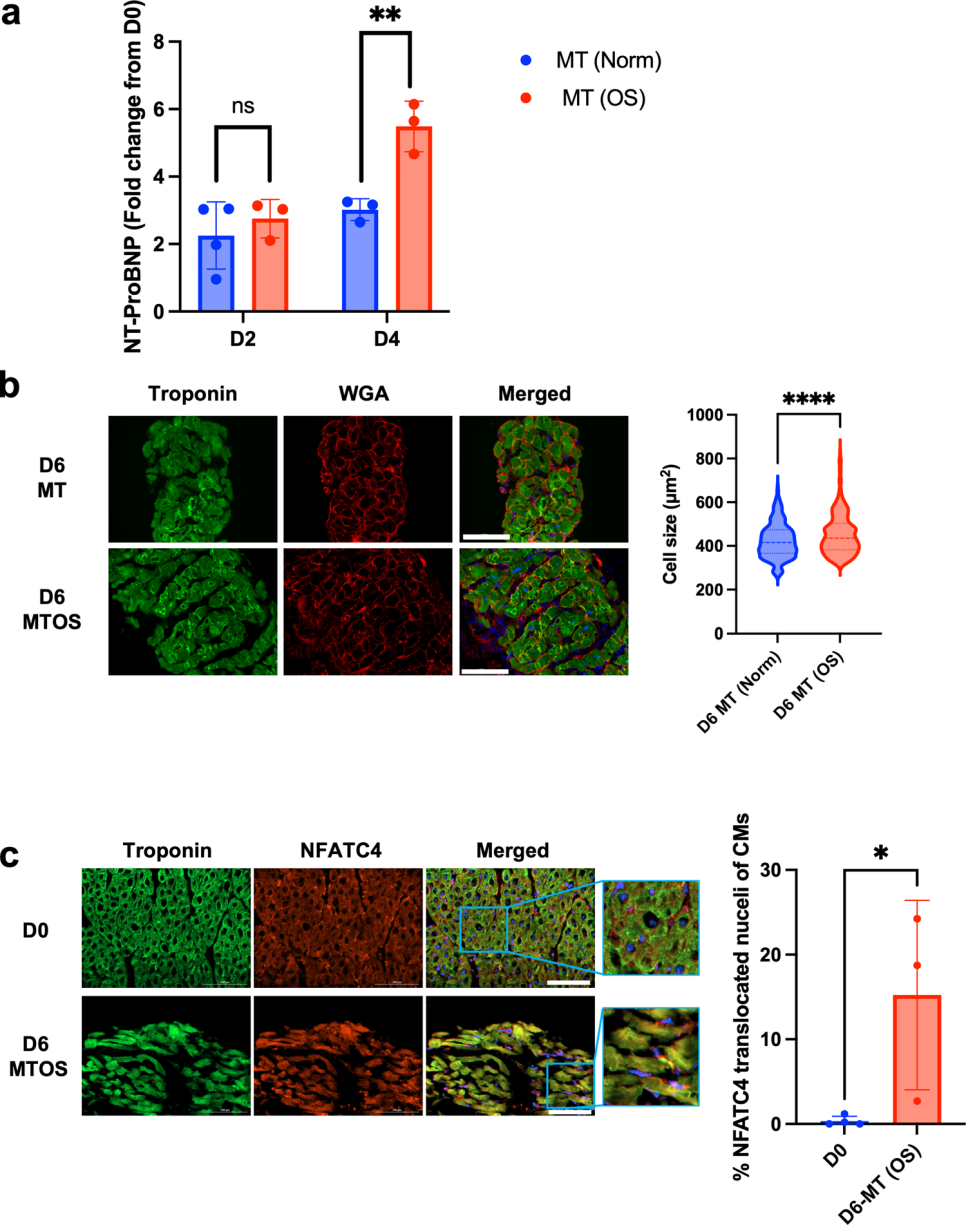
Overstretching in CTCM induces pathological hypertrophy. **a** Bar graph quantification of NT-ProBNP concentration in culture media from heart slices cultured under MT normal stretch (Norm) or overstretching (OS) conditions (*n* = 4 (D2 MTNorm), 3 (D2 MTOS, D4 MTNorm, and D4 MTOS) slices/group from different pigs, Two-way ANOVA is performed; **p < 0.01 compared to normal stretch). **b** Representative images for heart slices stained with troponin-T and WGA (left) and cell size quantification (right) (*n* = 330 (D6 MTOS), 369 (D6 MTNorm) cells/group from 10 different slices from different pigs, Two-tailed Student *t*-test is performed; ****p < 0.0001 compared to normal stretch). **c** Representative images for day 0 and day 6 MTOS heart slices immunolabeled for troponin-T and NFATC4 and quantification of the translocation of NFATC4 to the nuclei of CMs (*n* = 4 (D0), 3 (D6 MTOS) slices/group from different pigs, Two-tailed Student t-test is performed; *p < 0.05). Error bars are representative of the Mean ± SD.

## Discussion

Translational cardiovascular research requires cellular models capable of faithfully replicating the cardiac milieu. In this study, a CTCM device that can stimulate ultra-thin heart slices was developed and characterized. The CTCM system encompasses physiological synchronized electromechanical stimulation coupled with humoral enrichment with T3 and Dex. By subjecting pig heart slices to these factors, the viability, structural integrity, metabolic activity, and transcriptional expression were all maintained similar to fresh heart tissue for 12 days in culture. Furthermore, overstretching the heart tissue incites overstretching-induced cardiac hypertrophy. Overall, these results confirm the critical role of physiological culture conditions in maintaining a normal cardiac phenotype and provide a platform for drug screening.

Multiple factors contribute to the optimal environment for cardiomyocyte function and survival. The most obvious of these factors are related to (1) cell-to-cell interactions, (2) electromechanical stimulation, (3) humoral factors, and (4) metabolic substrates. Physiological cell-to-cell interaction requires the presence of intricate three-dimensional multi-cell-type networks supported by an extracellular matrix. This complex interaction of cells is difficult to recreate in vitro through the co-culture of individual cell types but can be easily accomplished by utilizing the organotypic nature of the heart slices.

Mechanical stretching and electrical stimulation of cardiomyocytes are essential for preserving the cardiac phenotype^33–35^. While mechanical stimulation has been used extensively in hiPSC-CM conditioning and maturation, some elegant studies have recently attempted mechanical stimulation of heart slices in culture using uniaxial loading^17–19^. These studies have shown the positive influence of the 2D uniaxial mechanical loading on the cardiac phenotype during culture. In these studies, heart slices were either loaded with isometric stretch forces^17^, linear auxotonic loading^18^, or recreate the cardiac cycle using force transducer feedback and a stretcher actuator^19^. However, these methods adopted uniaxial stretching of the tissue without optimizing the culture media conditions, which resulted in the downregulation of multiple cardiac genes or the overexpression of genes related to pathological stretch response. The CTCM described here provides a three-dimensional electromechanical stimulation that mimics the native cardiac cycle in terms of cycle timing and physiological stretches (25% stretch, 40% systole, 60% diastole, and 72 beats per minute). While this three-dimensional mechanical stimulation alone was not enough to maintain the tissue integrity, a combination of humoral stimulation using T3/Dex with mechanical stimulation was required to fully maintain the tissue viability, functionality, and integrity.

Humoral factors play an essential role in regulating adult cardiac phenotype. This has been emphasized in hiPS-CM studies that incorporate T3 and Dex in the culture medium to promote the maturation of the cells. T3 can influence amino acids, sugars, and calcium transport across the cell membrane^36^. In addition, T3 promotes the expression of MHC-α and downregulation of MHC-β, promoting fast-twitch myofibrils seen in mature cardiomyocytes vs. slow-twitch myofibrils seen in fetal CMs^37^. The lack of T3 in hypothyroid patients can lead to the loss of myofibrillar striation and a reduced rate of tension development^37^. Dex acts on the glucocorticoid receptor and has been shown to increase cardiac contractility in ex vivo perfused hearts;^38^ an improvement is thought to be related to effects on store-operated calcium entry (SOCE)^39,40^. In addition, Dex binds to its receptor; it induces a wide range of intracellular responses that suppress immune function and inflammation^30^.

Our results demonstrate that physiological mechanical stimulation (MC) improved overall culture performance compared to Ctrl but cannot maintain viability, structural integrity, and cardiac expression for 12 days in culture. Incorporating T3 and Dex treatment in the CTCM culture (MT) resulted in improved viability compared to Ctrl and maintained transcriptional profile, structural integrity, and metabolic activity similar to fresh heart tissue for 12 days. Furthermore, a model of overstretch-induced cardiac hypertrophy modeling using the CTCM was achieved by controlling the extent of the tissue stretch, illustrating the versatility of the CTCM system. It should be noted that even though cardiac remodeling and fibrosis typically involve an intact organ with contributions from circulating cells that can provide relevant cytokines as well as phagocytosis and other remodeling factors, the heart slices can still emulate the fibrotic process in response to stress and injury by differentiating the resident fibroblast into myofibroblasts. This was previously assessed in this heart slice model^15^. It should be noted that the CTCM parameters can be modulated to simulate many conditions such as tachycardia, bradycardia, and mechanical circulatory support (mechanically unloaded heart) by changing the pressure/electrical amplitudes and frequencies. This allows for the system to be a medium-throughput platform for drug testing. The ability of the CTCM to model overstretch-induced cardiac hypertrophy opens the avenue for this system to be utilized in personalized therapy testing. In conclusion, the present study demonstrates that mechanical stretches and humoral stimulation are essential to maintain cardiac tissue slices in culture.

While the data shown here indicate that the CTCM is a very promising platform for modeling the intact myocardium, there are a few limitations to this culture method. The major limitation of the CTCM culture is that it applies continuous dynamic mechanical loading to the slices, which precludes the ability to actively monitor the heart slice contraction during each cycle. In addition, due to the small size of the heart slices (7 mm), there is a limited ability to perform contractile function assessment outside the culture system using traditional force transducers. In the current manuscript, we partially overcome this limitation through the assessment of the optical strain as a readout for the contractile function; however, this limitation will need further work and could be addressed in the future by implementing methods to optically monitor the functionality of the heart slices within the culture, such as optical mapping using calcium and voltage-sensitive dyes. Another limitation of the CTCM is that the working model is not manipulating the physiological pressures (preload and afterload). In the CTCM, pressure is induced in the opposite directions to reproduce the physiological stretches during diastole (full-length stretch) and systole (contracted length during electrical stimulation) in an oversized tissue by 25%. This limitation should be addressed in the future CTCM design by fully pressurizing the heart tissue from both sides and applying the accurate pressure-volume relationship that occurs within the heart chambers.

The overstretch-induced remodeling reported in this manuscript is limited in emulating only overstretch hypertrophic signaling. Therefore, this model could help study stretch-induced hypertrophic signaling^41,42^ without humoral or neuronal factors (which are lacking in this system). Further studies are needed to add multiplexity to the CTCM, such as co-culture with immune cells, circulating humoral plasma factors, and innervation with neuronal cell co-culture would advance the disease modeling capacity of the CTCM.

## Methods

### Heart tissue collection from pigs

Thirteen pigs were used in the current study. All animal procedures were in accordance with the institutional guidelines and approved by the University of Louisville Institutional Animal Care and Use Committee. The aortic arch was clamped, and hearts were perfused with 1 L of sterile cardioplegia solution (110 mM NaCl, 1.2 mM CaCl_2_, 16 mM KCl, 16 mM MgCl_2_, 10 mM NaHCO_3_, 5 units/ml heparin, pH to 7.4); the hearts were preserved in ice-cold cardioplegic solution until transported to the lab on ice which is usually <10 min.

### CTCM device fabrication

The CTCM devices were designed in SolidWorks Computer-Aided Design (CAD) software. The culture chamber, separating plate, and air chamber were manufactured using CNC (computer numerical control) machining out of clear acrylic plastic. The 7 mm support rings were center-lathed from high-density poly-ethylene plastic (HDPE) and fitted with an O-ring groove to accommodate silicone O-rings for sealing the media below. A thin silicone membrane separates the culture chamber from the separating plate. The silicone membrane was laser-cut out of a 0.02’’ silicone sheet, durometer 35 A. The bottom and top silicone gaskets were laser-cut from a 1/16’’ silicone sheet, durometer 50 A. 316 L stainless steel screws and wing nuts were used to hold the device together to create an air-tight seal.

A custom printed circuit board (PCB) was designed to integrate with the C-PACE-EM system. Swiss machine headers outlets on the PCB are connected to a graphite electrode via silver-plated copper wires and 0-60 bronze screws threaded into the electrodes. The PCB fits into a three dimensionally printed device cover.

The CTCM device is controlled by a programmable pneumatic driver (PPD) that can induce a controlled cyclic pressure similar to the cardiac cycle. As the pressure within the air chamber increases, the flexible silicone membrane will distend upward, displacing the culture medium under the tissue slices. The tissue slices will then be stretched by this fluid displacement, mimicking physiological cardiac stretch during diastole. At the peak of this diastole, electrical stimulation is applied through the graphite electrodes, and the air chamber pressure is decreased, allowing the tissue slices to contract. Within the airline, there is a hemostatic valve with a pressure probe sensor that detects the pressure of the air system. The pressure detected by the pressure sensor is fed into a data acquisition device connected to a laptop. This allows for the continuous monitoring of the pressures within the air chamber. When the maximum air chamber pressure (80 mmHg for norm and 140 mmHg for OS) is reached, the data acquisition device is told to send a signal to the C-PACE-EM system inducing a 2 ms biphasic electrical voltage signal set at 4 V.

### Heart slice culture

Heart slices were obtained, and 6-well culture conditions were performed as described below: the collected heart is transferred from the transfer container to a tray containing cold (4 °C) Cardioplegia solution. The left ventricle is isolated using sterile blades and cut into 1–2 cm^3^ blocks. These tissue blocks are attached to tissue supporters using tissue glue and placed into the tissue bath of a vibrating microtome containing Tyrode’s solution with continuous oxygenation (3 g/L 2,3-butanedione monoxime (BDM), 140 mM NaCl (8.18 g), 6 mM KCl (0.447 g), 10 mM D-glucose (1.86 g), 10 mM HEPES (2.38 g), 1 mM MgCl_2_ (1 mL of 1 M solution), 1.8 mM CaCl_2_ (1.8 mL of 1 M solution), up to 1 L of ddH_2_O). The vibrating microtome is set to cut 300 μm slices at a frequency of 80 Hz, horizontal vibration amplitude of 2 mm, and advance speed of 0.03 mm/s. The tissue bath is surrounded by ice to maintain a chilled solution and keep the temperature at 4 °C. Tissue slices are transferred from a microtome bath to a holding bath containing continuously oxygenated Tyrode’s solution on ice until enough slices are obtained for one culture plate. For transwell culture conditions, tissue slices are adhered to sterilized polyurethane 6 mm wide supports and placed into six-well culture plates containing 6 mL of optimized culture media (Medium 199, 1x ITS supplement, 10% FBS, 5 ng/mL VEGF, 10 ng/mL FGF-basic, and 2X Antibiotic-Antimycotic). Electrical stimulation (10 V, paced at 1.2 Hz) was applied to the tissue slices through C-Pace lids. For TD conditions, fresh T3 and Dex were added at 100 nM and 1 μM concentrations at each media change. The culture media is oxygenated before every media change three times a day. Tissue slices were cultured in an incubator set to 37 °C with 5% CO_2_.

For CTCM culture, the tissue slices were positioned on a custom three–dimensional-printed apparatus within a petri dish containing modified Tyrode’s solution. The device is designed to oversize the heart slice by 25% of the support ring area. This is done to ensure that the heart slice is not over-stretched once it has been transferred from the Tyrode’s solution to culture media and during the diastolic phase. Using histoacryl glue, the 300 μm thick slices were fixed to 7-mm diameter support rings. Once the tissue slice was attached to the support ring, the excess tissue slice was trimmed off, and the attached tissue slice was placed back into the Tyrode’s solution bath on ice (4 °C) until enough slices were prepared for one device. The processing time should not exceed 2 h in total for all devices. Once 6 tissue slices were attached to their support rings, the CTCM device was assembled. The CTCM culture chamber was prefilled with 21 mL of pre-oxygenated culture media. The tissue slices were transferred into the culture chamber, and all air bubbles were carefully removed with a pipette. Then the tissue slice was guided to a well and gently pressed into place. Lastly, the electrode cover was placed onto the device, and the device was transferred to an incubator. The CTCM was then connected to the air tubes and the C-PACE-EM system. The pneumatic driver was switched on and the airflow valve opened to the CTCM device. The C-PACE-EM system was set to provide 4 V at 1.2 Hz at 2 ms biphasic stimulation. The culture medium was changed twice daily, and the electrodes were replaced once a day to avoid graphite buildup from the electrodes. If necessary, the tissue slices can be removed from their culture wells to displace any air bubbles that may be trapped below. For MT conditions, the T3/Dex treatment was added fresh with every media change at 100 nM T3 and 1 μM Dex. The CTCM devices were cultured in an incubator set to 37 °C with 5% CO_2_.

### Heart slice mechanical stretches assessment using MUSCLEMOTION

A custom camera system was developed to obtain a stretch trace of the heart slices. A DSLR camera (Canon Rebel T7i, Canon, Tokyo, Japan) was used with a Navitar Zoom 7000 18-108 mm Macro Lens (Navitar, San Francisco, CA). After changing the media with a fresh culture medium, the imaging was conducted at room temperature. The camera was placed at a 51° angle, and videos were recorded at 30 fps. Firstly, an open-source software (MUSCLEMOTION^43^) was used with Image-J to quantify the movement of the heart slices. A mask was created using MATLAB (MathWorks, Natick, MA, USA) to define the region of interest of the beating heart slice to avoid any noise. The manually segmented mask was applied to all images in the frame sequence and then fed to the MUSCLEMOTION plugin. MUSCLE motion uses the average pixel intensity within each frame to quantify its movement relative to a reference frame. The data was recorded, filtered, and used to quantify the cycle time and assess the tissue stretches during the cardiac cycle. Post-processing of recorded videos was performed using a zero-phase first-order digital filter. To quantify tissue stretch (peak to peak), peak analysis was performed to distinguish the peaks and valleys of the recorded signal. In addition, detrending was performed to remove signal drift using a 6th-order polynomial. Software code was developed in MATLAB to detect overall tissue movement, cycle time, relaxation time, and contraction time (Supplementary software code^44^).

### Strain analysis

For strain analysis, using the same videos generated for the mechanical stretch assessment, we first tracked the two images that represent the peaks of the movements (highest point of movement (Up) and lowest point (Down)) according to the MUSCLEMOTION software. Then we segmented the tissue areas and applied the shape from shading algorithm^45^ on the segmented tissues (Supplementary Fig. 2a). The segmented tissue is then divided into ten sub-surfaces and the strain for each surface is calculated using the following equation: Strain = (S_up_−S_down_)/S_down_ where S_up_ and S_down_ are distances of the shape from shading of the up and down tissues, respectively (Supplementary Fig. 2b).

### Heart slice fixation and mounting

Heart slices were fixed in 4% paraformaldehyde for 48 h. Fixed tissue underwent dehydration in 10% then 20% sucrose for 1 h, followed by 30% sucrose overnight. The slices were then embedded in an optimal cutting temperature compound (OCT compound) and gradually frozen in an isopentane/dry ice bath. OCT embedded blocks were stored at −80 °C until sectioning. Slides were prepared in 8 μm thick sections.

### Immunostaining

To remove the OCT from the heart slices, the slides were heated on a heat block for 5 min at 95 °C. 1 mL of PBS was added to each slide and incubated at room temperature for 30 min Sections were then permeabilized by setting for 15 min with 0.1% Triton-X in PBS at room temperature. To prevent non-specific antibody binding to the samples, 1 mL of 3% BSA solution was added to the slides and incubated for 1 h at room temperature. The BSA was then discarded, and the slides were washed with PBS. Using a wax pen, each sample was marked off. The primary antibodies (1:200 dilution in 1% BSA) (Connexin 43 (Abcam; #AB11370), NFATC4 (Abcam; #AB99431) and Troponin-T (Thermo Scientific; #MA5-12960), were added to the section for 90 min, followed by the secondary antibodies (1:200 dilution in 1% BSA) Anti-mouse Alexa Fluor 488 (Thermo Scientific; #A16079), Anti-rabbit Alexa Fluor 594 (Thermo Scientific; #T6391) for another 90 min separated by three washes with PBS. To distinguish the target staining from the background, we only used a secondary antibody as a control. Finally, the DAPI nuclear stain was added, and the slides were mounted in vectashield (Vector Laboratories) and sealed with nail polish. Immunofluorescence imaging was performed using a Cytation 1 high content imager (20X lens magnification) and a Keyence microscope using 40X lens magnification.

For WGA staining, WGA-Alexa Fluor 555 (Thermo Scientific; #W32464) was used at 5 µg/mL in PBS and was applied to fixed sections for 30 min at room temperature. The slides were then washed with PBS, and Sudan Black was added to each slide and incubated for 30 min. The slides were then washed with PBS and vectashield mounting media was added. Slides were imaged on a Keyence microscope using 40X lens magnification.

### Masson’s Trichrome stain

OCT was removed from the samples as described above. Once the OCT was removed, the slides were submerged in Bouin’s solution overnight. The slides were then rinsed with distilled water for 1 h, then placed in Biebrich Scarlet-acid Fuchsin solution for 10 min. The slides were then washed with distilled water and placed in 5% phosphomolybdic/5% phosphotungstic acid solution for 10 min. Without rinsing, the slides were directly transferred into an aniline blue solution for 15 min. Then the slides were rinsed with distilled water and placed in a 1% acetic acid solution for 2 min. The slides were dried in 200 proof ethyl alcohol and transferred into xylene. Stained slides were imaged using a Keyence microscope with 10× lens magnification. The percentage area of fibrosis was quantified using the Keyence Analyzer software.

### MTT assay

CyQUANT™ MTT Cell Viability Assay (Invitrogen, Carlsbad, CA), catalog # V13154, was used according to the manufacturer’s protocol with some modifications. In details, A 6 mm surgical punch was used to ensure similar tissue size when performing the MTT assay. The tissues were each placed in a well of 12 well plates containing MTT substrate according to the manufacturer’s protocol. The slices were incubated for 3 h at 37 °C and viable tissue metabolized the MTT substrate creating a purple formazan compound. The MTT solution was replaced with 1 ml of DMSO and incubated at 37 °C for 15 min to extract the purple formazan from the heart slices. Samples were diluted to 1:10 in DMSO within a clear bottom 96 well plate, and the intensity of the purple color was measured using a Cytation plate reader (BioTek) at 570 nm. The readings were normalized to the weight of each heart slice.

### Tritiated glucose utilization assay

The media of heart slices was changed with a culture medium containing 1 μCi/ml [5-3H]-glucose (Moravek Biochemicals, Brea, CA, USA) for glucose utilization assay, as described previously^46,47^. Following incubation for 4 h, 100 μl of media was added to a cap-less microcentrifuge tube containing 100 μl of 0.2 N HCl. Then the tube was placed in a scintillation vial containing 500 μl of dH_2_O to allow for evaporation diffusion of [^3^H]_2_O at 37 °C for 72 h. Then, the microcentrifuge tubes were removed from the scintillation vials, and 10 ml of scintillation fluid was added. Scintillation counting was performed using a Tri-Carb 2900TR Liquid Scintillation Analyzer (Packard Bioscience Company, Meriden, CT, USA). Glucose utilization was then calculated, with considerations for the specific activity of [5-^3^H]-glucose, incomplete equilibration and background, dilution of [5-^3^H]-to unlabeled-glucose, and scintillation counter efficiency. Data were normalized to the weight of the heart slices.

### RNAseq

RNA was isolated from the heart slices by using the Qiagen miRNeasy Micro Kit, #210874, following the manufacturer’s protocol after homogenizing tissue in Trizol. RNAseq library preparation, sequencing, and data analysis were performed as described below:

1 μg RNA per sample was used as input material for the RNA library preparations. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina  (NEB, USA) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150–200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptorligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. Then the cDNA libraries are sequenced using Novaseq sequencer. Original image data file from Illumina is transformed to raw reads by CASAVA base recognition (Base Calling). Raw data are stored in FASTQ(fq) format files, which contain sequences of reads and corresponding base quality. HISAT2 is selected to map the filtered sequenced reads to the reference genome Sscrofa11.1. In general, HISAT2 supports genomes of any size, including those larger than 4 billion bases and most of the parameters are set to default. Spliced reads of RNA Seq data can be effectively aligned using HISAT2, which is the fastest system currently available, with equal or better accuracy than any other method.

The abundance of transcript reflects gene expression level directly. Gene expression level is estimated by the abundance of transcripts (count of sequencing) that mapped to genome or exon. Read counts is proportional to gene expression level, gene length and sequencing depth. FPKM (Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced) were calculated and differential expression P-values were determined using DESeq2 package. Then, We calculated the false discovery rates (FDRs) for each P-value with the Benjamini-Hochberg method 9 based on the built-in R function “p.adjust”.

### qRT-PCR

The RNA extracted from heart slices, was converted to cDNA at 200 ng/μl concentration using Thermo’s SuperScript IV Vilo Master mix (Thermo, Cat # 11756050). qRT-PCR was run using Applied Biosystems microamp Endura plate optical 384-well clear reaction plate (Thermo, Cat # 4483319) with microamp optical adhesive film (Thermo, Cat # 4311971). The reaction mixture is consisted of 5 μl Taqman Fast Advanced Master mix (Thermo, Cat # 4444557), 0.5 μl Taqman Primer, and 3.5 μL H_2_O per well were mixed. The standard qPCR cycle was run and CT values were measured using an Applied Biosystems Quantstudio 5 Real-Time PCR instrument (384-well block; Product #A28135). Taqman primers were purchased from Thermo (GAPDH (Ss03375629_u1), PARP12 (Ss06908795_m1), PKDCC (Ss06903874_m1), CYGB (Ss06900188_m1), RGL1 (Ss06868890_m1), ACTN1 (Ss01009508_mH), GATA4 (Ss03383805_u1), GJA1 (Ss03374839_u1), COL1A2 (Ss03375009_u1), COL3A1 (Ss04323794_m1), ACTA2(Ss04245588_m1). All sample CT values were normalized to the housekeeping gene GAPDH.

### NT– ProBNP

NT–ProBNP release in the culture media was assessed using an NT-ProBNP kit (pigs) (Cat # MBS2086979, MyBioSource) according to the manufacturer protocol. Briefly, 250 μL of each sample and standard were added to each well in duplicate. Immediately following the addition of the samples, 50 μL of Detection Reagent A was added per well. The plate was shaken gently and sealed with a Plate Sealer. The plate was then incubated for 1 h at 37 °C. Then, the solution was aspirated, and the wells were washed with 350 μL of 1X Wash Solution 4 times, letting the Wash Solution incubate for 1–2 min each time. Next, 100 μL of Detection Reagent B was added per cell and sealed with a Plate sealer. The plate was gently shaken and incubated at 37 °C for 30 min. The solution was aspirated, and the wells were washed with 350 μL of 1X Wash Solution 5 times. 90 μL of Substrate Solution was added to each well, and the plate was sealed. The plate was incubated for 10-20 min at 37 °C. 50 μL of Stop Solution was added per well. The plate was immediately measured using a Cytation plate reader (BioTek) set at 450 nm.

### Statistics and reproducibility

Power analyses were performed to choose the group sizes which will provide >80% power to detect a 10% absolute change in the parameter with a 5% Type I error rate. Tissue slices were randomized choices before experiments. All analyses were blinded with regard to conditions, and samples were decoded only after all data were analyzed. GraphPad Prism software (San Diego, CA) was used to perform all statistical analyses. For all statistics, *p*-values were considered significant at values <0.05. Two-tailed Student *t*-tests were performed for data with only 2 group comparisons. One-way or two-way ANOVA was used to determine the significance between multiple groups. The Tukey correction was applied to account for multiple comparisons when performing post hoc tests. RNAseq data had special statistical consideration to calculate the FDR and the p.adjust as summarized under the methods section.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary movie 1

Supplementary software code

reporting summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files. Please see supplementary data 1 excel file for the RNAseq data and the data points for each figure. In addition, the RNAseq raw data are deposited in GEO repository under accession number GSE211110.

## Code availability

The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files. Supplementary software code file shows the computer codes used in analyses. Software code was deposited in Zenodo^44^: 10.5281/zenodo.7023518.

# Supplementary material for: Biomimetic cardiac tissue culture model (CTCM) to emulate cardiac physiology and pathophysiology ex vivo
**Source:** Commun Biol. 2022 Sep 9;5:934. doi: 10.1038/s42003-022-03919-3
**Supplement:** Supplementary file 2 — Supplementary Information

Supplementary Information

Supplementary Fig 1

a

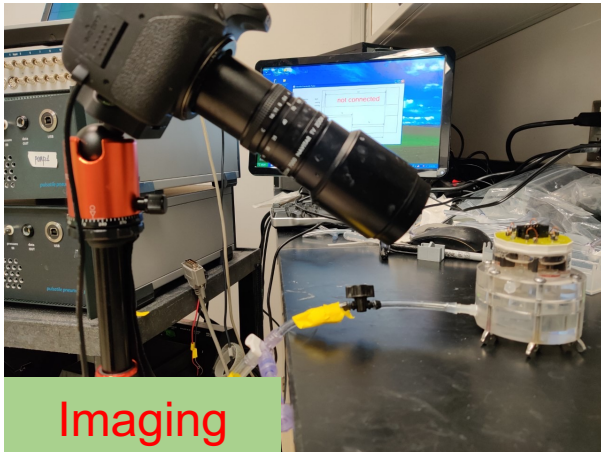

c

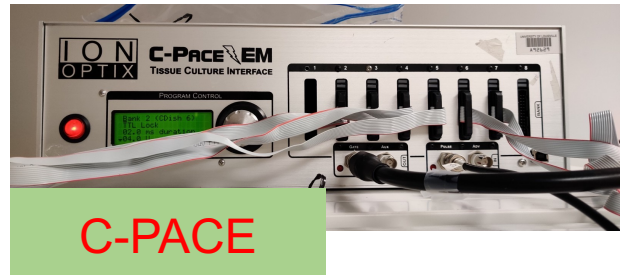

b

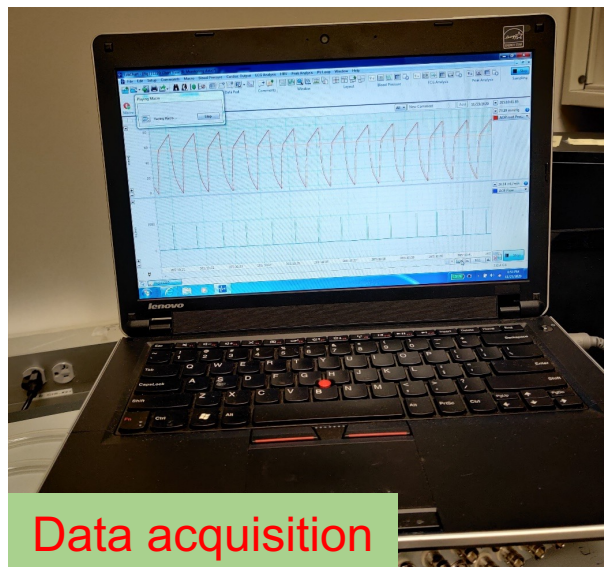

d

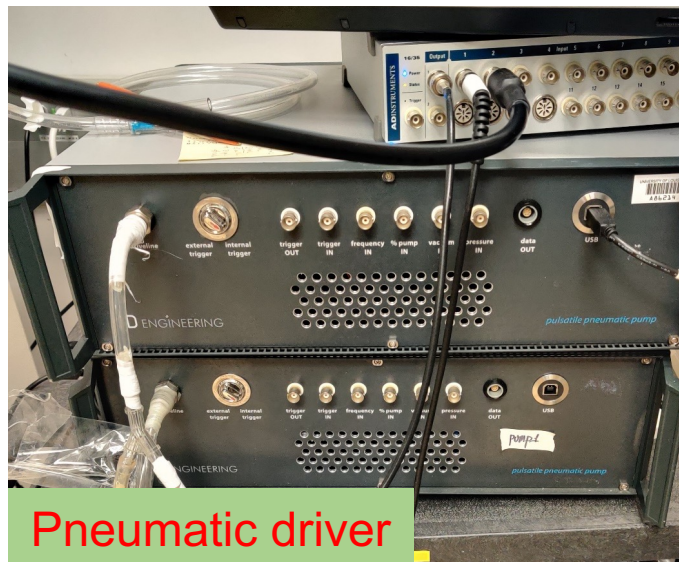

Supplementary Figure 1. CTCM device control systems and custom camera setup. (a) Custom camera setup to obtain high-resolution videos to characterize the tissue movements and stretches. (b) LabChart software showing data acquisition system for pressure probe sensor and electrical stimulation. (c) C-PACE device is used to induce electrical stimulation. (d) Pneumatic drivers are used to controlling air pressure within the air chamber.

Supplementary Fig 2

a

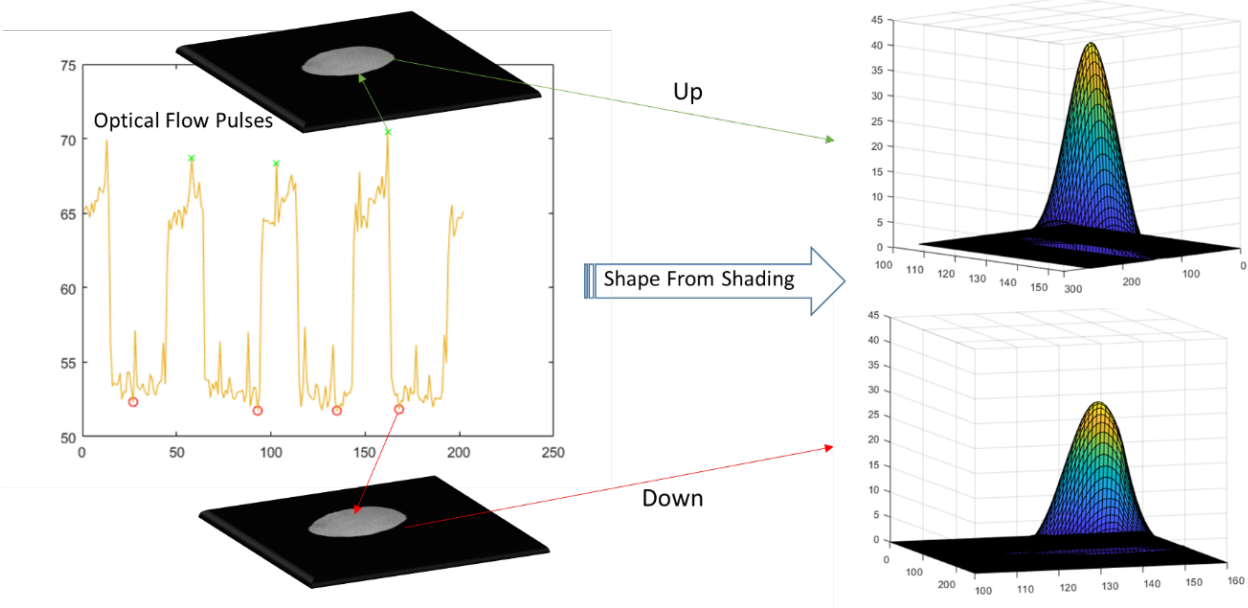

b

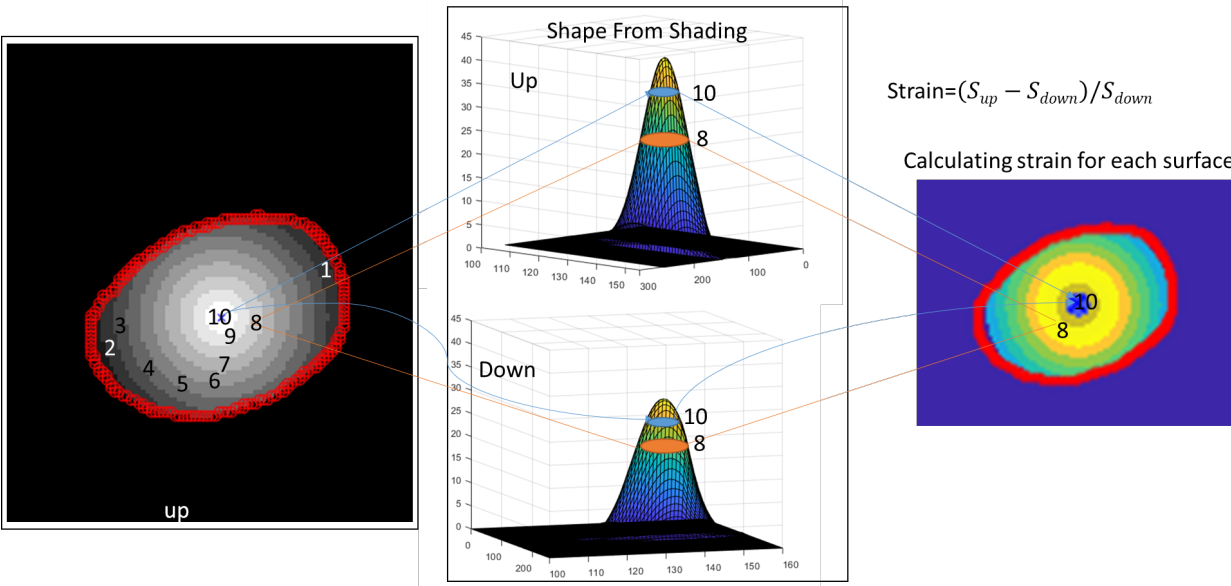

Supplementary Figure 2. Strain assessment in heart slices: (a) Application of Shape From Shading algorithm to build the 3D movement according to the peak movements. (b) segmentation of the 10 circular areas within the heart slice to determine the strain in each contour.

Supplementary Fig 3

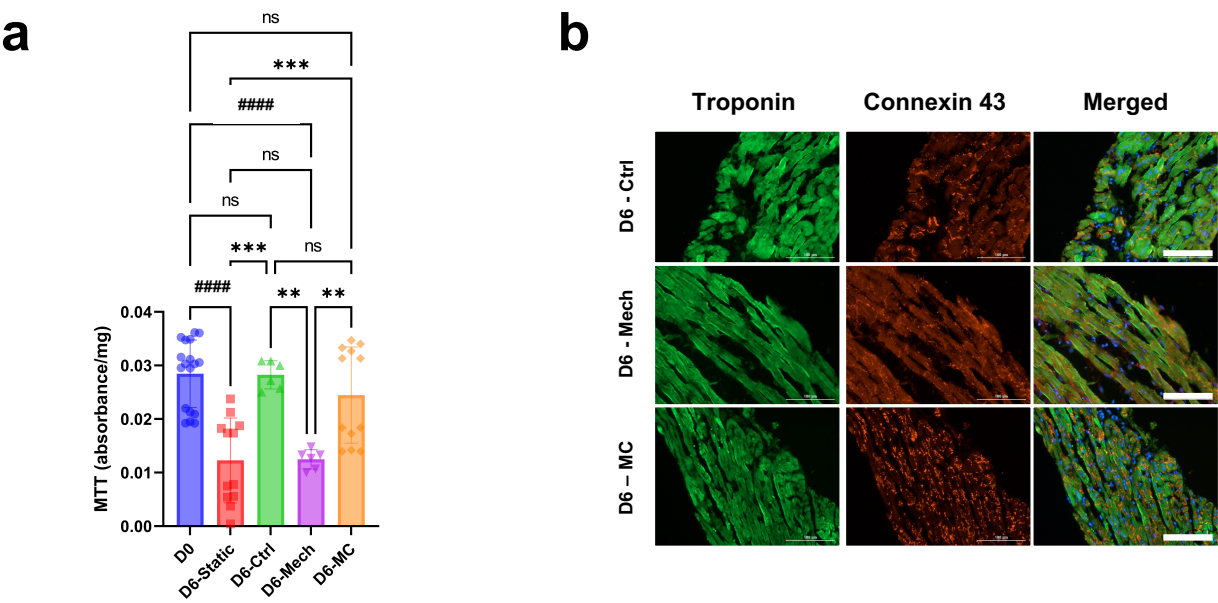

Supplementary Figure 3. Combination of electrical and mechanical stimulation resulted in the best tissue viability and structural integrity at 6 days. (a) Bar graph shows quantification of the MTT viability of fresh heart slices (D0) and heart slices cultured for 6 days in static biomimetic culture system with no electrical stimulation (D6 Static), static biomimetic culture system with electrical stimulation (D6 Ctrl), CTCM without electrical stimulation (D6 Mech), and CTCM with electrical stimulation (D6 MC) (n=18 (D0), 12 (D6-Static and D6-MC), 6 (D6-Ctrl, D6-Mech) from different pigs, one way ANOVA test is performed; ####p<0.0001 compared to D0, ***p<0.001 compared to D6 Static, and **p<0.01 compared to D6 Ctrl and D6 Mech). (b) Representative immunofluorescence images for troponin-T (green), connexin 43 (red), and DAPI (blue) of day 6 culture conditions (Scale bare=100µm). Error bars are representative of the Mean±SD.

Supplementary Figure 4

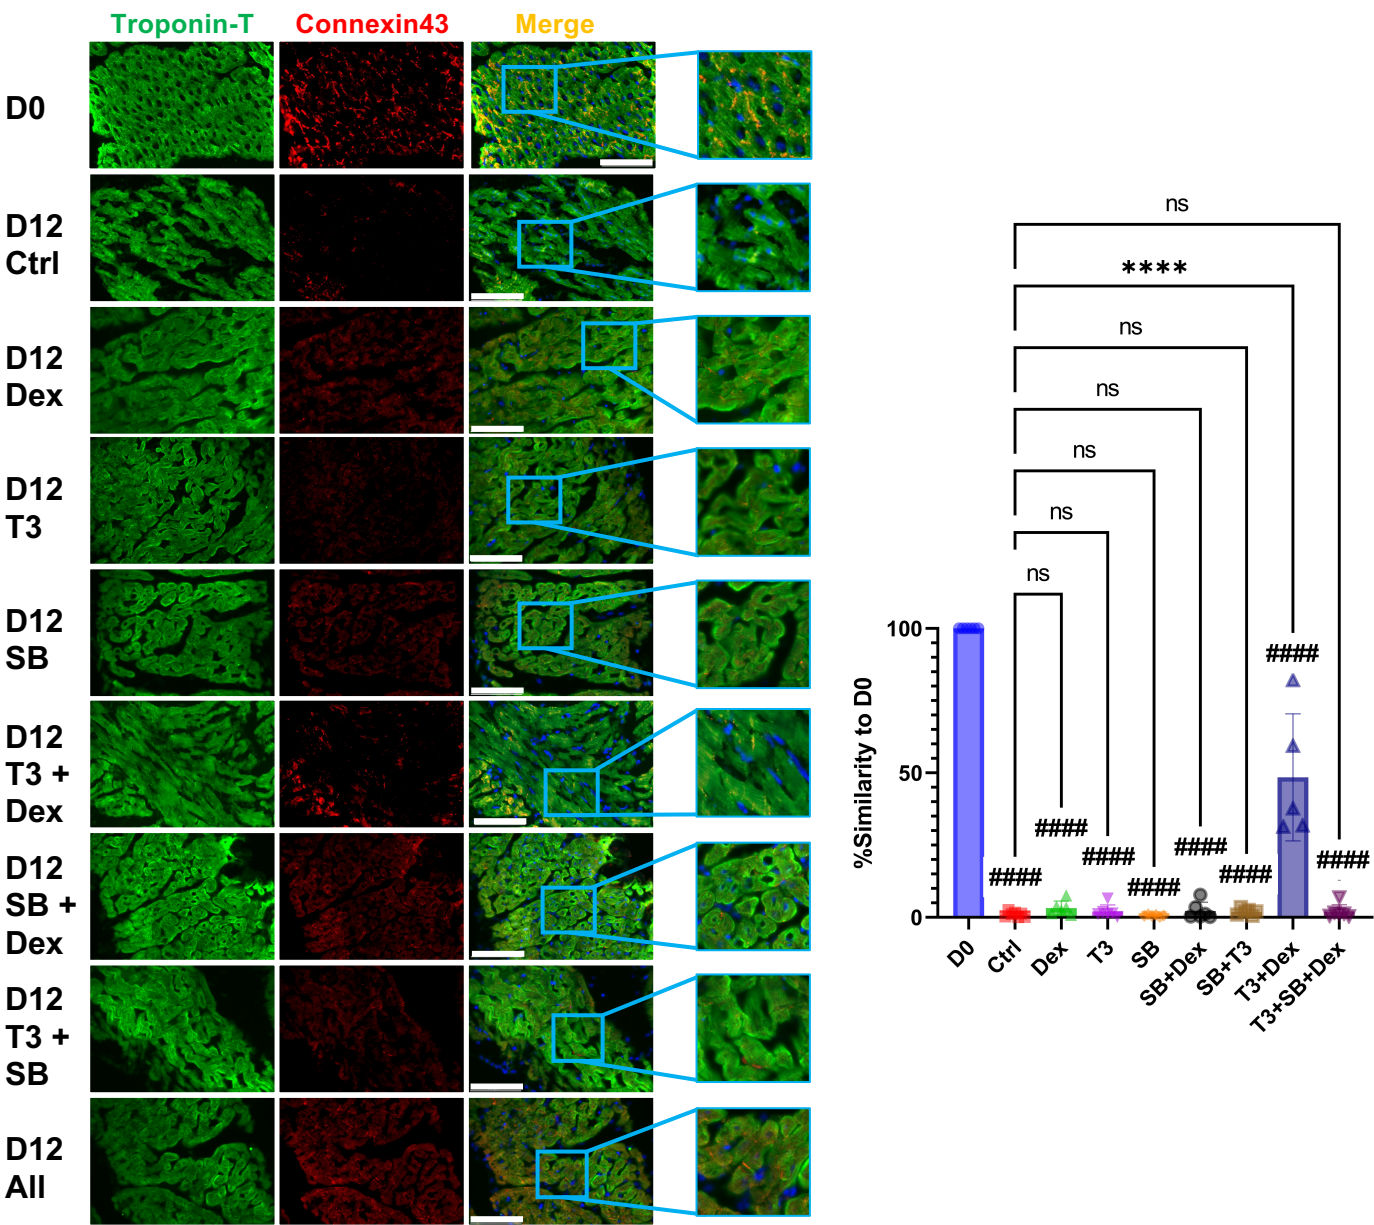

Supplementary Figure 4. Small molecule drug screening revealed that the combination of T3 and Dex improved heart slice structural integrity. Representative immunofluorescence images for troponin-T (green), connexin 43 (red), and DAPI (blue) for freshly isolated heart slices (D0) or heart slices cultured for 12 days under static conditions with standard media (Ctrl), 100nM tri-iodothyronine (T3), 1uM Dexamethasone (Dex) or 2.5uM SB431542 (SB) (Scale bare=100µm). Artificial intelligence quantification of the heart tissue structural integrity (n=7 (D0 and Ctrl), 5 (Dex, T3, SB, SB+Dex, SB+T3, T3+Dex, and T3+SB+Dex) slices each from different pig, one way ANOVA test is performed; #####p<0.0001 compared to D0 and ****p<0.0001 compared to D12 Ctrl). Error bars are representative of the Mean±SD.

Supplementary Figure 5

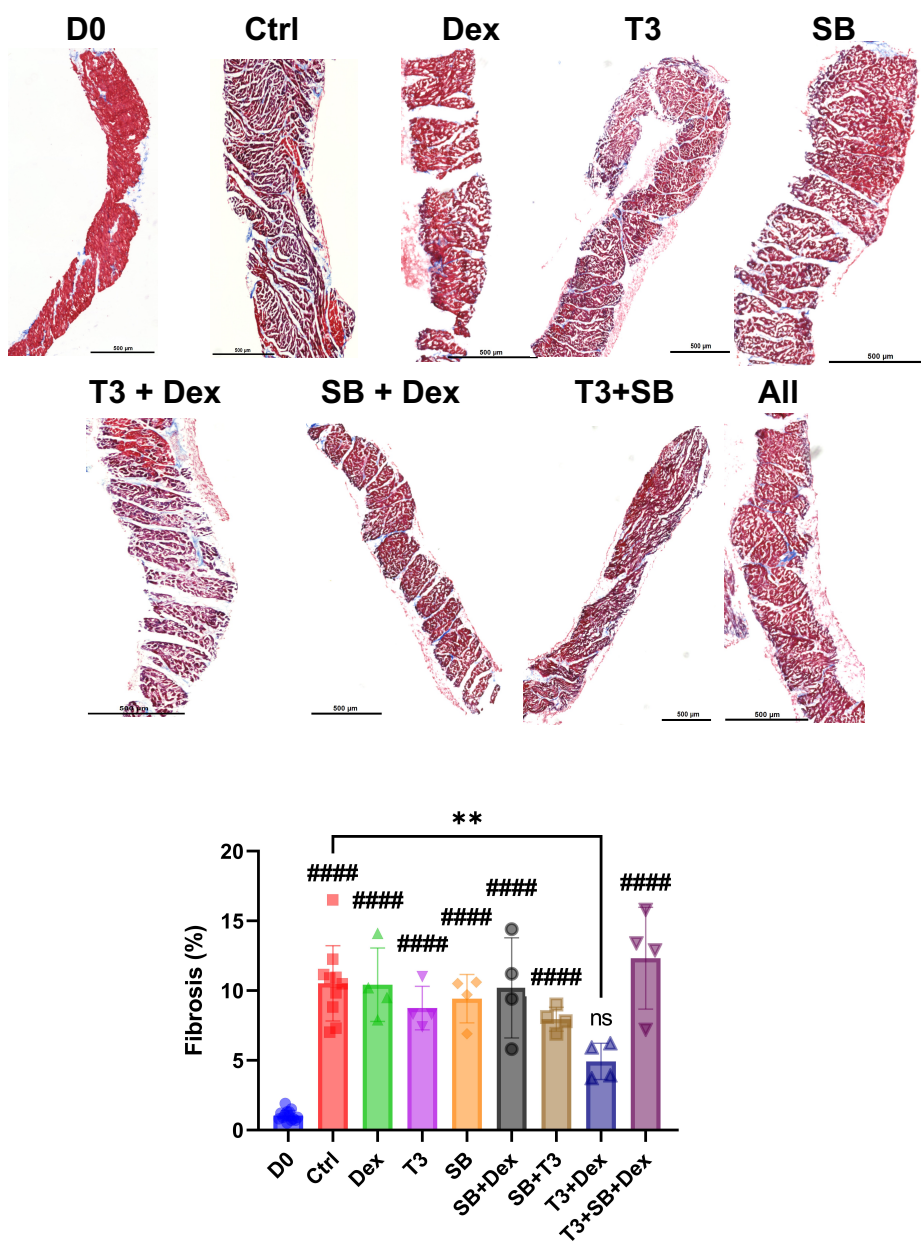

Supplementary Figure 5. Small molecule drug screening revealed that the combination of T3 and Dex showed reduced fibrosis formation. Representative Masson's trichrome images (Scale bare=500µm) for freshly isolated heart slices (D0) or heart slices cultured for 12 days under static conditions with standard media (Ctrl), 100nM tri-iodothyronine (T3), 1µM Dexamethasone (Dex) or 2.5µM SB431542 (SB). Bar graph shows the quantification of the fibrosis in heart slices (n=10 (D0 and Ctrl), 4 (Dex, T3, SB, SB+Dex, SB+T3, T3+Dex, and T3+SB+Dex) slices each from different pig, one way ANOVA test is performed; ####p<0.0001 compared to D0 and **p<0.01 compared to D12 Ctrl). Error bars are representative of the Mean±SD.

Supplementary Figure 6

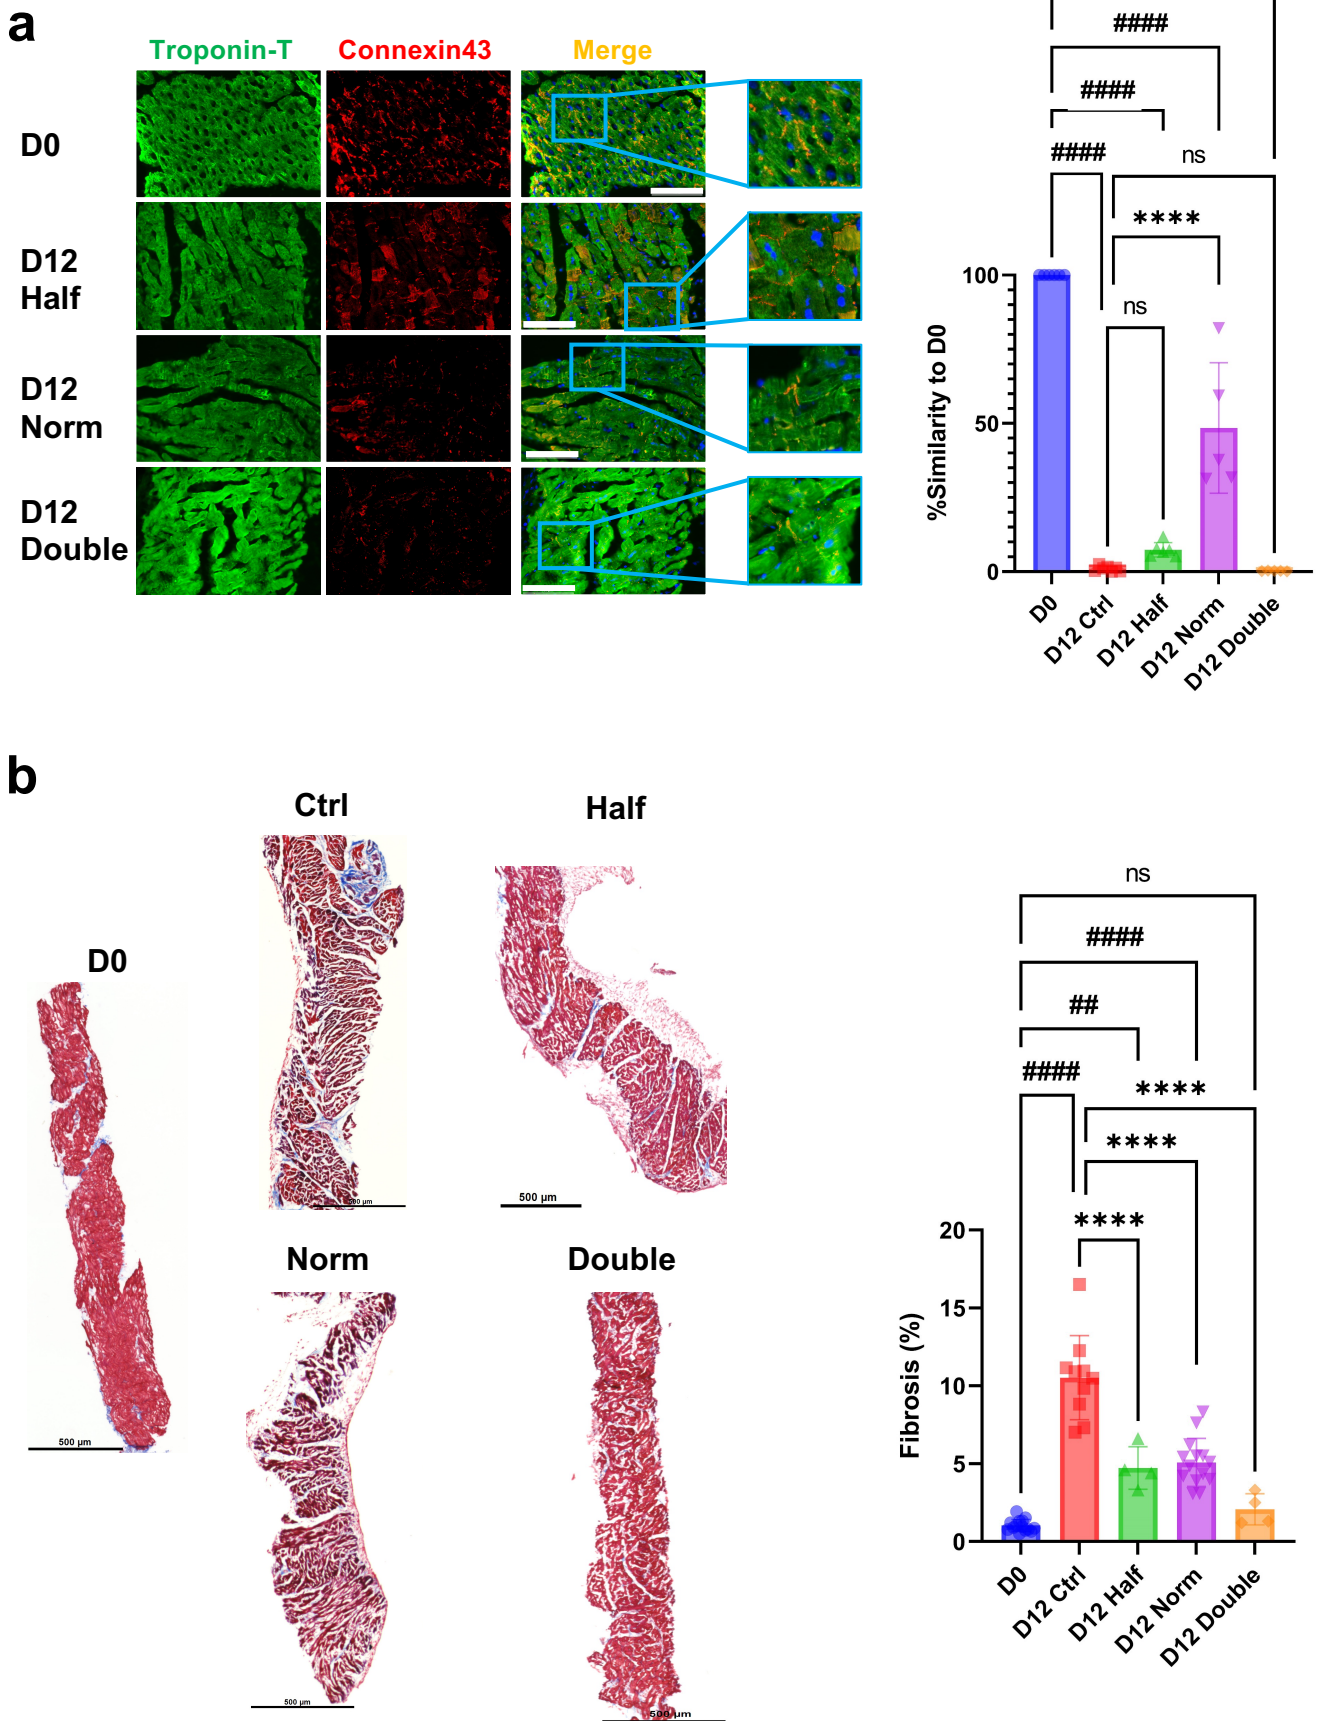

Supplementary Figure 6. 100 nM T3 and 1 μ M Dex demonstrated the best improvement in tissue slice structural integrity. (a) Representative immunofluorescence images showing troponin-T (green) and connexin 43 (red) (Scale bar=100 μ m) demonstrating that the concentration of 100 nM T3 + 1 μ M Dex (Norm) resulted in a significantly better similarity to D0, compared to half dosages (Half) or double dosages (Double) of the T3 and Dex and the same day static culture control (Ctrl) (n=7 (D0 and D12 Ctrl), 5 (D12 Half, D12 Norm and D12 Double) slices/group from different pigs, one way ANOVA test is performed; ####p<0.0001 compared to D0 and ****p<0.0001 compared to D12 Ctrl) (b) Representative Masson's trichrome images (Scale bar=500 μ m) demonstrated a significant reduction of fibrosis formation with any dosage compared to same day control (n=14 (D0, D12 Ctrl, and D12 Norm), 4 (D12 Half, and D12 Double) slices/group from different pigs, one way ANOVA test is performed; ####p<0.0001 compared to D0 and ****p<0.0001 compared to D12 Ctrl). Error bars are representative of the Mean $\pm$ SD.

Supplementary Figure 7

a   RNAseq differentially expressed genes between D0 vs D12 MT

gene_name	gene_id	Fold D0 vs D12MT	log2 Fold D0 vs D12MT	P D0 vs D12MT	Rank	padj	padj (-log10)
LARS1	ENSSSCG00000014411	0.656222577	-0.607742865	0.000671558	28	0.049503437	1.305364646
H3-3A	ENSSSCG00000023971	0.693629708	-0.527762405	0.000676351	29	0.048137565	1.317515879
AIMP1	ENSSSCG00000024168	0.591906127	-0.756559704	0.000680511	30	0.046819162	1.32957636
ACP4	ENSSSCG00000024736	0.426109675	-1.230703285	0.000681436	31	0.045370473	1.343226695
RGL1	ENSSSCG00000015563	1.359906918	0.443507907	0.000681592	32	0.043962714	1.356915505
CYB5A	ENSSSCG00000004875	0.452448051	-1.144175941	0.000720379	33	0.045056457	1.346242965
PARP12	ENSSSCG00000016502	4.92866319	2.301196395	0.000737458	34	0.044768022	1.349032091
UQCRC2	ENSSSCG00000007845	0.727894632	-0.458198471	0.000767918	35	0.045285242	1.344043306
PKDCC	ENSSSCG00000008468	5.901218976	2.561012993	0.00078657	36	0.045096705	1.345855187
-	ENSSSCG00000037399	0.365075377	-1.453733728	0.00080162	37	0.044717396	1.34952349
ECHDC1	ENSSSCG00000004216	0.806135221	-0.310906238	0.000820961	38	0.044591163	1.350751201
LSM11	ENSSSCG00000038248	56.1341651	5.810807205	0.000853706	39	0.045180739	1.345046672
CYGB	ENSSSCG00000017181	2.128773815	1.09002267	0.000954347	40	0.049244292	1.307644101
PDIA3	ENSSSCG00000004700	1.079368959	0.110188103	0.001572367	65	0.049928711	1.301649643
TBC1D9	ENSSSCG00000032741	1.663599966	0.734308561	0.001578087	66	0.049351087	1.306703281
NR4A3	ENSSSCG00000005385	0.286789911	-1.801933823	0.001606246	67	0.049481963	1.305553077

b

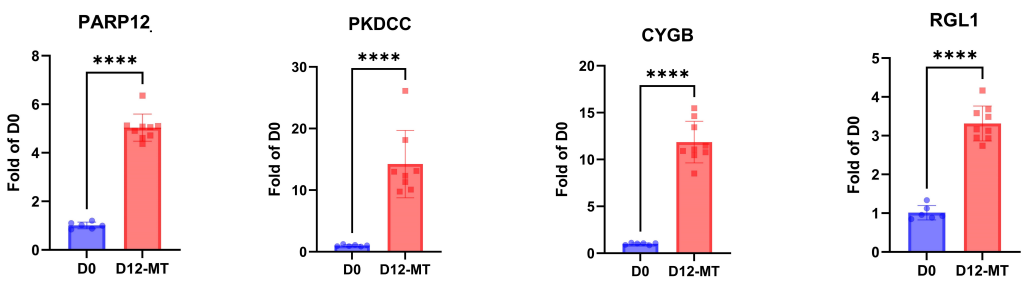

c

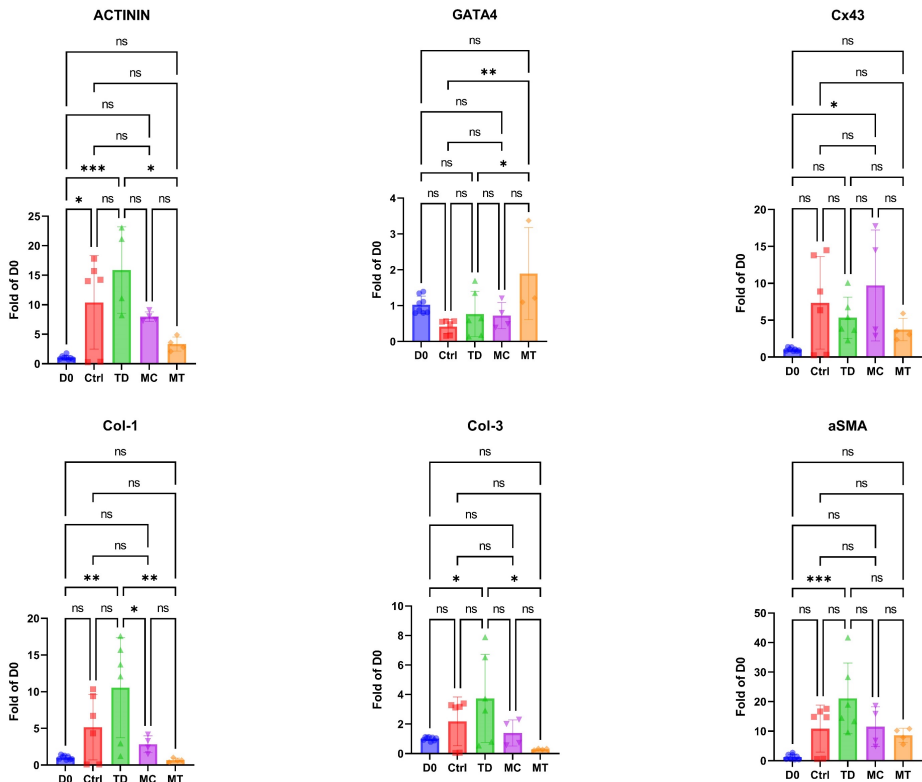

Supplementary Figure 7. Validation of RNAseq data using qRT-PCR. (a) Table listing the 16 differentially expressed genes between fresh tissue slices and day 12 MT from RNAseq. **(b)** bar graphs showing the RNA expression levels of the 4 selected genes from RNAseq of differentially expressed genes between day 0 and day 12 MT tissue using qRT-PCR. (n=6 (D0), 9 (D12MT), ****p<0.0001) **(c)** quantification of gene expression using qRT-PCR of major cardiac and fibroblast genes for fresh tissue (D0) and day 12 conditions. (n=8 (D0), 6(Ctrl, and TD), 4 (MC and MT), ***p<0.001, **p<0.01, *p<0.05). Error bars are representative of the Mean±SD.

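PKDCC (ENSSSCG00000008468, chromosome 3 from 98258456 to 98268539 of Sscrofa11.1), a secreted tyrosine kinase, fell in MT, with 307 and 313 FPKM in the D0 libraries and 54.1 and 51.0 FPKM in the MT libraries, a log2 fold change of -2.54 (standard error 0.20, adjusted p = 5.26e-06 from limma). The ADP-ribosyltransferase PARP12 fell, with 5.74 and 5.57 FPKM in the D0 libraries and 1.22 and 1.07 FPKM in the MT libraries and a change of -1.63 (standard error 0.22, adjusted p = 0.000212) on the log2(FPKM + 1) scale. Cytoglobin, an oxygen-binding protein of fibroblasts that the paper's table pairs with ENSSSCG00000017181 as CYGB, fell, with a log2 fold change of -1.08 (standard error 0.22, adjusted p = 0.00309). It had 189.8 and 186 FPKM in the D0 libraries and 90.4 and 86.0 FPKM in the MT libraries. The CYGB call was lost with limma arrayWeights (adjusted p = 0.12) and with one weight per condition, added after seeing the data (0.112), over a range of 0.00104 to 0.12. LSM11, a part of the machinery that processes histone mRNA, was also called lower, with 1.93 and 2.01 FPKM in the D0 libraries and 0.0702 and 0 FPKM in the MT libraries (adjusted p = 0.000514 from limma). A 0 in an MT library does not by itself show a fall. RGL1, which binds Ras proteins and is one of the 4 genes measured by qRT-PCR, had 5.44 and 5.39 FPKM in the D0 libraries and 4.00 and 3.96 FPKM in the MT libraries and did not pass (adjusted p = 0.193). The leucyl-tRNA synthetase LARS1, the acid phosphatase ACP4, cytochrome b5, CYB5A, and ENSSSCG00000037399 rose, with log2 fold changes of 0.57 (adjusted p = 0.0268), 1.17 (adjusted p = 0.00975), 1.05 (adjusted p = 0.00968) and 1.32 (adjusted p = 0.0244). All 4 calls were lost without the first (adjusted p = 0.0648 to 0.123) or the second D0 library (0.0537 to 0.122), with limma arrayWeights (0.081 to 0.197) and with one weight per condition (0.103 to 0.209), a setting added after seeing the data. Those of LARS1 and ENSSSCG00000037399 were also lost without the second MT library (0.0565 and 0.0708), and that of LARS1 after rescaling to TPM (0.547), without mitochondrially encoded genes and ribosomal proteins (0.217) and in a fit of the 2 groups alone (0.0671). Of the 16 genes of the table, 9 had a higher mean FPKM in MT and 7 a lower one, and 8 changed by limma, 4 in each direction. The other 8 were RGL1, H3-3A, AIMP1, UQCRC2, ECHDC1, PDIA3, TBC1D9 and NR4A3, with adjusted p from 0.088 to 0.691. The table's P column equals an unequal-variance test of 2 against 2 libraries on untransformed FPKM for all 16 genes, within 1 part in 1000, and these p-values hold ranks 28 to 67 among all genes. The adjusted column equals P multiplied by 2064 and divided by the rank. Its genes were seen in the paper before the values were analysed here, and the qRT-PCR of the other panels was not analysed here.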

Supplementary Figure 8

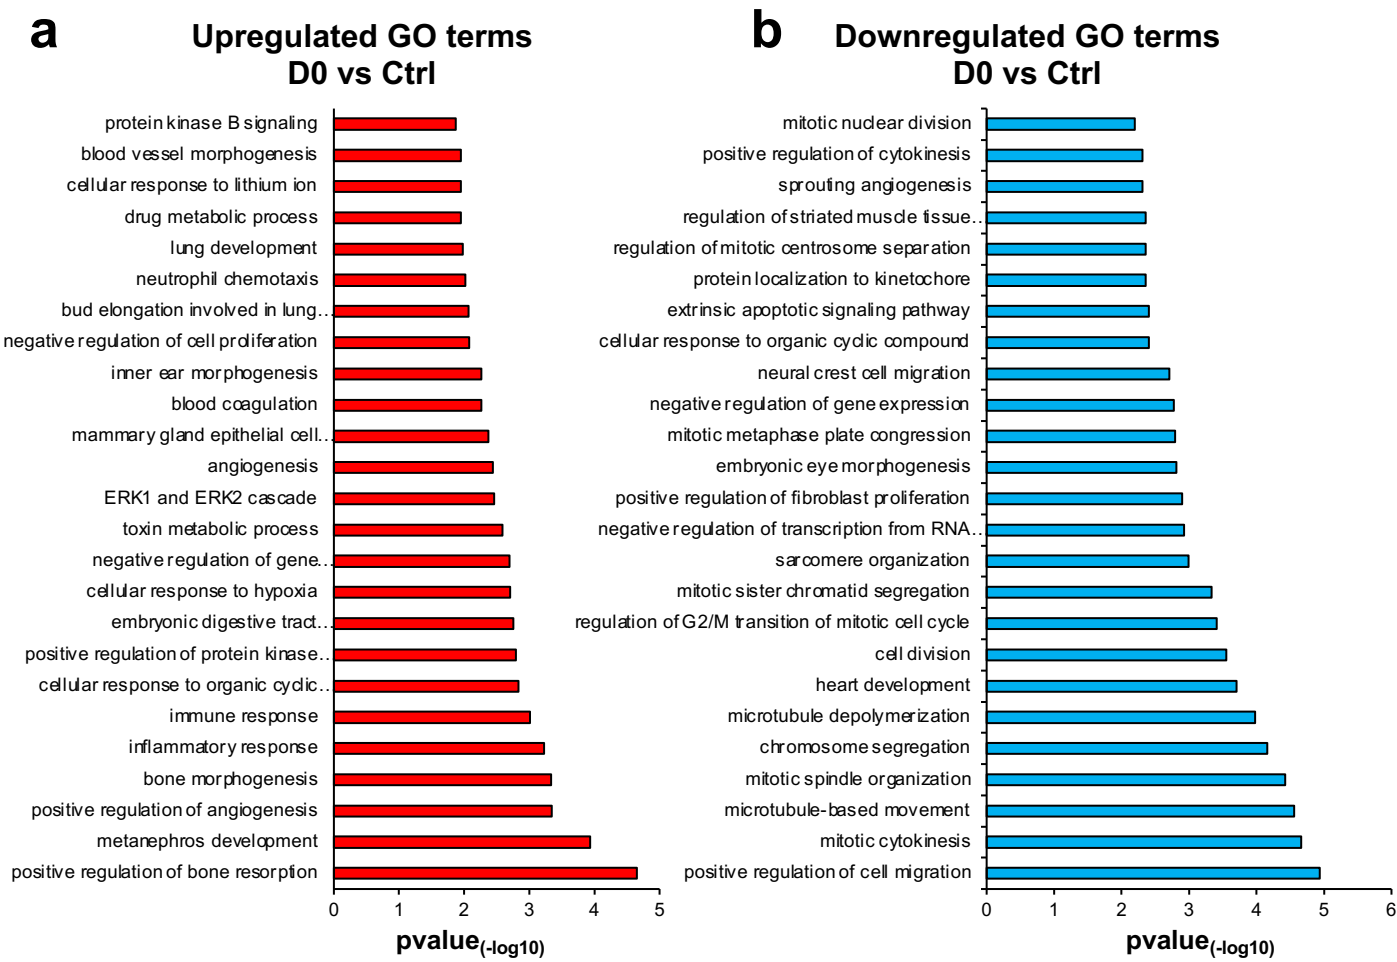

Supplementary Figure 8. Gene ontology (GO) for differentially gene expression between control (D12) and D0 shows upregulation of inflammatory gene and downregulation of cardiac genes . (a) Top upregulated GO terms showing a significant upregulation of inflammatory genes. (b) Top downregulated GO terms showing a significant downregulation of cardiac and cell cycle genes.

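Genes of the response to hypoxia and to glucocorticoids were also higher in Ctrl than in fresh slices, and genes encoded by the mitochondrial genome were lower. Of the 22 hypoxia genes, 3 rose, 0 fell and 19 did not pass the test (8 higher and 0 lower when adjusted over the list alone). As a group they had a median log2 fold change of 0.46, with adjusted p = 8.39e-07 from camera (6.06e-08 to 0.105 over the other settings) and adjusted p = 0.105 with an estimated correlation. NDRG1, induced under low oxygen, rose from 142 ± 14.7 (SD, n = 2) to 582 ± 118 (SD, n = 4) FPKM, a log2 fold change of 2.00 (standard error 0.26, adjusted p = 0.00038 from limma). Of the 20 glucocorticoid-responsive genes, 6 rose, 1 fell and 13 did not pass the test (7 higher and 1 lower when adjusted over the list alone). Together they had a median log2 fold change of 0.40, with adjusted p = 0.000147 from camera (2.79e-05 to 0.0636 over the other settings) and adjusted p = 0.0636 with an estimated correlation. ERRFI1, an inhibitor of the EGF receptor, and the cell cycle inhibitor CDKN1A (ENSSSCG00000001565, chromosome 7 from 32354776 to 32363771 of Sscrofa11.1) rose by 2.70 (standard error 0.40, adjusted p = 0.000826) and 2.65 (standard error 0.14, adjusted p = 2.53e-07). Of the 13 mitochondrially encoded genes, 0 rose, 7 fell and 6 did not pass the test (0 higher and 12 lower when adjusted over the list alone). The list had a median log2 fold change of -1.45, with adjusted p = 3.44e-10 from camera (9.62e-16 to 0.0636 over the other settings) and adjusted p = 0.0636 with an estimated correlation. ATP8, a subunit of ATP synthase, fell from 25.9 ± 1.70 (SD, n = 2) to 4.82 ± 1.54 (SD, n = 4) FPKM, a log2 fold change of -2.25 (standard error 0.32, adjusted p = 0.000645). Nuclear genes of oxidative phosphorylation (38 measured) did not pass as a list, with no gene called by limma at an adjusted p under 0.05, a median log2 fold change of -0.20 and adjusted p = 0.238 (0.0283 to 0.974 over the other settings). This list passed after rescaling without mitochondrially encoded genes and ribosomal proteins (0.0395), after quantile normalization (0.0474), with limma arrayWeights (0.0283) and without the second Ctrl library (0.042). Of 24 genes of fatty acid oxidation, 1 rose and 1 fell (1 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.872 for the list. Lipoprotein lipase, LPL, was the one that rose, with a log2 fold change of 1.35 (standard error 0.22, adjusted p = 0.00178). The 16 genes of glycolysis had a median log2 fold change of 0.20, and 0 rose and 0 fell by limma (0 higher and 0 lower when adjusted over the list alone). The glycolysis list passed at adjusted p = 0.00858 (0.000818 to 0.366 over the other settings), adjusted p = 0.366 with an estimated correlation and 0.239 over genes with a mean of at least 20 FPKM, a setting added after seeing the data. Among 18 genes of the unfolded protein and integrated stress response, 0 rose, 6 fell and 12 did not pass the test (0 higher and 10 lower when adjusted over the list alone). Their median log2 fold change was -0.57, with adjusted p = 2.67e-06 from camera (4.53e-07 to 0.00561 over the other settings). PHGDH, the first enzyme of serine synthesis, changed by -1.63 (standard error 0.19, adjusted p = 0.000175). Extracellular matrix genes went both ways, and of 33 listed, 2 rose and 5 fell (2 higher and 5 lower when adjusted over the list alone), with adjusted p = 0.872 for the list. S100A4 rose by 2.01 (standard error 0.33, adjusted p = 0.00188) and COL8A1 changed by -1.72 (standard error 0.25, adjusted p = 0.000817). Immediate early genes (2 of 21 rose and 1 fell, 2 higher and 1 lower when adjusted over the list alone) had adjusted p = 0.0516 as a list, 5.17e-05 to 0.917 over the other settings. The immediate early list passed with pseudocounts of 0.1 (0.042) and 0.5 (0.0476), without a filter (0.0405), in a fit of the 2 groups alone (0.0353) and, with settings added after seeing the data, with one weight per condition (0.0463) and with 2 sets of libraries, given by their numbers, as a factor (0.0017). It also passed without Ctrl-3 (0.0167), Ctrl-4 (0.0189), TD-2 (0.0401), TD-3 (0.0455), TD-4 (0.0435), MC-1 or MC-2 (0.0404 each). Cytosolic ribosomal proteins (54 genes, adjusted p = 0.484, none called by limma) did not pass as a list. Thyroid hormone-responsive genes (7 measured, 0 higher and 1 lower, 1 higher and 1 lower when adjusted over the list alone, adjusted p = 0.872) did not either, with a median log2 fold change of 0.04 and a mean of -0.12. The thyroid hormone-inactivating deiodinase DIO3 fell in Ctrl, with a log2 fold change of -2.91 (standard error 0.36, adjusted p = 0.000219). Smooth muscle and pericyte markers (11 measured, 1 higher and 2 lower, 1 higher and 3 lower when adjusted over the list alone) did not pass as a list (adjusted p = 0.173). Of 2 measured lymphocyte, 2 adipocyte and 2 Schwann cell markers none was called in Ctrl. All 4 Ctrl libraries lay beyond both D0 libraries for each gene called here.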

Supplementary Figure 9

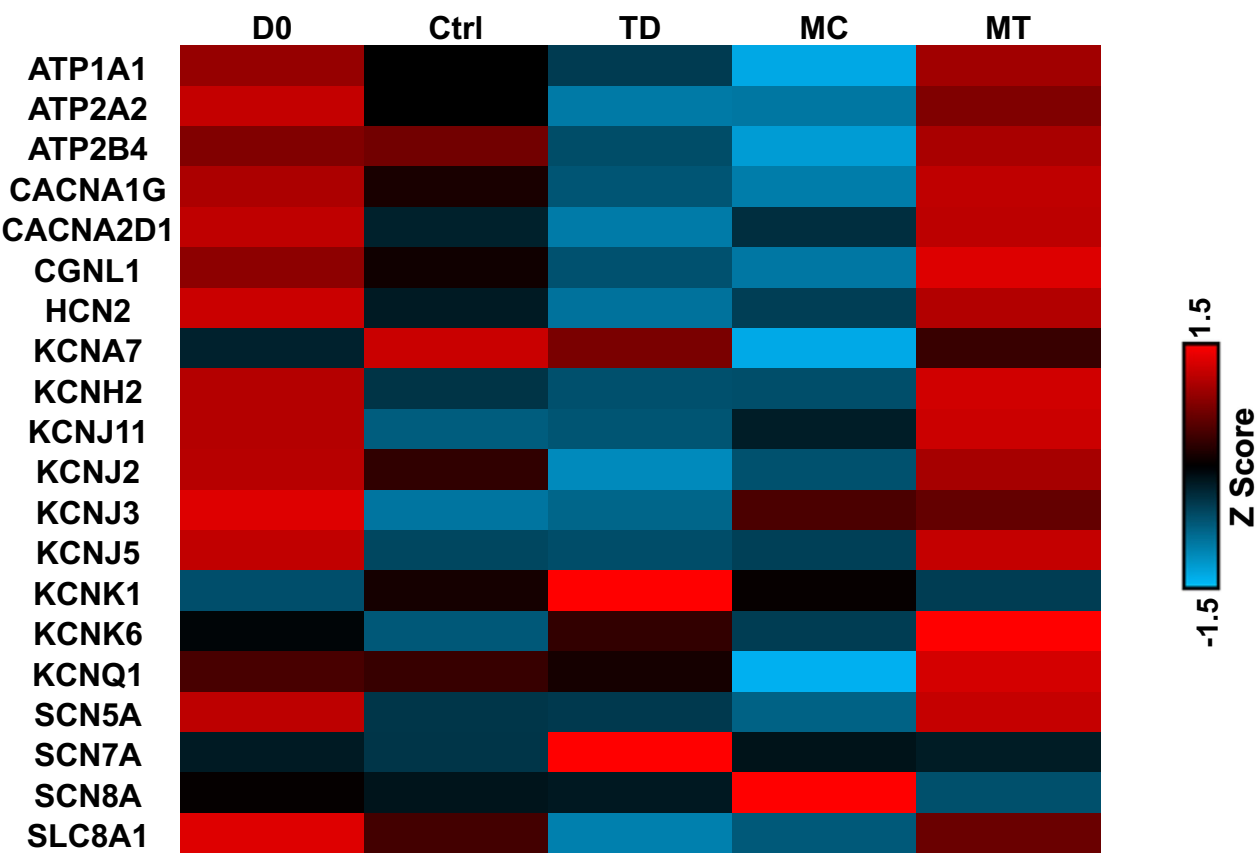

Supplementary Figure 9. Heatmap for the gene expression of the ion channel encoding genes

# Supplementary material for: Biomimetic cardiac tissue culture model (CTCM) to emulate cardiac physiology and pathophysiology ex vivo
**Source:** Commun Biol. 2022 Sep 9;5:934. doi: 10.1038/s42003-022-03919-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Data

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs in the paper and the RNAseq

**File name:** Supplementary software code

**Description:** The software codes used in the analysis

**File name:** Supplementary movie 1

**Description:** CTCM tissue movement during cardiac cycle

# Supplementary material for: Biomimetic cardiac tissue culture model (CTCM) to emulate cardiac physiology and pathophysiology ex vivo
**Source:** Commun Biol. 2022 Sep 9;5:934. doi: 10.1038/s42003-022-03919-3
**Supplement:** Supplementary file 6 — Supplementary software code

### Quantification of tissue stretch during the cycle

To calculate the peak movement of the heart slices, frame-by-frame analysis was performed manually using Image J, (NIH, Washington DC, USA). The center point of the tissue was tracked manually at each frame and a peak trace was calculated with the aid of a reference length (the ring diameter, 7mm) and the camera incline. Pixel length measurements were converted using the following equation

$$\begin{aligned} S=\frac{L_{m} \left[ pixels \right]}{L_{ref}\left[ pixels \right]\times\cos\left( \emptyset\right)}\times7 \left[ mm \right]\#\left( 1 \right) \end{aligned}$$

Where $S$ is the tissue peak movement in mm, $L_{m}$ is the measured peak movement in pixels, $L_{ref}$ is the ring diameter as in the frame in pixels, and $\emptyset$ is the camera inclination angle in degrees. Tissue movement was approximated a membrane movement that follows the equation [1]

$$\begin{aligned} y\left( r \right)=S \left( 1-\left( \frac{r}{R} \right)^{2} \right)^{2}\#\left( 2 \right) \end{aligned}$$

Where $y$is the upwards deflection of the tissue at distance $r$ from the center, $S$ is the tissue peak movement at any frame, $r$is the distance from the center, and $R$ is the tissue diameter.

Once the peak movement was determined at each frame, %area stretch was calculated using surface rotation of equation 2

$$\begin{aligned} \%stretch=({\pi R}^{2}-\int_{0}^{R} 2\pi r\sqrt{1+\left( \frac{dy}{dr} \right)^{2}}dr)/{\pi R}^{2}\times100 \#\left( 3 \right) \end{aligned}$$

These calculations were performed using custom software written in MATLAB.

**MATLAB code for Stretch Assessment**

%%%% Calculation of %Heart Slice %stretch by area%%%%%

%%%% Under sampling to 25 fps to allow for manual detection of a beat

%%%% dt = 0.04 s

%%%% ynorm is the center deflection calculated from normal condition

%%%% yOL is the center deflection calculated from overload condition

R=3.5; % heart slice radius

r = 0:0.001:R; %points along radius to calculate tissue deflection

for i=1:length(y0norm)

y0 = y0norm(i);

ynorm = y0.*(1-r.^2./(R^2)).^2; %tissue deflection in mm

yynorm = 2*y0.*(1-r.^2./(R^2)).*(-2*r/(R^2)); %dy/dr

ssnorm = 2*pi*r.*(1+yynorm.^2).^0.5; %term to be used to calculate integral for surface area of rotation

A_norm(i) = trapz(r,ssnorm);

end

for i=1:length(y0OL)

y0 = y0OL(i);

yOL= y0.*(1-r.^2./(R^2)).^2; %tissue deflection in mm

yyOL = 2*y0.*(1-r.^2./(R^2)).*(-2*r/(R^2)); %dy/dr

ssOL = 2*pi*r.*(1+yyOL.^2).^0.5; %term to be used to calculate integral for surface area of rotation

A_OL(i) = trapz(r,ssOL);

end

%stretch calculation

A0 = pi*R^2; %unstretched area

stretch_norm = 100 * (A_norm-A0)./A0; %for normal condition

stretch_OL = 100 * (A_OL-A0)./A0; %for overload condition

t = 0:0.04:length(y0norm)/25-0.04; %time base for plotting

plot(t,stretch_norm,t,stretch_OL) %plotting stretch

legend('Normal','Overload')

xlabel('Time (s)')

ylabel('%stretch')

**MATLAB Code for heart slice movement assessment**

**1 – Masking code**

% masking the stack of images 1 by 1

% choosing directory

% for j=0:12 % loop through days

close all

j=12;

n = int2str(j);

Day= ['D' n];

files = dir(fullfile('C:\Users '));

output = fullfile(' C:\Users ');

%open first image to add mask

img_to_mask = imread(files(3).name);

image_displayed = img_to_mask(:,:,(1:3));

imshow(image_displayed)

%create mask using the first image

roi = images.roi.AssistedFreehand;

draw(roi);

BW_mask_logic = createMask(roi); %Logic Mask

BW_mask = cast(BW_mask_logic, 'uint8'); %convert mask to uint8

% loop through the folder images and mask each

for i=1:length(files)-2

% if rem(i+2,2)~=0

image = imread(files(i+2).name);

image = image(:,:,(1:3));

Masked_image = BW_mask.*image;

baseFileName = sprintf('Image_%d.tif',i );

fullFileName = fullfile(output, baseFileName);

imwrite(Masked_image,fullFileName)

% end

end

% end

**2 – Data extraction**

clc

%10/21/21

%This code goes through a useful contraction signal and outputs:

%1)The mean contraction, 2)The peaks and valleys, 3)The cycle times

% for i=0:12

i=25;

start = 1; %start frame for analysis %input('What is the start index for peak and valley analysis?');

endtime = 353;%end frame for analysis %length(Contraction); %input('What is the end index for peak and valley analysis?');

n = int2str(i);

Day= ['D' n];

%creating a directory to access the contraction data

naming = ['C:\Users' Day '-Masked-Contr-Results'];

files = dir(fullfile(naming));

% close all

T= readtable('contraction30fps2');

time = (T.Var1)./1000;

Contraction = T.Var2;

% applying zero phase filter

d1 = designfilt('lowpassiir','FilterOrder',1, ...

'HalfPowerFrequency',0.4,'DesignMethod','butter');

cont = filtfilt(d1,Contraction); %filtered contraction

figure(1)

plot(cont)

grid on

% axis([7 inf 10 90])

xlabel('Frame')

ylabel('Contraction (a.u.)')

hold on

plot(Contraction)

hold off

der_cont = diff(cont);

% figure

% plot(der_cont)

%choosing section of interest

cont_ana = cont(start:endtime);

time_ana = time(start:endtime);

% Detrending the data to remove signal drift

[p,s,mu] = polyfit((1:numel(cont_ana))',cont_ana,20);

f_y = polyval(p,(1:numel(cont_ana))',[],mu);

cont_ana_trend=cont_ana;

% cont_ana = cont_ana-f_y;

figure(3)

plot(cont_ana)

hold on

plot(cont_ana)

plot(f_y)

hold off

%finding the peak

[peakValues, indexes_pea] = findpeaks(cont_ana,'MinPeakProminence',7);

figure(2)

plot(time_ana,cont_ana)

hold on

scatter(time_ana(indexes_pea),peakValues)

%refining the results using visual cues from derivative

cycle_time = diff(time_ana(indexes_pea));

% %finding valleys

invertedcont_ana = max(cont_ana) - cont_ana;

[~, indexes_val] = findpeaks(invertedcont_ana,'MinPeakProminence',7);

valleyValues = cont_ana(indexes_val);

scatter(time_ana(indexes_val),valleyValues)

%statistics

up = mean(peakValues);

std_up = std(peakValues);

down= mean(valleyValues);

std_down = std(valleyValues);

% yline(up)

% yline(down)

figurename = ['D' n '_contraction.png'];

saveas(gcf,figurename)

hold off

CONTRACTION=min(peakValues)-max(valleyValues);%up-down;

Regularity= [mean(cycle_time);std(cycle_time)];

% save(['Contraction ' Day],'CONTRACTION')

save(['Contraction' Day],'peakValues','valleyValues','CONTRACTION','Contraction','cycle_time','Regularity','cont_ana')

**3 – Data analysis**

close all

clear

i =0;

l = int2str(i);

load('FileName.mat')

figure(12)

% plot(cont_ana2)

hold on

plot(cont_ana)

d1 = designfilt('lowpassiir','FilterOrder',2, ...

'HalfPowerFrequency',0.4,'DesignMethod','butter');

%data to be extracted: 1-cycle time, 2-contraction time, 3-relaxation time,

%4 - contraction velocity

%%

fps = 30;

%%

%FIND DERIVATIVE TO CALCULATE THE CONTRACTION VELOCITY

t=0:1/fps:length(cont_ana)*1/fps-1/fps; % time

der = diff(cont_ana); %movement rate

speed = [der(1).*fps ; der.*fps]; %converting from frames to seconds. (a.u/sec)

%peaks for velocity

[peakValues2, indexes_pea2] = findpeaks(speed,'MinPeakProminence',100);

%valleys for velocity

inverted_speed = max(speed) - speed;

[~, indexes_val2] = findpeaks(inverted_speed,'MinPeakProminence',100);

valleyValues2 = speed(indexes_val2);

%getting peak contraction and relaxation speed

peak_relaxation_speed = mean(peakValues2);

peak_contraction_speed = mean(valleyValues2);

figure(11)

plot(t,speed)

hold on

scatter(t(indexes_pea2),peakValues2)

scatter(t(indexes_val2),valleyValues2)

%peaks for movement

[peakValues, indexes_pea] = findpeaks(cont_ana,'MinPeakProminence',7);

%valleys for movement

inverted_cont_ana = max(cont_ana) - cont_ana;

[~, indexes_val] = findpeaks(inverted_cont_ana,'MinPeakProminence',7);

valleyValues = cont_ana(indexes_val);

Amplitude = mean(peakValues)-mean(valleyValues);

%if you have more valleys than peaks

Amps_IND_amps = peakValues-valleyValues(1:length(peakValues));

%if you have more peaks than valleys

% Amps_IND_amps = peakValues(1:length(valleyValues))-valleyValues;

figure(1)

subplot(2,1,1)

plot(t,cont_ana,'LineWidth',1.5)

title('D6 - NORM Slices')

ylabel('Heart slice movement (a.u)','FontSize',12)

box off

hold on

scatter(t(indexes_pea),peakValues)

scatter(t(indexes_val),valleyValues)

axis([0 4.16667 -inf inf])

hold off

subplot(2,1,2)

plot(t,speed,'LineWidth',1.5)

ylabel('movement speed (a.u)/sec','FontSize',12)

xlabel('Time (s)','FontSize',12)

hold on

% scatter(t(indexes_val2),valleyValues2)

% scatter(t(indexes_pea2),peakValues2)

axis([0 4.1667 -inf inf])

hold off

box off

%cycle extraction from the speed

first_peak2 = indexes_pea2(2); %position of first peak for analysis

last_peak2 = indexes_pea2(end);%position of last peak for analysis

adjusted_peak2 = indexes_pea2(indexes_pea2>=first_peak2&indexes_pea2<=last_peak2);%signal for analysis starts with peak and ends with peak

%selecting valleys between peaks

adjusted_valley2 = indexes_val2(indexes_val2>first_peak2&indexes_val2<last_peak2);

B_cycle_time2 = diff(adjusted_peak2).*1/fps; %cycle times in seconds

B_relaxation_time2 =abs((adjusted_valley2-adjusted_peak2(2:end)).*1/fps);

B_contraction_time2 = abs((adjusted_peak2(1:end-1)-adjusted_valley2).*1/fps);

%cycle extraction

%start from the first peak to last peak

first_peak = indexes_pea(2);

last_peak = indexes_pea(end);

adjusted_peak = indexes_pea(indexes_pea>=first_peak&indexes_pea<=last_peak);

%selecting valleys between peaks

adjusted_valley = indexes_val(indexes_val>first_peak&indexes_val<last_peak);

figure(2)

plot(t(first_peak:last_peak),cont_ana(first_peak:last_peak))

hold on

scatter(t(adjusted_valley),cont_ana(adjusted_valley))

scatter(t(adjusted_peak),cont_ana(adjusted_peak))

hold off

%Timing

A_cycle_time = diff(adjusted_peak).*1/fps;

A_contraction_time =(adjusted_valley-adjusted_peak(1:end-1)).*1/fps;

A_relaxation_time = (adjusted_peak(2:end)-adjusted_valley).*1/fps;

%Contraction Velocity

figure(3)

yyaxis left

plot(t,cont_ana,'LineWidth',1.5)

ylabel('Heart slice movement (a.u)','FontSize',12)

box off

hold on

yyaxis right

plot(t,speed,'LineWidth',1.5)

ylabel('movement speed (a.u)/sec','FontSize',12)

xlabel('Time (s)','FontSize',12)

% axis([0 6 -inf inf])

% axis([1.667 2.5 -inf inf])

hold off

%=========================================================================%

%=========================================================================%

figure(4)

yyaxis left

plot(t,cont_ana,'LineWidth',1.5)

ylabel('Heart slice movement (a.u)','FontSize',12)

set(gca,'ycolor','k') ;

box off

hold on

yyaxis right

plot(t,speed,'--','LineWidth',1.5)

ylabel('movement speed (a.u)/sec','FontSize',12)

xlabel('Time (s)','FontSize',12)

% axis([0 6 -inf inf])

% axis([1.667 2.5 -inf inf])

hold off

set(gca,'ycolor','k') ;

set(gca,'FontSize',10);

legend('Heart slice movement','movement speed')

figure(11)

**References**

[1] N. Nam-Trung, W. Steven, and S. Seyed Ali Mousavi, *Fundamentals and Applications of Microfluidics, Third Edition*. Artech, 2019, p. 1.

# Supplementary material for: Biomimetic cardiac tissue culture model (CTCM) to emulate cardiac physiology and pathophysiology ex vivo
**Source:** Commun Biol. 2022 Sep 9;5:934. doi: 10.1038/s42003-022-03919-3
**Supplement:** Supplementary file 7 — reporting summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

We mainly used MatLab software platform for coding. Data collection for imaging on Cytation was collected using Gen5.05 software. All sequencing data were collected using Illumina software for Novaseq.

Data analysis

All custom computer codes described in the manuscript are included in the supplementary file named "supplementary Code" and deposited at Zenodo: <https://doi.org/10.5281/zenodo.7023518>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files. Please supplementary source data excel file for the RNAseq data and supplementary codes file for the computer codes used in analyses. RNAseq data was deposited at GEO with accession number GSE211110. Software code was deposited at Zenodo: <https://doi.org/10.5281/zenodo.7023518>

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	power analyses were performed to choose the group sizes which will provide >80% power to detect a 10% absolute change in the parameter with a 5% Type I error rate.
Data exclusions	No data excluded from the analysis
Replication	All attempts at replication were successful as indicated by the low standard error between replicates. Biological and technical replicates were used for all experiments to ensure reproducibility
Randomization	Tissue slices were randomized before experiments.
Blinding	All analyses were blinded with regard to conditions, and samples were decoded only after all data were analyzed.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The primary antibodies (1:200 dilution in 1% BSA) (Connexin 43 (Abcam; #AB11370), NFATC4 (Abcam; #AB99431) and Troponin-T (Thermo Scientific; #MA5-12960), were added to the section for 90 minutes, followed by the secondary antibodies (1:200 dilution in 1% BSA) Anti-mouse Alexa Fluor 488 (Thermo Scientific; #A16079), Anti-rabbit Alexa Fluor 594 (Thermo Scientific; #T6391)
Validation	We validated all antibodies in our hands using cell lines overexpressing the protein using viral construct as positive controls and negative control

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Yorkshire pigs (3 months old) (Female) weighing 25-35 kg
Wild animals	The study did not involve wild animals
Field-collected samples	The study did not involve field-collected samples
Ethics oversight	Animal studies were performed in accordance with the University of Louisville animal use guidelines, and the protocols were approved by the Institutional Animal Care and Use Committee (IACUC) and were accredited by the Association for Assessment and Accreditation of Laboratory Animal Care.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

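RNA was measured by RNAseq in 14 libraries of pig heart slices, 2 fresh (D0) and 4 Ctrl, 4 TD, 2 MC and 2 MT libraries of cultured slices, grouped by sample titles and the culture conditions of the paper. The authors aligned reads to Sscrofa11.1 with HISAT2 after base calling with CASAVA, versions not given in the sources used here, and deposited FPKM for 13644 genes. The counting tool and annotation release are not given in the sources used here. The authors state DESeq2 for differential expression, which needs counts and was not run. Gene symbols were taken from the table, from the reference names by gene identifier where the table has none, and for 1 gene from Supplementary Fig. 7a, and 28 symbols stand on more than 1 entry and 183 entries have different names in the table and the reference. Coordinates are those of Sscrofa11.1.

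FPKM were used as deposited, with no further scaling, as log2(FPKM + 1), over the 11527 genes with at least 1 FPKM in at least 2 libraries. All 14 libraries were fitted with 1 mean per condition in limma 3.58.1 under R 4.3.3 (lmFit and eBayes with trend, 3.883 prior degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05, and no minimum fold. Every adjusted p of a gene in the text comes from this limma test unless another setting is named. The comparisons were each culture condition against D0, TD, MC and MT against Ctrl, MT against TD and MC, and the interaction of CTCM and T3/Dex. Fold changes on this scale understate the change of genes near 0, and a gene listed at 0 is reported as its values per library. Lists were tested with camera, at a preset correlation of 0.01 and at the correlation estimated from the data, with Benjamini-Hochberg adjustment over the lists of a comparison. The lists, fixed in advance, were sarcomere, ion channels and calcium handling, stress and fetal cardiac, nuclear oxidative phosphorylation, mitochondrially encoded, fatty acid oxidation, glycolysis, inflammation, cell cycle, extracellular matrix and myofibroblast, glucocorticoid response, thyroid hormone response, hypoxia response, immediate early, unfolded protein and integrated stress response, cytosolic ribosomal proteins, and markers of endothelial cells, smooth muscle and pericytes, fibroblasts, macrophages, lymphocytes, erythroid cells, adipocytes and Schwann cells. Of the erythroid markers, 2 have an entry and none passed the filter, so this list was not tested. Distances from D0 were compared with exact permutation tests. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

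Genes are named by a rule fixed in advance: every gene the paper names in its text, Fig. 4f, Supplementary Fig. 7 and Supplementary Fig. 9, per comparison the 8 largest changes in each direction among genes past the threshold with a symbol, a mean of at least 1 FPKM and groups that do not overlap, per list and comparison the 2 largest rises and the 2 largest falls, and GAPDH. Values of the paper's genes in the first part of Supplementary Data 1 and in Supplementary Fig. 7a had been seen before. Genes named beyond this rule, such as further members of a list, were chosen after their values were seen, and a small number of genes the rule takes are given only as counts. Of the 8 largest falls in MT, 1 is a microRNA gene whose values are not given and 1 other is not reported here.

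The steps of FPKM that 1 read makes were solved as whole reads and used only to describe relative depth and how many genes are listed at 0. The depth in reads is not known, and counting error per gene was not modelled. On data simulated over 11527 genes with equal spread, limma recovered 52% of 100 genes changed by 1 on the log2 scale and 92% of those changed by 2 in Ctrl against D0, with 10 false of 154 calls, 36% and 87% in MT against D0, with 3 false of 126, and 78% and 97% in TD against Ctrl, with 7 false of 182. Simulated with the measured spread, 0 of 150 calls were false in Ctrl against D0, 75 of 206 in MT against D0 and 6 of 181 in TD against Ctrl. Of 200 random lists, camera gave 6 a p under 0.05. The alternatives were other pseudocounts, filters, scalings, weights, sets of libraries, a replicate block, 2 sets of libraries as a factor, other tests on untransformed FPKM and each library left out in turn, and the closing section gives their effect. Whether same-numbered libraries are paired was checked, and the main result has no block. The qRT-PCR, the gene ontology terms of Supplementary Fig. 8 and the other experiments of the paper were not analysed here.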

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

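The tests that weigh explanations in this part were chosen only after seeing the results. More genes are listed at 0 in the MT libraries than in any other library. The MC libraries lie between, with 1127 and 1457 genes at 0, where the D0, Ctrl and TD libraries have 595 to 833. For the MT libraries 3 explanations were weighed. Lower depth is excluded as the cause, since of genes expected at 20 or more reads at least 4.771% are listed at 0 in each MT library and at most 0.118% elsewhere. Few RNA molecules, each read many times, could account for it, since the MT libraries hold at most 321 genes at 1 to 10 reads and every other library 604 or more. Genes switched off in MT slices are excluded as the whole cause, since genes expected at 20 or more reads and listed at 0 in one MT library had in the other a median of at least 0.9205 of the expected reads, though 87 were at 0 in both, where independent losses give 65.0 within 10 bins of expected reads and 20.7 without bins.

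Of the 401 genes that changed in TD against Ctrl, 398 had the same sign in MC, whose treatment group names no T3/Dex though the treatment entry of every sample does, and 287 were called the same way in MC against Ctrl, where independent lists give 14 (lowest 94 with an MC library left out). Shared Ctrl libraries are excluded as the whole cause, since with different Ctrl libraries in the 2 comparisons the covariance was at least 0.1248, against 0.1604 with all of them. An exchange of labels with MT libraries would leave a library labelled MT without T3/Dex. The lowest mean change of an MT library was 0.8366 and the highest of a Ctrl library 0.071, which argues against an exchange as the only cause. An exchange is not excluded, since electromechanical stimulation, left open below, could raise this score without T3/Dex. For TD libraries this score cannot decide, since the genes were chosen by their change in TD against Ctrl. The mitochondrial share of FPKM was at least 9.3% in MC and at most 5.56% in TD, which argues against MC libraries taken from TD slices under a wrong label. It does not exclude them, since this is 1 measure. Over all tested genes MC-1 correlated best with TD-1 (r = 0.9677) and MC-2 with TD-4 (r = 0.9762), while the MC libraries had r = 0.9574 with each other. The mean level of the sarcomere list was at most 2.1311 in MC and at least 2.6024 in MT. That argues against MC libraries taken from MT slices, but 2 MT libraries cannot bound the range of MT, so it does not exclude them. T3 and dexamethasone in the MC medium might give this, with a median of -0.2216 for MT minus MC over these genes, and so might electromechanical stimulation that moves the same genes, with 1.0158 for MC minus Ctrl, and the data cannot tell these apart.

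Of 10 sarcomere genes that fell in Ctrl and had at least 10 FPKM in D0, 4 lay at least 3 log2 units higher in MT than in Ctrl and 5 less than 1 higher. A larger share of cardiomyocytes would raise them alike if only cardiomyocytes express them. The highest and lowest change differ by 6.67 standard errors, which argues against it as the whole cause. It is not excluded, since these are the extremes of 10 genes and the standard errors use the spread shared by all conditions. The changes in the 2 MT libraries, each taken from other Ctrl libraries, correlate at 0.8514 or more across these genes, where simulated unchanged libraries reach 0.2619 in 5 of 100 draws. That argues against noise of single genes in the MT libraries as the whole cause. Variation that these genes share between slices is not excluded, since the simulation drew each gene independently. A regulation of single genes by stimulation with T3/Dex might part them and was not tested.

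In 11 of 232 groups of 4 libraries, 1 library lay far from the other 3, where chance gives about 1 in 20, or 11.6. Ctrl-2 stood apart in the list of ion channels and calcium handling at 2.506 (others 2.788 to 2.829), TIMP1 at 1576 FPKM (others 1696 to 1710), RAMP2 at 33.93 FPKM (others 25.45 to 26.68) and FLNC at 5.419 FPKM (others 12.08 to 13.5). Ctrl-1 stood apart in the list of Schwann and neural markers at 1.371 (others 1.208 to 1.232), MYH7 at 0.2176 FPKM (others 0.009439 to 0.03478) and MARCO at 6.351 FPKM (others 4.361 to 4.637). TD-2 stood apart in MMP12 at 5.781 FPKM (others 12.67 to 13.95). TD-3 stood apart in MYL2 at 2.206 FPKM (others 6.631 to 7.951) and HSPB7 at 0.2126 FPKM (others 0.4816 to 0.5377). TD-1 stood apart in CTHRC1 at 7.348 FPKM (others 2.049 to 2.21).

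The interaction of CTCM and T3/Dex passed for 538 genes by limma, 29 with limma arrayWeights, 31 with one weight per condition, added after seeing the data, 321 without MC-2 and 2040 without MT-1, so the number of genes is not settled. It takes MC as the CTCM culture without T3/Dex, so with T3/Dex in the MC medium, left open above, it would not measure T3/Dex under the CTCM but mirror TD minus Ctrl. Among lists it was higher for sarcomere 0.00085 (adjusted p = 0.176 with an estimated correlation), ion channels and calcium handling 0.00365 (adjusted p = 0.385 with an estimated correlation) and stress and fetal cardiac 0.0208 (adjusted p = 0.176 with an estimated correlation). The same held for extracellular matrix and myofibroblast 0.0012 (adjusted p = 0.436 with an estimated correlation), immediate early 0.00167 (adjusted p = 0.385 with an estimated correlation) and endothelial markers 1.48e-11 (adjusted p = 0.176 with an estimated correlation). It was lower for fatty acid oxidation 0.0479 (adjusted p = 0.436 with an estimated correlation), cell cycle 5.21e-05 (adjusted p = 0.385 with an estimated correlation) and glucocorticoid response 0.00251 (adjusted p = 0.176 with an estimated correlation). It was also lower for cytosolic ribosomal proteins 0.00517 (adjusted p = 0.752 with an estimated correlation) and macrophage markers 0.0019 (adjusted p = 0.176 with an estimated correlation). In comparisons and gene groups the paper does not discuss, camera gave adjusted p = 1.45e-16 for endothelial markers, 1.39e-06 for macrophage markers and 1.2e-06 for the glucocorticoid response in TD against Ctrl. There the adjusted p was 0.04, 0.0448 and 0.04 with an estimated correlation. In Ctrl against D0, mitochondrially encoded genes had adjusted p = 3.44e-10, and adjusted p = 0.0636 with an estimated correlation. Of all 35 splits of the Ctrl and TD libraries into 4 and 4, only the real 1 reached 401 changed genes and the highest other gave 1. That argues against chance as the source of that count but does not exclude it. A share of 1 in 35 is the smallest possible, and every other split mixes libraries with and without T3/Dex.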

How the results depend on the processing

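Of the settings below, one weight per condition, the 2 sets of culture libraries as a factor, the mean of at least 20 FPKM, the sets without MT or without MC and MT, the equal-variance test and the distances with the spread removed were chosen only after the data were seen. Each of the 188 named gene results that passed was recomputed under the settings that apply, and 2713 of 2886 values kept direction and call, 173 kept only the direction and 0 reversed, with 2497 of 2632 kept and 135 lost when 1 library was left out. Of the 66 gene results that did not pass, 31 of 1007 values passed in another setting and 17 of 924 with a library left out. Still called of the 188 were 157 in fits of the 2 groups alone, 150 with limma arrayWeights, 149 with one weight per condition, 172 after rescaling to TPM and 175 with the replicate block. For the 39 list results that passed, 1136 of 1210 values were kept, 72 were lost and 2 reversed, and for the 17 that did not pass 34 of 525 passed. The counts of changed genes kept within 1.5 times in 216 of 337 values. Without a library, its group of 2 keeps 1, which limma then takes to vary like the other groups. The depth in reads is not known, the MT and D0 groups hold 2 libraries each, and genes near 0 FPKM carry the largest uncertainty.

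Over the 7333 genes that reach 5 FPKM in at least 2 libraries, the count was 1994 in MT against D0, 1534 in MT against Ctrl, 397 in MT against TD, 64 in MT against MC and 247 in the interaction of CTCM and T3/Dex. There the adjusted p was 0.911 for ion channels and calcium handling in Ctrl against D0, 0.187 for ion channels and calcium handling in TD against D0 and 0.459 for ion channels and calcium handling in MC against D0. After rescaling to TPM, the count was 346 in the interaction of CTCM and T3/Dex. There the difference in distance was 0.621 for MT minus Ctrl and 0.416 for MT minus TD. After quantile normalization, the count was 181 in MT against MC. There the adjusted p was 0.767 for mitochondrially encoded in MT against D0, with the direction turned. In fits of the 2 groups alone, the count was 2177 in Ctrl against D0, 1308 in MT against D0, 2053 in MC against Ctrl, 129 in MT against TD and 0 (595 at an unadjusted p under 0.05 from limma) in MT against MC. There the adjusted p was 0.0521 for sarcomere in MT against D0. With limma arrayWeights, the count was 4773 in Ctrl against D0, 3984 in TD against D0, 3435 in MC against D0, 902 in MT against D0, 1080 in TD against Ctrl, 1579 in MC against Ctrl, 60 in MT against Ctrl, 20 in MT against TD, 1 in MT against MC and 29 in the interaction of CTCM and T3/Dex. With one weight per condition (added after seeing the data), the count was 3553 in Ctrl against D0, 3532 in TD against D0, 3380 in MC against D0, 849 in MT against D0, 57 in MT against Ctrl, 12 in MT against TD, 1 in MT against MC and 31 in the interaction of CTCM and T3/Dex. Over the 2193 genes with a mean of at least 20 FPKM (added after seeing the data), the count was 289 in Ctrl against D0, 408 in TD against D0, 505 in MC against D0, 534 in MT against D0, 136 in TD against Ctrl, 274 in MC against Ctrl, 289 in MT against Ctrl, 37 in MT against TD, 0 (116 at an unadjusted p under 0.05 from limma) in MT against MC and 78 in the interaction of CTCM and T3/Dex. There the adjusted p was 0.643 for ion channels and calcium handling in Ctrl against D0, with the direction turned, 0.783 for ion channels and calcium handling in TD against D0, 0.95 for ion channels and calcium handling in MC against D0, 0.0648 for sarcomere in MT against Ctrl, 0.629 for cell cycle in Ctrl against D0 and 0.549 for cell cycle in MT against D0. There the difference in distance was 0.226 for MT minus Ctrl and 0.0487 for MT minus TD. Without both MT libraries (added after seeing the data), the count was 634 in TD against Ctrl and 1774 in MC against Ctrl. Without the MC and MT libraries (added after seeing the data), the count was 1499 in Ctrl against D0 and 698 in TD against Ctrl. With a log2 fold change of at least 1 as well, the count was 567 in Ctrl against D0, 931 in TD against D0, 1205 in MC against D0, 1934 in MT against D0, 192 in TD against Ctrl, 353 in MC against Ctrl, 1141 in MT against Ctrl and 534 in MT against TD. With 2 of the 4 libraries, as a median of 6 pairs, the count was 1693.5 in Ctrl against D0 and 966 in TD against D0. By an unequal-variance test on untransformed FPKM, the count was 526 in TD against D0, 0 (1908 at an unadjusted p under 0.05) in MC against D0, 0 (1657 at an unadjusted p under 0.05) in MT against D0, 43 in TD against Ctrl, 38 in MC against Ctrl, 200 in MT against Ctrl, 0 (1584 at an unadjusted p under 0.05) in MT against TD and 0 (286 at an unadjusted p under 0.05) in MT against MC. By an equal-variance test on untransformed FPKM (added after seeing the data), the count was 6 in MC against D0, 93 in MT against D0, 238 in TD against Ctrl, 77 in MC against Ctrl, 669 in MT against Ctrl, 7 in MT against TD and 8 in MT against MC. With a pseudocount of 0.1, the adjusted p was 0.0819 for sarcomere in MT against D0. There the difference in distance was 0.866 for MT minus Ctrl, 0.666 for MT minus TD and 0.502 for MT minus MC. With an estimated correlation, the adjusted p was 0.239 for sarcomere in MT against D0, 0.366 for ion channels and calcium handling in Ctrl against D0, 0.187 for ion channels and calcium handling in TD against D0, 0.377 for ion channels and calcium handling in MC against D0, 0.127 for sarcomere in MT against Ctrl, 0.221 for sarcomere in MT against MC, 0.24 for cell cycle in MT against D0, 0.105 for inflammation in Ctrl against D0 and 0.24 for inflammation in MT against D0. With the spread between replicates removed (added after seeing the data), the difference in distance was 0.230 for MT minus Ctrl. With the spread removed over genes with a mean of at least 20 FPKM (added after seeing the data), the difference in distance was 0.172 for MT minus Ctrl, 0.0500 for MT minus TD and -0.0153 for MT minus MC. The unequal-variance test was also used with the number of genes implied by Supplementary Fig. 7a and without the step that keeps adjusted p in order. There the count was 5565 in Ctrl against D0, 5703 in TD against D0, 0 (1908 at an unadjusted p under 0.05) in MC against D0, 17 in MT against D0, 1395 in TD against Ctrl, 3205 in MC against Ctrl and 0 (286 at an unadjusted p under 0.05) in MT against MC. The filters test fewer genes and the sets without MC or MT fewer libraries, and for the other settings the cause was not tested.

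Leaving out 1 library at a time gave counts of 347 (without D0-1) to 1400 (MT-1) in Ctrl against D0, 677 (without D0-1) to 2224 (MT-2) in TD against D0, 734 (without D0-1) to 3049 (MT-1) in MC against D0, 1368 (without D0-1) to 4514 (MT-1) in MT against D0, 243 (without Ctrl-1) to 634 (MT-2) in TD against Ctrl, 132 (without MC-2) to 1780 (MT-2) in MC against Ctrl, 1569 (without Ctrl-1) to 4149 (MT-1) in MT against Ctrl, 638 (without TD-2) to 3077 (MT-1) in MT against TD, 217 (without MC-2) to 2127 (MT-1) in MT against MC and 321 (without MC-2) to 2040 (MT-1) in the interaction of CTCM and T3/Dex. For lists the adjusted p ran from 0.00207 (without MT-2) to 0.208 (MT-1) for sarcomere in MT against D0 and 0.00644 (without D0-2) to 0.092 (Ctrl-2) for ion channels and calcium handling in Ctrl against D0. The correlations of deviations between same-numbered libraries were -0.50 to 0.41 between Ctrl and TD, 0.01 to 0.08 between D0 and Ctrl, -0.06 to 0.00 between D0 and TD, 0.35 to 0.40 between Ctrl and MC, 0.10 to 0.17 between Ctrl and MT, -0.49 to -0.25 between TD and MC and -0.18 to -0.07 between TD and MT, -0.04 between D0 and MC, -0.02 between D0 and MT and 0.17 between MC and MT. Only 1 of the 4 Ctrl libraries correlated best with the TD library of its number, so the numbers were not taken to pair the samples. With the replicate number as a replicate block, the count was 544 in Ctrl against D0, 1019 in TD against D0, 278 in MC against Ctrl, 1328 in MT against Ctrl, 461 in MT against TD, 193 in MT against MC and 306 in the interaction of CTCM and T3/Dex. Under this replicate block the list of glycolysis in Ctrl against D0 had adjusted p = 0.0592 and the immediate early list 5.17e-05. The fit of the 2 groups alone and the tests on untransformed FPKM have no value for the interaction, and the fit with 2 of 4 libraries was made only for Ctrl and TD against D0.

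The culture libraries part by number into a first set, 1 and 2 of Ctrl and TD and 1 of MC and MT, and a second set of the others. Each library of the first set had a higher level of the inflammation and immediate early lists and a lower level of the hypoxia and glycolysis lists than each library of its condition in the second. NFKBIA had 147 to 194 FPKM in the first set and 40.3 to 57.5 in the second, with 32.9 and 34.7 in D0. With these sets as a factor in the culture conditions (added after seeing the data), 78 genes differed between them by limma, 66 of them higher in the first. The adjusted p from camera was 1.8e-11 for inflammation, 7.55e-12 for immediate early, 8.63e-08 for hypoxia and 7.78e-05 for glycolysis genes, and 0.0186, 0.0543, 0.03 and 0.205 with an estimated correlation. With this factor the count was 1063 in Ctrl, 1722 in TD, 2102 in MC and 3270 in MT against D0, 187 of the 188 named gene results were still called, and the call of 1 list changed, immediate early in Ctrl against D0, which passed. Of the inflammation list 14 then rose and 2 fell in Ctrl and 16 rose and 4 fell in MT. Of 72 ways to part each culture condition into 2 equal sets, 5 gave as many genes, this one included, and the highest gave 2820, with Ctrl-1, Ctrl-3, TD-2, TD-3, MC-1 and MT-1 against the others. The libraries thus hold more structure within a condition than these 2 sets, and no fit here takes that larger split as a factor, since it was picked as the highest. The sources used here give no batch or day for the libraries, and the cause of either split was not tested. After rescaling to TPM, the share of changed genes that were higher was 15.9% in MC against Ctrl (95 and 503), 8.2% in MT against Ctrl (260 and 2909), 10.9% in MT against TD (123 and 1004) and 16.5% in MT against MC (49 and 248). After rescaling without mitochondrially encoded genes and ribosomal proteins, the share of changed genes that were higher was 22.8% in MT against Ctrl (558 and 1894) and 19.2% in MT against TD (199 and 840). After quantile normalization, the share of changed genes that were higher was 47% in MC against D0 (1122 and 1263), 47.4% in MC against Ctrl (527 and 585), 53.4% in MT against Ctrl (1335 and 1167), 56.5% in MT against TD (496 and 382), 56.4% in MT against MC (102 and 79) and 61.3% in the interaction of CTCM and T3/Dex (318 and 201). In the fit as reported it was 35.6% in MC against Ctrl, 34.4% in MT against Ctrl, 29.5% in MT against TD, 27.7% in MT against MC, 36% in MC against D0 and 44.2% in the interaction of CTCM and T3/Dex.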

Differences from the paper's values

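The paper gives 16 differentially expressed genes between MT and D0, and limma with all 14 libraries gave 3166, at a Benjamini-Hochberg threshold of 0.05 with no minimum fold, and the paper states no minimum fold. Of 29 alternatives set before the data were examined, 28 differ from the paper's count, over a range of 0 to 4514. The setting that comes within the paper's value is the unequal-variance test on untransformed FPKM, with p times 2064 over the rank. It gave 17 genes, the 16 of the paper and ENSSSCG00000048417. The 2064 was taken from the table of Supplementary Fig. 7a, whose P column equals this test, so the 16 genes return by construction. The setting also leaves out the Benjamini-Hochberg step that keeps adjusted p in the order of p. With Benjamini-Hochberg over all genes the same test called 0 genes, with a smallest adjusted p of 0.283 and 1657 genes at an unadjusted p under 0.05, and an equal-variance test, chosen after seeing the values, called 93. Limma called 8 of the paper's 16 genes. For Ctrl against D0 the paper gives 1229 genes and limma 974, and 15 of 30 alternatives set in advance differ from the paper's count, over a range of 347 to 5565, where 5565 comes from the setting that gave 17 genes in MT.

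The paper states that MT slices were transcriptionally close to fresh tissue and Ctrl slices were not, while the mean distance from D0 was lowest in Ctrl and highest in MT, though no difference in distance passed (adjusted p of 0.100 or more) and MT lay below MC with the spread between replicates removed over genes with a mean of at least 20 FPKM, added after seeing the data. The MT libraries also have the largest spread between replicates. Of the 18 genes of Fig. 4f that were tested MT had 1 higher and 1 lower than D0, fewer than Ctrl, and 2 and 5 without MT-2. The paper states that only MT kept ion channel genes from the fall seen in the other conditions, and of the 11 genes of Supplementary Fig. 9 that passed the filter 0 fell in Ctrl by limma, 2 in TD, 2 in MC and 0 in MT. The MC count was 0 without D0-1 and 0 without D0-2 (2 each at an unadjusted p under 0.05 from limma), 9 of the 11 had a negative log2 fold change in Ctrl, the direction the paper gives, and 1 fell there with limma arrayWeights and 2 with one weight per condition, added after seeing the data. Of the sarcomere genes, TNNC1 and TNNT2 did not pass against D0 in MT, as the paper states for this group, and DES fell in MT. The paper describes dedifferentiation as attenuated in MT, where cell cycle genes also fell (adjusted p = 1.54e-05 from camera, and adjusted p = 0.24 with an estimated correlation) and inflammation genes rose (adjusted p = 0.000432, and adjusted p = 0.24 with an estimated correlation). Supplementary Fig. 7b shows PARP12, PKDCC, CYGB and RGL1 higher in MT by qRT-PCR of 6 D0 and 9 MT samples, and in the 2 and 2 libraries here their mean FPKM were lower in MT, where RGL1 did not pass by limma. Supplementary Fig. 7c shows GATA4 higher in MT, and in the RNAseq it fell by 1.79 on the log2 scale. Fig. 4f colours GJA1, VIM, PGK1 and PDHB high in D0, and in the FPKM each had a lower mean in D0 than in MT. Fig. 4e counts more of the called genes as lower in MT than as higher, and of those genes in Supplementary Fig. 7a 9 had a higher mean FPKM in MT and 7 a lower one.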

Other observations

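In this part the setting with a mean of at least 20 FPKM, and some of the genes named, were chosen only after seeing the results. Static slices given T3/Dex differed from static slices without it in macrophage and endothelial markers and in single cytokines. Of the inflammation list, 3 rose and 3 fell (5 higher and 4 lower when adjusted over the list alone), with adjusted p = 0.883 from camera, so that it did not pass. FMO1, a monooxygenase, rose in TD against Ctrl by a log2 fold change of 4.71 (standard error 0.21, adjusted p = 1.4e-07) from limma, the decoy receptor IL1R2 by 3.82 (standard error 0.28, adjusted p = 6.97e-06) and the pattern recognition protein PTX3 by 3.29 (standard error 0.17, adjusted p = 5.45e-07). The cytokines IL11 and IL6 fell, with log2 fold changes of -3.41 (standard error 0.25, adjusted p = 6.48e-06) and -2.57 (standard error 0.36, adjusted p = 0.00138), and so did the Wnt inhibitor SFRP1, with -2.90 (standard error 0.17, adjusted p = 8.68e-07). FKBP5, a target of the glucocorticoid receptor, rose by 1.66 (adjusted p = 0.000257), and the deiodinase DIO3, a target of thyroid hormone, by 3.33 (adjusted p = 2.88e-05). Of the macrophage markers 4 rose, among them the hemoglobin scavenger receptor CD163 by 2.20 (adjusted p = 0.000352) and MARCO by 2.03 (adjusted p = 2.88e-05), and the list call was lost over genes with a mean of at least 20 FPKM, a setting added after seeing the data (adjusted p = 0.146). Of the endothelial markers 9 fell, among them the VEGF receptor KDR, with -1.61 (adjusted p = 0.00194), and SOX18, with -1.52 (adjusted p = 0.000343). In MC against Ctrl, FMO1, IL1R2, PTX3 and FKBP5 rose by 4.70 (adjusted p = 1.83e-06), 3.88 (adjusted p = 7.01e-05), 3.13 (adjusted p = 1.26e-05) and 1.52 (adjusted p = 0.00321). DIO3 rose in MC against Ctrl too (adjusted p = 0.00184 from limma). IL11 and SFRP1 fell there, with -2.79 (adjusted p = 0.00027) and -2.27 (adjusted p = 7.56e-05). Of the mitochondrially encoded genes, 9 rose and 0 fell (12 higher and 0 lower when adjusted over the list alone), with adjusted p = 4.74e-10 from camera and adjusted p = 0.185 with an estimated correlation.

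In MT against D0, the 5 lists in this paragraph passed as higher at the preset correlation, and none did with an estimated correlation. Of the 20 glucocorticoid-responsive genes, 8 rose and 1 fell (9 higher and 3 lower when adjusted over the list alone), with a median log2 fold change of 0.79 and adjusted p = 0.000432 from camera (5.32e-05 to 0.239 over the other settings), and adjusted p = 0.239 with an estimated correlation. CDKN1A rose by 2.19 (adjusted p = 4.47e-06), and in fatty acid oxidation LPL rose by 1.83 (adjusted p = 0.000323). Of the 54 ribosomal proteins, 2 rose and 0 fell (0 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.88 and adjusted p = 1.15e-07 from camera (2.03e-16 to 0.508 over the other settings), and adjusted p = 0.508 with an estimated correlation. Of the 38 nuclear genes of oxidative phosphorylation, 1 rose and 0 fell (0 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.31 and adjusted p = 0.00839 from camera (0.00012 to 0.674 over the other settings), and adjusted p = 0.674 with an estimated correlation. That call was lost after quantile normalization (0.263), without MT-2 (0.272) and over genes with a mean of at least 20 FPKM, added after seeing the data (0.517). Of the 13 mitochondrially encoded genes, 2 rose and 0 fell (2 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.54 and adjusted p = 0.0167 from camera (0.0036 to 0.767 over the other settings), and adjusted p = 0.469 with an estimated correlation. Their direction turned after quantile normalization, and the call was lost without D0-2 (0.0583), without MT-1 (0.196) and over genes with a mean of at least 20 FPKM (0.0899). Of the 22 hypoxia genes, 4 rose and 1 fell (4 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.19 and adjusted p = 0.0383 from camera (0.00991 to 0.508 over the other settings), and adjusted p = 0.508 with an estimated correlation. The hypoxia call was lost over genes that reach 5 FPKM (0.0646), after rescaling to TPM (0.0776) or without mitochondrially encoded genes and ribosomal proteins (0.0576), without D0-2 (0.0684) and without MT-2 (0.239). It was also lost after quantile normalization (0.372) and over genes with a mean of at least 20 FPKM (0.328).

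In MT against D0, of the genes of the unfolded protein and integrated stress response, 0 rose and 7 fell (1 higher and 8 lower when adjusted over the list alone), with a median log2 fold change of -0.49 and adjusted p = 0.0543 from camera (0.000624 to 0.266 over the other settings). They passed over genes that reach 5 FPKM (0.01), after rescaling to TPM (0.0184), after rescaling without mitochondrially encoded genes and ribosomal proteins (0.0256), after quantile normalization (0.00266), in a fit of the 2 groups alone (0.0451), without TD-4 (0.0422) or MT-2 (0.0413), and over genes with a mean of at least 20 FPKM, a setting added after seeing the data (0.000624). PHGDH of this list fell, with a log2 fold change of -1.41 (adjusted p = 0.000697). Of the smooth muscle and pericyte markers, 1 rose and 6 fell (1 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of -1.25 and adjusted p = 0.0794 from camera (0.0105 to 0.284 over the other settings). This list passed over genes that reach 5 FPKM (0.0196), after quantile normalization (0.0105) and in a fit of the 2 groups alone (0.0386). Of the fatty acid oxidation genes, 2 rose and 2 fell (2 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.0985 from camera. Of the glycolysis genes, 1 rose and 1 fell (1 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.938 from camera. Of the thyroid hormone-responsive genes, 0 rose and 1 fell (0 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.938 from camera. Of the immediate early genes, 2 rose and 2 fell (2 higher and 2 lower when adjusted over the list alone), with adjusted p = 0.447 from camera. Of 2 lymphocyte markers, 0 rose and 0 fell (0 higher and 0 lower when adjusted over the list alone), with adjusted p = 0.938 from camera. Among 2 adipocyte markers, 1 rose and 0 fell (1 higher and 0 lower when adjusted over the list alone), with adjusted p = 0.097 from camera. Among 2 Schwann and neural markers, 0 rose and 2 fell (0 higher and 2 lower when adjusted over the list alone), with adjusted p = 0.0543 from camera. NFKBIA, an inhibitor of NF-kB, had 32.9 and 34.7 FPKM in the D0 libraries, 147, 150, 44.3 and 43.1 in Ctrl, 194, 167, 40.3 and 57.5 in TD, 164 and 44.1 in MC and 149 and 45.1 in MT. By rank among 13644 genes in D0, SPARC was 8, COL3A1 23, VIM 27, MYL2 145, DES 254, ACTC1 6470 and RYR2 12617. The library nearest to MT-1 was MC-1 (r = 0.9417) and the library nearest to MT-2 was MC-2 (r = 0.9284), while the MT libraries had r = 0.9041 with each other. The first 3 principal components held 38.46%, 16.68% and 12.39% of the variance.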
